# Nucleoporin Elys attaches peripheral chromatin to the nuclear pores in interphase nuclei

**DOI:** 10.1038/s42003-024-06495-w

**Published:** 2024-06-29

**Authors:** Semen A. Doronin, Artem A. Ilyin, Anna D. Kononkova, Mikhail A. Solovyev, Oxana M. Olenkina, Valentina V. Nenasheva, Elena A. Mikhaleva, Sergey A. Lavrov, Anna Y. Ivannikova, Ruslan A. Simonov, Anna A. Fedotova, Ekaterina E. Khrameeva, Sergey V. Ulianov, Sergey V. Razin, Yuri Y. Shevelyov

**Keywords:** Nuclear envelope, Chromatin

## Abstract

Transport of macromolecules through the nuclear envelope (NE) is mediated by nuclear pore complexes (NPCs) consisting of nucleoporins (Nups). Elys/Mel-28 is the Nup that binds and connects the decondensing chromatin with the reassembled NPCs at the end of mitosis. Whether Elys links chromatin with the NE during interphase is unknown. Here, using DamID-seq, we identified Elys binding sites in *Drosophila* late embryos and divided them into those associated with nucleoplasmic or with NPC-linked Elys. These Elys binding sites are located within active or inactive chromatin, respectively. Strikingly, *Elys* knockdown in S2 cells results in peripheral chromatin displacement from the NE, in decondensation of NE-attached chromatin, and in derepression of genes within. It also leads to slightly more compact active chromatin regions. Our findings indicate that NPC-linked Elys, together with the nuclear lamina, anchors peripheral chromatin to the NE, whereas nucleoplasmic Elys decompacts active chromatin.

## Abstract (web summary)

This study on Drosophila suggests that nuclear pore component Elys is directly involved in the tethering of peripheral heterochromatin to the nuclear envelope in interphase nuclei.

## Introduction

Although the idea that chromosomes in interphase nucleus are attached to the nuclear envelope (NE) was proposed a long ago^1^, mechanisms mediating this attachment are still poorly understood. Accumulating evidence suggests that peripheral chromatin is in intimate association with both the nuclear lamina (NL) and the nuclear pore complexes (NPCs). NL consists of Lamins and Lamin-associated proteins^2^. Genomic regions interacting with the NL (lamina-associated domains, LADs) were successfully identified in different organisms, including *Drosophila*, mammals, and nematode^3–8^. Depletion of specific components of the NL resulted in the displacement of chromatin from the NE to the nuclear interior^9–19^, thus indicating that chromatin is attached to the NL and that interphase chromosomes are slightly stretched by this attachment^19,20^. In addition, chromosomes from yeast, *Drosophila*, and mammals interact with various nucleoporins (Nups) (i.e., proteins composing NPCs)^21–37^. However, contrarily to yeast, Nups-chromatin interactions in metazoans may take place not only at the NE but also in the nuclear interior^27–29,31^. For example, in *Drosophila*, a nucleoplasmic fraction of Nup98 interacts with active chromatin, whereas Nup98, as a component of NPCs, mostly associates with inactive chromatin^28^.

Several findings point to the involvement of NPCs in chromatin tethering to the NE in metazoans. The dosage-compensated single X chromosome in *Drosophila* SL-2 cells is stronger bound with Nup153 and is localized closer to the NE than autosomes^29^, whereas Nup153 depletion leads to repositioning from the NE of several Nup153-target loci in both *Drosophila* SL-2 and mouse embryonic stem cells^29,33^. Similarly, Nup Elys/Mel-28 (further Elys) interacts stronger with *C*. *elegans* male single X chromosome than with two X chromosomes of hermaphrodites which correlates with a less distant position of the male X chromosome from the NE^38^. In addition, Nup155 is involved in chromatin tethering to the NE in *Drosophila* S2 and ovarian germline cells^39^. However, despite these indications, the contribution of NPC-chromatin interactions to the maintenance of peripheral chromatin positioning as well as the impact of these interactions on the overall genome architecture and gene expression remain largely unexplored.

Elys may be the unique Nup that directly tethers chromatin to the NE^40^. Initially, it was identified as the AT-hook-containing transcription factor expressed in the embryonic hematopoietic tissues of mouse^41^. More recent experiments have shown that, during mitosis, Elys, together with the Nup107-160 complex, are concentrated on kinetochores in mammals, *Xenopus*, and the nematode^42–45^. Importantly, upon mitotic exit, Elys participates in the NPC reassembly by connecting the Nup107-160 complex to decondensing chromatin^42,45–47^. Accordingly, in the nematode, *Xenopus*, and mammalian cells, Elys depletion results in the partial loss of nuclear pores from the NE^42,44,45,48^. Partial loss is explained by the existence of an Elys-independent pathway of NPC incorporation into the NE during interphase^48^. Knockdown of *Elys* in *Drosophila* salivary glands caused the enhanced apoptosis and the disappearance of Lamins and Nups from the NE^49^.

Eight Elys molecules, as the components of NPC nuclear ring, face peripheral chromatin^50^. Elys contains β-propeller and α-helical domains at the N-terminal part, which are responsible for its association with the Nup107-160 complex^51,52^. The C-terminal part of Elys bears an AT-hook DNA-binding motif recognizing A/T-rich DNA sequences^47^ and an additional domain, able to bind with the acidic patch of a nucleosome^52–56^. *Drosophila* Elys also possesses β-propeller and α-helical domains but contains three non-canonical AT-hook-like motifs which were shown to be required for Elys binding to A/T-rich sequences in vitro^49^.

Elys interacts with SWI/SNF chromatin remodeling complex PBAP^36^ known to remove nucleosomes from the regulatory regions of the genome and to switch chromatin to a more open state^57–59^. Consistent with this ability, artificial tethering of Sec13, the partner of Elys in the Nup107-160 complex, to several sites on *Drosophila* polytene chromosomes resulted in the recruitment of Elys to these sites followed by local chromatin decondensation^36^. Yet, the ATAC-seq assay did not reveal notable changes in chromatin accessibility upon Elys depletion in S2 cells^60^. Elys binding sites across the entire *Drosophila* genome were recently identified by ChIP-seq in brains from 3rd instar larvae and in embryonic S2 cell line^35,37^. Elys ChIP-seq profile appeared to be highly correlated with the profile of H3K27 acetylation^35^. At the same time, a fraction of ChIP-seq sites common between Elys and Nup93 or between Elys and Nup107 was found to reside within LADs, thus indicating peripheral localization of the chromatin carrying these sites^37^. However, Elys ChIP-seq sites were not explicitly classified as bound by nucleoplasmic or NPC-linked Elys molecules. Therefore, the influence of Elys on chromatin state and on gene expression specifically in these two different locations was unclear. Moreover, it was not previously explored whether Elys tethers chromatin to the NE and maintains its peripheral positioning during interphase.

Here, we report that the knockdown of *Elys* (Elys-KD) in *Drosophila* S2 cells does not notably affect the abundance of NPCs at the NE and does not result in increased apoptosis, thereby keeping cells alive. These findings allow us to consider S2 cells as an appropriate model to analyze changes in genome architecture upon the lack of Elys. Using S2 cells and late embryos, we found that Elys, as a component of NPCs, binds with numerous genomic sites within LADs and this binding is required for the retention of peripheral chromatin at the NE during interphase. Consistent with these results, we found that, upon Elys-KD in S2 cells, the topologically associating domains (TADs)^61–64^ that are attached to the NL become less condensed, and genes located within them are slightly derepressed. These effects are similar to what was observed upon disruption of the NL in S2 cells^19^. Taken together, these findings support the model according to which the components of the NL, in cooperation with the NPC-linked Elys, bind peripheral chromatin and maintain its proper localization and functions in interphase nuclei.

## Results

### Elys-KD in *Drosophila* S2 cells does not lead to considerable loss of NPCs at the NE

Knockdown of *Elys* in salivary glands from *Drosophila* third instar larvae impairs localization of major NE components, such as Nups, Lamins, and Lamin-B-receptor (LBR)^49^. Since salivary glands contain non-dividing cells undergoing endoreplication, we examined whether Elys is similarly required for the correct localization of NE components in the mitotically dividing embryonic S2 cells. We stained S2 cells with anti-Elys antibodies generated earlier^65^ and revealed Elys localization mostly at the nuclear rim (Fig. 1a, upper left panel). Elys colocalizes with the NPCs (stained with Mab414 antibodies which detect the phenylalanine-glycine-rich Nups) at the NE giving a characteristic punctate pattern (Fig. 1a, upper right panel). RNAi knockdown of Lamin *Dm0* (Lam-KD; Supplementary Fig. 1a) in S2 cells results in NPC clustering^66^ at the NE manifested in the gaps in Mab414 and Elys staining (Fig. 1a, middle panel). However, contrary to the observations in salivary glands, Elys-KD in S2 cells resulting in a 6–13 fold decrease of Elys protein level (Supplementary Fig. 1) does not impair Lamin localization (Fig. 1a, low left panel; Supplementary Fig. 2a, b; Supplementary Data 1) and only slightly reduces LBR presence at the NE (Supplementary Fig. 2c, d; Supplementary Data 1). Strikingly, unlike in nematode, *Xenopus*, and mammals^42–46^, and unlike in *Drosophila* salivary glands^49^, Elys-KD in S2 cells does not lead to a notable loss of NPCs at the NE and to the emergence of cells lacking nuclear pores (Fig. 1a, low right panel; Fig. 1b, c; Supplementary Fig. 2c, d (for Nup153 localization); Supplementary Data 1). Only knockdown of both Lamin *Dm0* and *Elys* (Fig. 1d, upper panel) results in the pronounced reduction of NPC staining at the nuclear rim (Fig. 1d, lower panel).

**Fig. 1:**
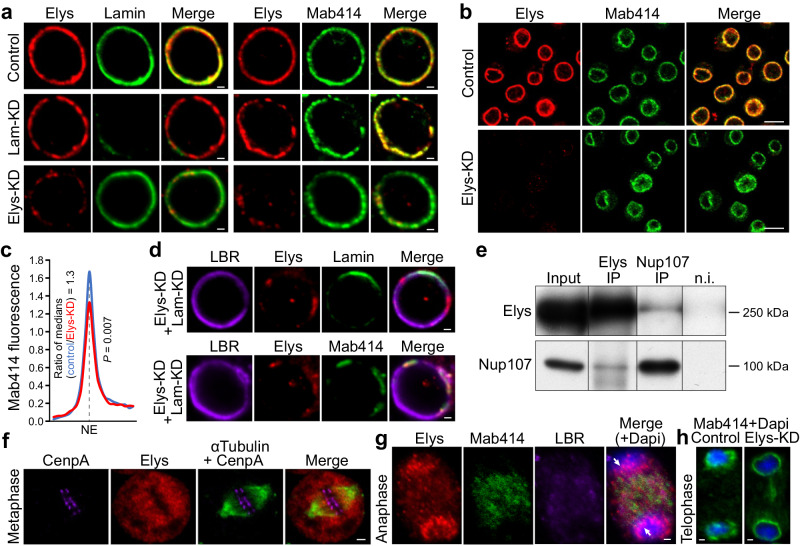
Elys-KD in S2 cells does not lead to a notable loss of NPCs at the NE. **a**, **b**, **d** Immunostaining of control, Lam-KD, Elys-KD, or (Lam-KD plus Elys-KD) S2 cells with anti-Elys, anti-Lamin and Mab414 antibodies (**a**), with anti-Elys and Mab414 antibodies (**b**), or with anti-LBR, anti-Elys and anti-Lamin antibodies (**d**). Scale bars 1 µm (**a**, **d**), 10 µm (**b**). **c** *ImageJ* quantification of Mab414 average fluorescence intensity (normalized on average Dapi fluorescence) across the NE in Elys-KD (two biological replicates, *n* = 75) and control (two biological replicates, *n* = 75) S2 cells. The ratio of median values is indicated. *P*-value was estimated in an M-W *U*-test. **e** Western-blot analysis of proteins, co-immunoprecipitated with anti-Elys or anti-Nup107 antibodies from S2 extracts, probed by anti-Elys, or anti-Nup107 antibodies (n.i. – non-immune serum, IP/input ratio 1:4.5). Note that the spliced bands ran in parallel on the same gel. The sizes of molecular weight markers are indicated to the right. **f**, **g** Immunostaining of S2 cells with anti-CenpA (kinetochores, violet), anti-Elys (red), anti-α-Tubulin (green) in metaphase (**f**), with anti-Elys (red), anti-Mab414 (green), anti-LBR (violet), Dapi (blue) in anaphase (**g**). Scale bars 1 µm (**f**, **g**). Arrows point to the Elys concentrated around decondensing chromatin (**g**). **h** Immunostaining of control and Elys-KD S2 cells with Mab414 antibodies (green) counterstained with Dapi (blue) in telophase. Scale bar 1 µm.

These surprising results prompted us to examine Elys behavior during mitosis in S2 cells. Post-mitotic NPC reassembly in other organisms is initiated in anaphase by Elys binding to the decondensing chromatin, followed by Elys-mediated recruitment of the Nup107-160 subcomplex of NPC^42,45–48,67,68^. We found that Elys and Nup107 reciprocally co-immunoprecipitate each other from protein extracts of S2 cells (Fig. 1e and Supplementary Fig. 3), therefore indicating a physical association between these Nups, at least during the interphase. In mammals, *Xenopus* and nematode, a fraction of Elys, being in the complex with Nup107-160, is localized on kinetochores during mitosis^42–45,52^. However, Mehta et al.^49^ revealed Elys does not stay on kinetochores in *Drosophila*. We confirmed their findings by staining S2 cells with anti-α-tubulin and anti-Elys antibodies, which demonstrates diffuse Elys distribution around condensed chromosomes, but not at the kinetochores during metaphase (Fig. 1f). In anaphase, Elys appears to concentrate around decondensing chromatin earlier than other Nups or LBR (Fig. 1g), thus pointing to the Elys leading role in determining seeding sites on chromatin upon the post-mitotic NPCs reassembly in *Drosophila* S2 cells, as shown in other organisms^42,45–48,67,68^. Nevertheless, the lack of Elys in S2 cells does not prevent the appearance of NPCs at the NE at the end of mitosis (Fig. 1b). Moreover, upon Elys-KD, the incorporation of NPCs in the NE occurs when cytokinesis is not yet complete (Fig. 1h). Consistent with these results, we did not reveal any disturbance of mRNA export from the nucleus upon Elys-KD (Supplementary Fig. 4), thus indicating that nuclear-cytoplasmic traffic of RNA via nuclear pores functions normally. Furthermore, using flow cytometry, we found only minor changes in cell cycle progression upon Elys-KD (Supplementary Fig. 5). We conclude that Elys-dependent incorporation of NPCs in the NE at the end of mitosis may be bypassed in S2 cells by rapidly acting Elys-independent mechanism.

RNAi knockdown of *Elys* using ubiquitous *act5C-GAL4* driver was shown to induce apoptosis in *Drosophila* salivary glands^49^. We explored whether Elys-KD in S2 cells also results in enhanced cell death. Unexpectedly, the TUNEL assay did not detect any increase in the proportion of apoptotic cells upon Elys-KD in comparison with the control cells (3.6% versus 3.3%, respectively, *P* = 0.99, M-W U-test, Supplementary Fig. 6; Supplementary Data 2).

In summary, the absence of notable NPC and NL defects, as well as normal cell viability upon Elys-KD makes S2 cells an appropriate model to explore the influence of Elys depletion on the genome architecture.

### Elys binds to numerous sites on polytene chromosomes

Several Nups, including Sec13, occupy dozens of sites on polytene chromosomes mostly located away from the NE^27^. Artificial tethering of Sec13 to several ectopic sites on polytene chromosomes results in recruiting of Elys to these sites, correlated with local chromatin decondensation^36^. Using immunostaining of squashed polytene chromosomes with anti-Elys antibodies, we revealed that Elys by itself binds to the plethora of sites, some of them are colocalized with polytene chromosome bands (pink strips on Fig. 2a), while others are colocalized with inter-bands (red strips on Fig. 2a). Polytene chromosome bands and inter-bands are known to contain silent and expressed genes, respectively^69^. Since numerous fluorescence in situ hybridization (FISH) experiments indicate that active chromatin is located far from the NE^70^, we propose that similarly to some other Nups, Elys interacts with chromatin positioned both at the NE and in the nuclear interior.

**Fig. 2:**
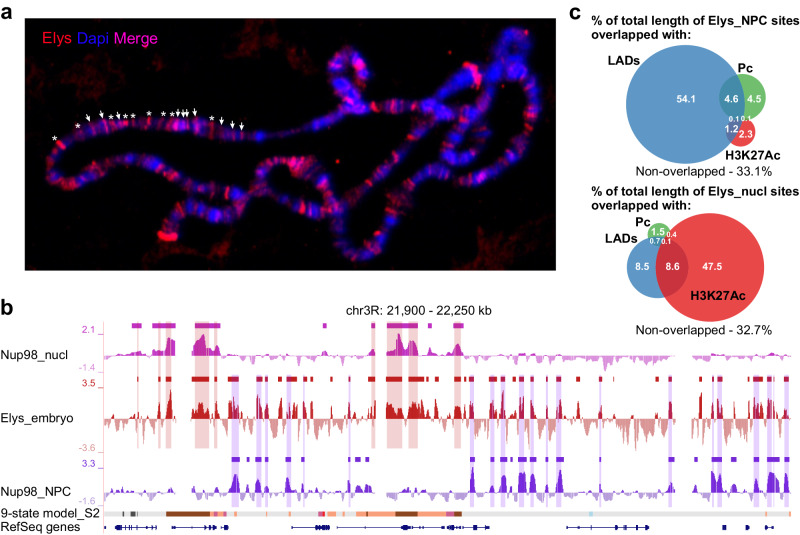
Elys interacts with chromatin located both at the NE and in the nuclear interior. **a** Immunostaining of squashed polytene chromosomes with anti-Elys (red) antibodies. Elys binding sites located within polytene chromosome bands, counterstained with Dapi (blue), are revealed as pink strips (marked by arrows in a chromosomal region), while Elys binding sites within inter-bands are revealed as red strips (marked by asterisks in a chromosomal region). **b** Screenshot from UCSC genome browser showing Nup98_nucl (pink), Elys_embryo (red), and Nup98_NPC (violet) profiles, as well as the corresponding domains or sites of enrichment (rectangles over profiles) for the representative region of chromosome 3R. The 9-state chromatin model and RefSeq genes are indicated below. The overlapped regions between Elys_embryo and Nup98_nucl sites or between Elys_embryo and Nup98_NPC sites (Elys_nucl and Elys_NPC sites, respectively) are outlined by translucent rectangles. **c** Venn diagram showing the degree of overlap (as a percentage of Elys_NPC or Elys_nucl site length) between Elys_NPC or Elys_nucl sites and LADs, Pc, and H3K27Ac domains.

### Identification of Elys binding sites in late embryos

We aimed to separate genomic sites bound by Elys in the nuclear interior from those bound by NPC-linked Elys molecules. To this end, we employed publicly available data obtained by DamID technique^71^ for Nup98-interacting regions in embryonic Kc167 cells which were successfully divided into two distinct pools^28^, either interacting with Nup98 in the nucleoplasm (Nup98_nucl sites) or interacting with Nup98 at the NPCs (Nup98_NPC sites). Since almost all Nup98 ChIP-seq sites coincide with Elys ChIP-seq sites^35^, we compared Elys ChIP-seq sites in S2 cells^37^ with Nup98_nucl or Nup98_NPC sites in Kc167 cells (note that S2 and Kc167 are cognate cell cultures of embryonic origin). Surprisingly, while the overlap of Elys ChIP-seq sites with Nup98_nucl sites was highly non-random (*P* < 10^−4^, permutation test), the overlap of Elys ChIP-seq sites with Nup98_NPC sites was small and statistically non-significant (the overlapped regions constitute only 5.4% of total Elys peak coverage in the euchromatic chromosome arms, *P* ~ 1 for their occasional colocalization, permutation test). Moreover, the overlap of Nup98 or Nup93 ChIP-seq sites identified in S2 cells^35,37^ with Nup98_NPC sites determined in Kc167 cells was also non-significant (*P* ~ 1, or *P* = 0.2, respectively, permutation test). The absence of colocalization between binding sites of different Nups identified by ChIP-seq in S2 cells with Nup98_NPC sites determined by DamID in Kc167 may be caused either by high variability of NPC sites in various cell types or by poor detection of NPC-bound chromatin by ChIP procedure.

To examine which assumption is correct, we tried to identify Elys binding sites in S2 cells using transient transfection of these cells with DamID constructs^72^, but, by unknown reasons, this approach gave unreliable results. Then, by applying the DamID-seq technique adapted for transgenic flies^73^, we successfully generated the Elys profile in late (16–18-h) embryos (Fig. 2b). 

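In DamID, a protein fused to the Dam methylase leaves adenine methylation on the DNA it touches, and unfused Dam serves as the control. Embryos aged from 16 to 18 h expressed Dam, Dam-Elys or Dam-Lam, with 2 replicates of each. Methylated fragments were amplified by 18 PCR cycles for Dam and Dam-Elys and by 16 for Dam-Lam. The paper's read numbers are 27557306 and 28147219 for Dam, 29278308 and 28562296 for Dam-Elys, and 30753255 and 27918547 for Dam-Lam. The authors mapped the reads uniquely to the dm3/R5 genome, counted them in 300-bp bins and merged the replicates. They divided the depth-normalized reads of each fusion protein by those of Dam and called domains from the log2 ratios with an HMM. The deposited domains give a start and an end, both multiples of 300 bp, and no score or read count. Since the replicates had been merged, no value from these domains carries a replicate error. Numbers and lengths cover all deposited domains, whereas overlaps cover the 6 chromosome arms (2L, 2R, 3L, 3R, 4 and X), which span 120.2 Mb from the first to the last domain. Overlaps were compared with 1000 placements that shifted all Elys domains of an arm together around that arm by a random distance, which keeps their lengths and spacing. The two-sided permutation p from these placements is 0.002 at the smallest. In the 350-kb window of arm 3R in Fig. 2b, 79 Elys domains covered 166 kb and 73 LADs covered 269 kb.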

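The deposited Elys domains of late embryos numbered 19272, of which 18226 lay on the chromosome arms. Their median length was 1.5 kb, the quartiles were 0.6 and 3.3 kb, and the longest domain spanned 64.5 kb. Together they covered 55.4 Mb, and those on the arms covered 45.0% of the arms. A single bin made up 19.8% of the domains. The number moved most when gaps of up to 900 bp between domains were filled, an alternative chosen after seeing the data, which left 9431 domains with a median length of 3.9 kb. Of the Elys sites in Supplementary Data 3, 1997 were held here and 8588 were left out. Among those held, 418 had the same start and end as a deposited domain, and 592 after this filling, so the deposited domains and that list differ.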

Using a three-state Hidden Markov model (HMM) algorithm, we identified ~10,600 Elys binding sites with median length 1.8 kb (Supplementary Data 3). Since late embryos represent a mixed population of diverse cell types, we reasoned that a fraction of Elys binding sites identified in late embryos might coincide with Nup98_NPC and Nup98_nucl sites in Kc167 cells. Indeed, we found that the majority of Elys peaks in embryos were colocalized either with Nup98_NPC or with Nup98_nucl peaks in Kc167 (Fig. 2b). Whole-genome analysis revealed that ~30% and ~40% out of all Elys binding sites in embryos were highly non-randomly overlapped with Nup98_nucl and Nup98_NPC sites, respectively (*P* < 10^−4^ in both cases, permutation test). Hereinafter, these Elys binding sites conservative between embryos and Kc167 cells will be referred to as Elys_nucl and Elys_NPC sites (Supplementary Data 3). We also identified a fraction of ambivalent Elys_NPC/nucl sites (constituting ~13% out of all Elys sites, Supplementary Data 3), apparently corresponding to Elys interactions with the genome in both locations. Yet, ~17% of Elys sites did not span Nup98 sites and were excluded from further analysis.

### NPC-linked Elys binds numerous genomic sites located within LADs

Recently, Gozalo et al.^37^ have reported that 17% of Nup93 ChIP-seq sites and 22% of the shared Elys/Nup107 ChIP-seq sites in S2 cells were localized within LADs, thereby indicating peripheral positioning of a fraction of Nup-bound regions. Moreover, in some cases, positions of Nup93 ChIP-seq peaks coincided with the dips in the Lamin Dm0 (Lam) profile^37^. We determined the distribution of Elys_NPC and Elys_nucl sites across different types of chromatin by comparing their genome positions with that of various types of chromatin domains. More than half of Elys_NPC sites appear to locate within LADs (Fig. 2c). In agreement with the reported overlap of some Nup93 binding sites with the repressive Polycomb (Pc) domains^37^, 9% of Elys_NPC sites were localized within Pc domains (Fig. 2c). However, only a few Elys_NPC sites contain active, highly acetylated chromatin (Fig. 2c). Strikingly, the degree of intersection (from the total length) of Elys_NPC sites with the inactive chromatin revealed in Kc167 cells^72^ reaches 94%, while it was ~70% with that revealed in S2 cells^74^ (Supplementary Fig. 7). Contrary to Elys_NPC sites, about a half of Elys_nucl sites overlap with H3K27 acetylated regions in S2 cells (Fig. 2c), and 86% or 95% of Elys_nucl sites correspond to active chromatin types in Kc167 or S2 cells, respectively (Supplementary Fig. 7). Therefore, Elys_NPC and Elys_nucl sites are almost completely located either within inactive or within active chromatin, respectively.

To validate that many Elys_NPC sites are indeed present within LADs, we compared the Elys DamID profile in late embryos with the Lam DamID profile in Kc167 cells^5^. In addition, we performed DamID-seq mapping of genomic regions interacting with Lam in 16–18-h embryos and identified embryonic LADs (Supplementary Data 4) covering 55.8% of the non-repetitive genome. 

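The deposited Lam domains (embryonic LADs) numbered 15662, of which 13797 lay on the chromosome arms. Their median length was 1.5 kb, the quartiles were 0.6 and 5.1 kb, and the longest LAD spanned 78.6 kb. On the arms they covered 58.9 Mb, which is 49.0% of the span from the first to the last domain. This span also counts repeats, so it is not the non-repetitive genome that the paper takes as its base. Between neighbouring LADs lay 13791 gaps. Filling the gaps of up to 900 bp, an alternative chosen after seeing the data, moved the number most and left 5392 LADs with a median length of 7.2 kb, which covered 52.4% of the arms. Of the LADs in Supplementary Data 4, 1998 were held here and 3395 were left out. All 1998 had the same start and end as a LAD after this filling, against 855 of the 1998 without it.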

Visual examination of the profiles in UCSC genome browser indicates that Elys_NPC peaks, positioned within LADs or at LAD boundaries, frequently correspond to the dips in the Lam profile from both Kc167 cells and late embryos (Fig. 3a). 

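Elys_NPC sites were held here only in part, so the values cover all deposited Elys domains of late embryos. Of the length of these domains, 43.6% lay in embryonic LADs, against a mean of 49.1% in shifted placements (permutation test, two-sided, p = 0.002). The central 95% of the placements gave 48.3 to 49.9%. Counted by number, 62.6% of the Elys domains touched a LAD, against 58.2% in shifted placements (permutation test, two-sided, p = 0.002). This excess was smallest with domains of at least 600 bp only, at 60.6% against 59.2%. The share of length moved most with gaps of up to 900 bp between LADs filled, chosen after seeing the data, to 44.9% against 52.4% in shifted placements. By distance from the nearest LAD boundary, Elys domains covered 52.8% of the first 500 bp inside LADs and 33.7% of the step that starts 4500 bp inside. Outside LADs they covered 26.2% of the first 500 bp and 57.4% of the step that starts 9500 bp outside. Shifted placements gave between 44.9 and 45.2% at these 4 distances. In part the low value just outside boundaries lies in gaps of 1 bin. Of the 6270 such gaps between Elys domains, 2135 fell on a gap of 1 bin between LADs, against a mean of 93.2 in shifted placements (permutation test, two-sided, p = 0.002). In the 270-kb window of arm 2R in Fig. 3a, 55 Elys domains covered 106 kb and 51 LADs covered 75.7% of the window.

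**Figure D1:**
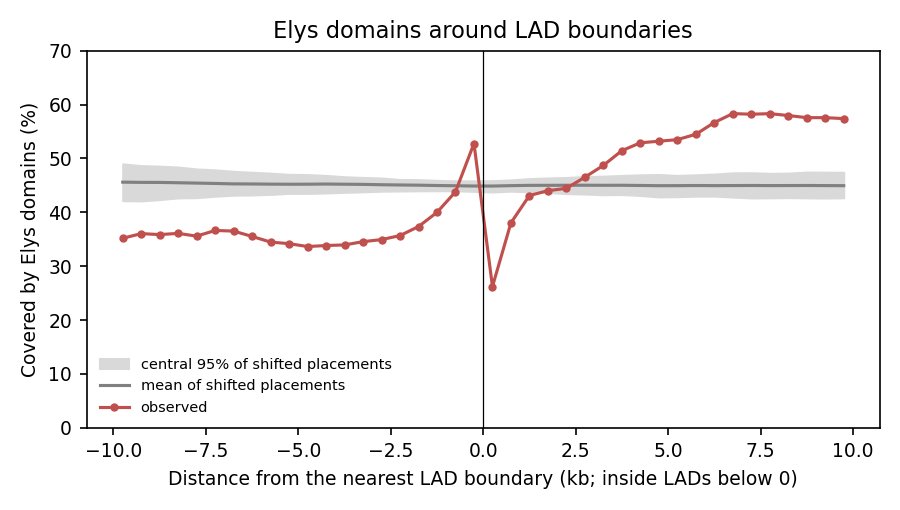
Percent of sequence covered by Elys domains (vertical axis) in steps of 500 bp by distance from the nearest LAD boundary in kb (horizontal axis, inside LADs below 0). The red line gives the deposited domains, and the grey line and band give the mean and the central 95% of 1000 shifted placements; the red line stands at 52.8% just inside the boundary and at 26.2% just outside, and is highest farther outside.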

Strikingly, the corresponding peaks were mostly absent in Elys ChIP-seq profile from S2 cells (Fig. 3a). At the whole-genome level, the peak in the averaged Elys profile, centered at Elys_NPC sites positioned within LADs (±2 kb from LAD boundaries), corresponds to the dip in the averaged Lam profile from both Kc167 cells and late embryos (although in the latter case the dip is not so perfect and pronounced; Fig. 3b). The dip is not revealed when the Lam profile is averaged around randomly chosen positions within Kc167 LADs (Supplementary Fig. 8a, left panel). Importantly, the dip in the Lam profile around Elys_NPC sites within LADs corresponds to the dip in the H3K27 acetylation profile (Fig. 3b, most right panel). Therefore, Elys_NPC sites within LADs fail to interact with the NL not because of the increased histone acetylation correlating with chromatin positioning in the nuclear interior^70^. Rather, these genomic regions are bound by the NPC-linked Elys, and this binding partially prevents their interactions with the NL. In this case, the presence of Elys_NPC sites within LADs reflects the inaccuracy of the two-state HMM algorithm, applied for LADs calling, which merges the neighboring LADs separated by short gaps corresponding to Elys_NPC sites.

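Gaps of up to 3000 bp separated neighbouring embryonic LADs at 11210 places, which is 81.3% of all gaps between LADs. Of these short gaps, 27.8% held part of a deposited Elys domain, against 49.1% in shifted placements (permutation test, two-sided, p = 0.002). Elys domains covered 22.6% of the length of the short gaps, against 44.8% in shifted placements (permutation test, two-sided, p = 0.002). The first of these comparisons moved most when Elys domains had to cover at least 0.5 of a gap, which held for 20.1% of the short gaps, against 46.3% in shifted placements. Coverage by Elys domains rose with the length of the gap, from 14.3% in the 5855 gaps of 1 bin to 57.9% in stretches of over 30 kb. LADs themselves were covered to 40.1% and stretches of over 3000 bp between LADs to 53.7%. In the window of Fig. 3a, 15 of the 45 short gaps held part of an Elys domain. Many of the shortest gaps coincided with breaks between Elys domains, and both profiles were divided by the same Dam libraries. Lam ratios at single sites were not analysed here. The paper takes the dip in the averaged Lam profile at Elys_NPC sites, together with their low H3K27 acetylation, and concludes that NPC-linked Elys keeps these sites partially away from the NL. It then reasons that the call of LADs merges neighbouring LADs across such short gaps.

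**Figure D2:**
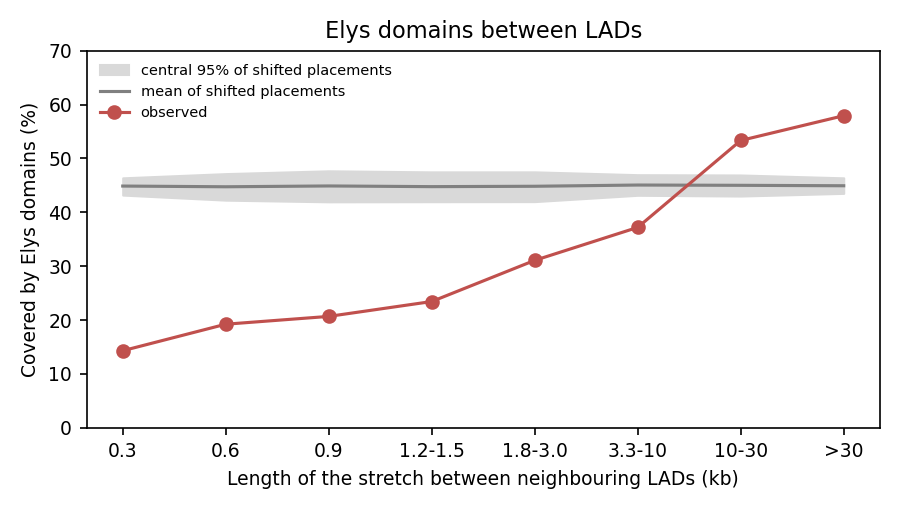
Percent of sequence between neighbouring LADs covered by Elys domains (vertical axis) by the length of the stretch in kb (horizontal axis). The red line gives the deposited domains, from 14.3% at 1 bin to 57.9% in the longest stretches, and the grey line and band give the mean and the central 95% of 1000 shifted placements.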

**Fig. 3:**
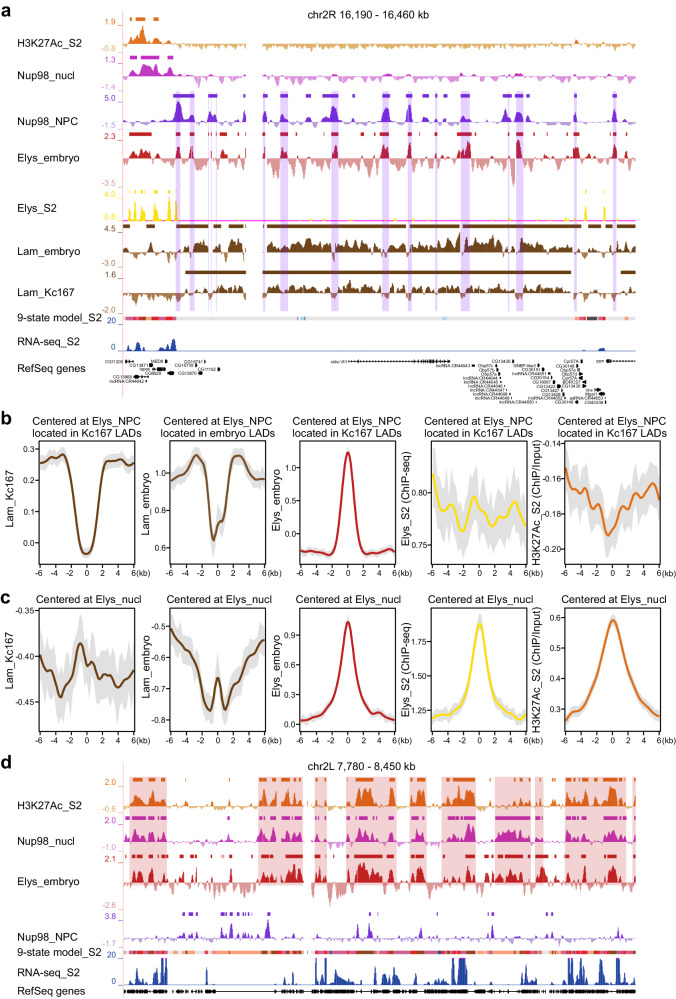
Elys_NPC sites are mostly located within LADs. **a** Screenshot from UCSC genome browser showing H3K27Ac (orange), Nup98_nucl (pink), Nup98_NPC (violet), Elys_embryo (red), Elys_S2 (yellow), Lam_embryo and Lam_Kc167 (brown) profiles, as well as the corresponding domains or sites of enrichment (rectangles over profiles) for the representative region of chromosome 2R. The 9-state chromatin model, RNA-seq in control S2 cells (from this work) and RefSeq genes are indicated below. The overlapped regions between Elys_embryo and Nup98_NPC sites (containing Elys_NPC peaks) are outlined by translucent rectangles (Elys_NPC peaks mostly coincide with the dips in Lam profiles). **b**, **c** Averaged Lam_Kc167, Lam_embryo, Elys_embryo, Elys_S2 and H3K27Ac profiles around Elys_NPC sites (**b**) or Elys_nucl sites (**c**) located within LADs (±2 kb from LAD boundaries) determined in Kc167 or in late embryos. **d** Screenshot from UCSC genome browser showing H3K27Ac (orange), Nup98_nucl (pink), Elys_embryo (red), and Nup98_NPC (violet) profiles, as well as the corresponding domains or sites of enrichment (rectangles over profiles) for the representative region of chromosome 2L. The 9-state chromatin model, RNA-seq in control S2 cells (from this work), and RefSeq genes are indicated below. The regions of high concordance between H3K27Ac, Nup98_nucl, and Elys_embryo profiles are outlined by translucent rectangles.

To explore whether the dips in the Lam profile are located at the same positions during development, we analyzed previously obtained Lam DamID profiles in the central brain, neurons, glia, and the fat body of *Drosophila* third instar larvae^6^. The dips in the averaged Lam profile around Elys_NPC sites located within LADs (±2 kb from LAD boundaries) were detected in all these organs/cell types, including terminally differentiated neurons (Supplementary Fig. 9). Therefore, during cell differentiation, NPC-linked Elys is bound to a similar set of genomic sites within LADs, although some variability associated with gene activation may be present.

It is noteworthy that the averaged Elys ChIP-seq profile from S2 cells^37^ does not display the peak at Elys_NPC sites positioned within LADs (±2 kb from their boundaries) (Fig. 3b). Moreover, the dip in the averaged Lam profile, centered at Elys ChIP-seq sites located within LADs (±2 kb from their boundaries) (Supplementary Fig. 8b), or within LADs overlapping with inactive chromatin from S2 cells (Supplementary Fig. 8a, right panel), is far less pronounced than that centered at Elys_NPC sites (Supplementary Fig. 8a, middle panel). Furthermore, in contrast to Elys_NPC sites, Elys ChIP-seq sites located within LADs (±2 kb from LAD boundaries) possess high levels of histone acetylation (Supplementary Fig. 8a, most right panel). An increased histone acetylation is also revealed around Nup93 ChIP-seq sites from S2 cells (Supplementary Fig. 8c). The latter findings imply that the majority of these sites are likely located distantly from the NE in the active chromatin of inter-LADs adjoining to LAD boundaries, or in the transition zones between LADs and inter-LADs, but not within the genuine LADs.

Supporting this notion, Elys_nucl sites positioned in the nuclear interior demonstrate negative values of the averaged Lam profile and high level of histone acetylation (Fig. 3c). High consistency between Elys_nucl profile and H3K27 acetylation is exemplified in Fig. 3d.

Thus, we suppose that weak correspondence between Elys_NPC sites determined by DamID in embryos and Elys ChIP-seq sites in S2 cells is not a consequence of a high level of polymorphism between different cell types. Rather, the ChIP procedure poorly reveals Elys_NPC sites, whereas the DamID technique readily detects them. The robust identification of Elys_NPC sites by DamID allows us to make a confident conclusion that peripheral chromatin interacts with the NE through multiple alternating sites. Some of them are attached to the NL, while others are attached to NPCs.

### Both NPC-linked and nucleoplasmic Elys likely recognize A/T-rich DNA motifs

Since Elys is the Nup known to bind chromatin directly^47,49,53–56^, we analyzed DNA sequence motifs potentially responsible for its binding. Previously, Rasala et al.^47^ have shown that antibiotic distamycin A, capable of binding with A/T-rich DNA sequences, inhibits *Xenopus* Elys interactions with chromatin. Furthermore, using EMSA, Mehta et al.^49^ have revealed that two out of three non-canonical motifs in *Drosophila* Elys can bind A/T-rich sequences. Consistent with these results, we found that the most high-scoring motif identified by MEME^75^ in Elys_NPC or Elys_nucl sites is represented by poly(A) tracks (Fig. 4a). ~30% of Elys_NPC and Elys_nucl sites contain at least one 20-bp A/T-rich sequence within ±150 bp region from their centers. We also found that A/T-base content is increased in both Elys_NPC and, more notably, Elys_nucl sites compared to random genomic sites (Fig. 4b). Therefore, a significant fraction of genomic targets of both NPC-linked and nucleoplasmic Elys contains A/T-rich DNA motifs, which likely mediate Elys binding to these sites.

**Fig. 4:**
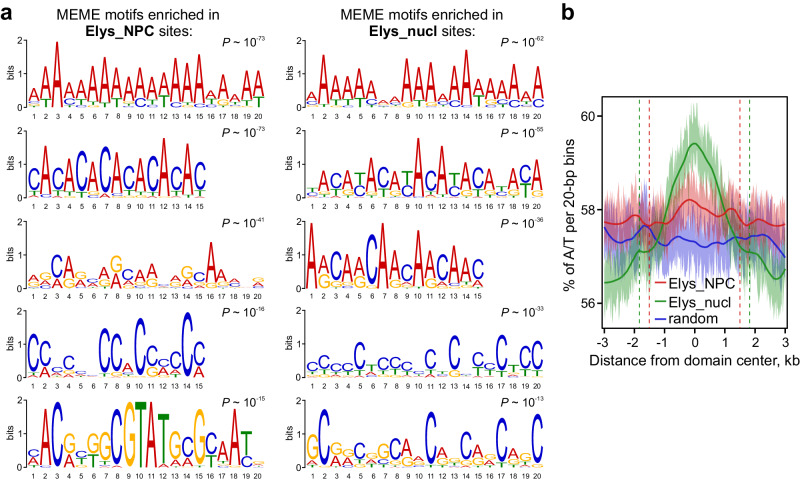
Elys sites possess an increased A/T content. **a** Top five MEME motifs identified in Elys_NPC or Elys_nucl sites (within ±150 bp from their centers). **b** Average A/T profile (percentage of A/T within 20-bp bins) around Elys_NPC, Elys_nucl or random genomic sites. Dashed lines delimit the median lengths of corresponding sites.

### Binding of inactive chromatin with NPC-linked Elys maintains peripheral chromatin positioning at the NE

DamID technique detects genomic sites, which are either bound by or in contact with the protein of interest^76^. To confirm that Elys, as a component of NPCs, binds peripheral chromatin, but not just contacts it, we assayed by FISH the radial position of three loci, carrying Elys_NPC sites within LADs (Supplementary Fig. 10), after Elys-KD in S2 cells (Supplementary Fig. 1a, b). These loci were previously shown to localize mostly at the NE and to lose peripheral localization upon Lam-KD in S2 cells^9,19^. We found that the lack of Elys leads to a notable displacement of these loci from the NE to the nuclear interior (Fig. 5a–d; Supplementary Fig. 11; Supplementary Data 5), and this shift resembles that observed upon Lam-KD (Fig. 5b). Moreover, simultaneous depletion of Elys and Lamin causes a more noticeable removal of the locus from the NE (Fig. 5b).

**Fig. 5:**
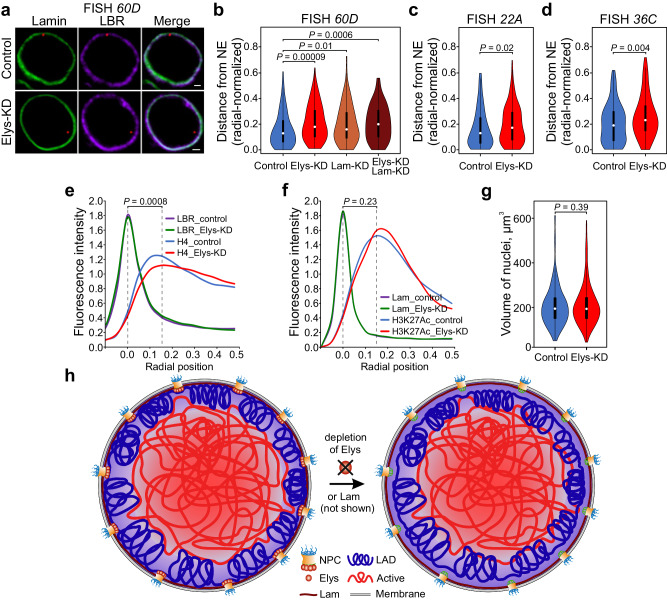
Chromatin is detached from the NE upon Elys-KD. **a** Confocal images of FISH signals (red) detected by the probe for *60D* region in nuclei stained with anti-Lamin (green) and anti-LBR (violet) antibodies in Elys-KD or control S2 cells. Scale bar 1 µm. **b**–**d** Violin-plots showing distribution of radial-normalized distances between *60D* (**b**), *22A* (**c**), or *36C* (**d**) FISH signals and the NE in control (blue; *n* = 141, or *n* = 151, or *n* = 125 for *60D*, *22A* and *36C* probes, respectively), Elys-KD (red; *n* = 137, or *n* = 150, or *n* = 125 for *60D*, *22A* and *36C* probes, respectively), Lam-KD (brown; *n* = 100), and simultaneous Elys-KD and Lam-KD (dark brown; *n* = 100) S2 cells. **e**, **f** Averaged fluorescence intensity profiles along the nuclear diameter in Elys-KD (*n* = 50) and control (*n* = 50) S2 cells immunostained with anti-histone H4 and anti-LBR antibodies (**e**), or in Elys-KD (*n* = 170) and control (*n* = 170) S2 cells immunostained with anti-H3K27Ac and anti-Lamin antibodies (**f**). To estimate *P*-values, two fluorescence intensity distributions (control *vs* Elys-KD) on the interval of radial positions from 0 (position of the NE identified by the peak of LBR or Lamin Dm0 staining) to 0.15R, were compared. This interval is delimited by the dashed lines. **g** Violin-plots showing the distribution of volumes of control (*n* = 250) and Elys-KD (*n* = 250) S2 nuclei manually outlined by the NL and further automatically reconstructed in *IMARIS*. White dots represent median values, upper and lower ends of black bars show the upper and lower quartiles, the ends of the thin line indicate the maximum and minimum values. **h** A schematic illustrating mechanisms of peripheral chromatin attachment to the NE. All measurements in (**b**–**g**) were performed in two biological replicates. *P*-values in (**b**–**g**) were estimated in an M-W *U*-test.

Next, we examined whether the removal of peripheral chromatin from the NE upon Elys-KD is a general phenomenon, or it affects only particular loci. To this end, methanol-fixed Elys-KD and control S2 cells were stained with anti-histone H4 antibodies to visualize total chromatin and with anti-LBR antibodies to visualize the NE. The averaged fluorescence intensity of histone H4, measured along the diameter of nuclei and normalized on the diameter of those nuclei, shows that total chromatin is localized slightly more distantly from the NE upon Elys-KD, as compared to control cells (Fig. 5e; Supplementary Fig. 12a; Supplementary Data 6). However, staining of nuclei with anti-H3K27Ac antibodies indicates that active chromatin, located further away from the NE (Supplementary Fig. 12b), occupies nearly the same radial position in control and Elys-KD cells (Fig. 5f; Supplementary Data 6). Therefore, the lack of Elys results in the inactive peripheral chromatin redistribution towards the nuclear interior.

Interestingly, volumes of nuclei were not significantly diminished upon Elys-KD compared to control S2 cells (Fig. 5g; Supplementary Data 7), similar to what was observed upon Lam-KD in S2 cells^19^.

Collectively, our findings indicate that, in interphase nuclei, inactive peripheral chromatin is attached not only to the NL but also, through Elys, to the NPCs. Without each type of multiple anchorages, chromatin is slightly shifted from the nuclear periphery to the nuclear interior (Fig. 5h).

### Elys-KD in S2 cells results in the decompactization of the NE-attached TADs

Previously, conflicting data were obtained regarding Elys influence on chromatin compaction. Artificial targeting of Elys via Sec13 to a particular site on polytene chromosomes was found to cause local chromatin decondensation^36^. However, ATAC-seq analysis upon Elys depletion in S2 cells did not reveal notable changes in chromatin accessibility at Elys ChIP-seq peaks or at all ATAC peaks^60^. To resolve this issue, we generated high-throughput chromosome conformation capture (Hi-C)^77^ heatmaps at 4-kb resolution containing information about spatial chromatin organization in control and Elys-KD S2 cells (Supplementary Fig. 1c). TADs in *Drosophila* cells are known to represent units of chromatin folding with length from tens to hundreds of kb (Fig. 6a). Using *Armatus* software^78^, ~3600 TADs in control and ~3500 TADs in Elys-KD cells with 24-kb median length were identified (Fig. 6b; Supplementary Data 8). Next, we calculated the average contact frequency (ACF, see “Methods” section) for each TAD that has exactly the same positions of boundaries in control and Elys-KD cells (~57% of all control TADs). We reasoned that changes in ACF values for each TAD upon Elys-KD would reflect changes in chromatin packaging density within that TAD. For this analysis, TADs with the same boundaries were divided into three groups depending on the proportion of coverage with both active chromatin (states 1 and 2 according to the 9-state model in S2 cells^74^) and LADs^5^. For each TAD, the Jaccard coefficient based on these two metrics was calculated. After Elys-KD, TADs from group A, mostly composed of active chromatin, became slightly more compact (i.e., their ACF values increased), whereas TADs mostly corresponding to LADs (group C), on the contrary, became less densely organized (Fig. 6c). The same trends in chromatin compaction were detected when TADs were divided into four groups based on quartiles of total gene expression within them (Supplementary Fig. 13a). Since the X chromosome in S2 cells is enriched in H4K16 acetylated histones due to the dosage compensation^79^, we analyzed alterations in TAD density for the X chromosome separately and revealed the same ACF changes as for all TADs (Supplementary Fig. 13b). We conclude that the loss of Elys leads to more compact active TADs and less compact inactive TADs.

**Fig. 6:**
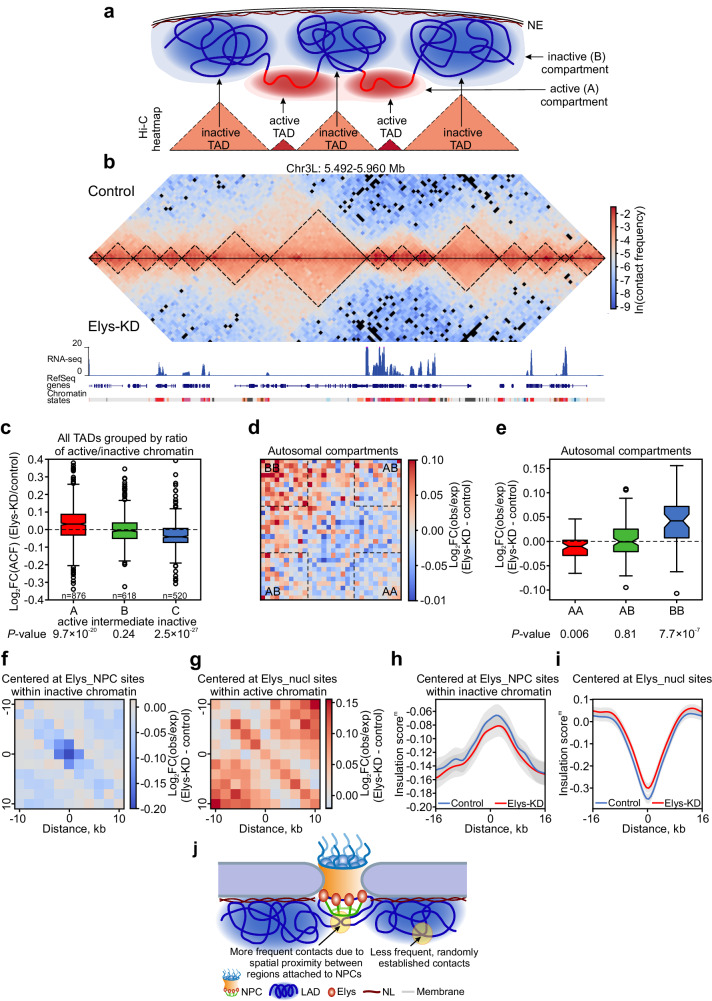
Hi-C analysis demonstrates the more compact state of active chromatin and the decompactization of inactive chromatin upon Elys-KD. **a** A schematic showing TADs and compartments. **b** Hi-C heatmap for the representative region of 3L chromosome in Elys-KD (above the diagonal) and control (below the diagonal) cells. TADs (demarcated by black dotted lines), RNA-seq profile in control cells (in RPM, blue peaks), RefSeq genes, and chromatin annotation in S2 cells according to the 9-state model are indicated below the Hi-C map. **c** Box-plots showing log_2_FC of ACF (Elys-KD/control) for TADs divided into three groups (A, B, C). Black lines represent median values, upper and lower ends of box-plot show the upper and lower quartiles, the whiskers indicate the maximum and minimum values, and individual points show the outliers. *P*-values were estimated in a Wilcoxon signed-rank test. **d** Saddle-plot showing subtraction of aggregated contact frequency (Elys-KD minus control) log_2_FC(observed/expected) for autosomes. Dashed lines indicate areas that were analyzed on (**e**). **e** Box-plots showing subtraction of aggregated contact frequency (Elys-KD minus control) log_2_FC(observed/expected) for autosomes within active (AA), inactive (BB), and between active and inactive (AB) chromatin compartments. Black lines represent median values, upper and lower ends of box-plot show the upper and lower quartiles, the whiskers indicate the maximum and minimum values, and individual points show the outliers. *P*-values were estimated in a Wilcoxon signed-rank test. **f**, **g** Heatmaps showing subtraction of ACF (Elys-KD minus control) log_2_FC(observed/expected) around Elys_NPC sites located in the inactive chromatin (states 6-9) (**f**) or around Elys_nucl sites containing > 50% of active chromatin (states 1 and 2) (**g**). **h**, **i** Averaged IS^m^ profiles around Elys_NPC sites located within inactive (states 6–9) chromatin (**h**) or around Elys_nucl sites (**i**) in control (blue curve) and Elys-KD (red curve) cells. IS^m^ profiles were calculated for 2-kb resolution Hi-C heatmaps. Only contacts between regions located 2–8 kb away from both sides of the central bin were considered. **j** A schematic showing how the attachment to NPCs may facilitate contacts between regions located on both sides from the Elys_NPC site.

Next, we analyzed distant interactions within and between active (A) and inactive (B) chromatin compartments^77^ (Fig. 6a). As was reported earlier^19^, contact frequency in S2 cells is higher than expected only for the A compartment (Supplementary Fig. 13c). Similar to the impact of Lam-KD^19^, Elys-KD results in enhanced or relaxed distant interactions within inactive or active autosomal compartments, respectively (Fig. 6d, e). The same trend is observed for the inactive compartment of the X chromosome (Supplementary Fig. 13d). Yet, the enhanced intermingling of A and B compartments reported upon Lam-KD, is not observed upon Elys-KD.

To track the influence of Elys on local chromatin compaction, we built averaged Hi-C heatmaps around Elys_NPC and Elys_nucl sites. Upon Elys-KD, ACF in Elys_NPC sites located within inactive chromatin (states 6–9)^74^ decreases stronger than in adjacent inactive regions (*P* = 0.002, M-W U-test) (Fig. 6f). Moreover, chromatin attachment to NPCs facilitates contacts between regions located 2–8 kb away from both ends of Elys_NPC sites, as determined by the peak on the curve of modified insulation score (IS^m^, see “Methods” section for details) reflecting contact frequency between these regions (Fig. 6h, j). Such contacts become weaker upon Elys-KD (*P* = 9.1 × 10^−7^, Wilcoxon signed-rank test). These results support the model according to which Elys_NPC sites are attached to NPCs.

At the same time, ACF within Elys_nucl sites containing ≥50% of active chromatin (states 1 and 2)^74^ as well as within adjacent active regions is increased upon Elys-KD (Fig. 6g). Elys occupancy of Elys_nucl sites, which coincides with a fraction of TAD boundaries^80^, enhances spatial isolation of neighboring regions (*P* = 1.5 × 10^−61^, Wilcoxon signed-rank test) (Fig. 6i). Therefore, Elys binding with active chromatin leads to its slight decompactization, which may be mediated by the PBAP complex, shown to be associated with Elys^36^.

### Elys is enriched at the 5′- and 3′-ends of genes

Nups in mammals and *Drosophila* were found to interact with enhancers or super-enhancers (the latter represent enhancer clusters)^81^, marked by increased H3K27 acetylation^34,35^. Using the modified DamID technique, super-enhancers in mammals were recently shown to associate with the NPC-linked Nups^82^. It remained unclear whether enhancers in *Drosophila* are also associated with NPCs. We examined whether Elys_nucl or Elys_NPC sites are colocalized with strong active enhancers which were identified in S2 cells by self-transcribing active regulatory region sequencing (STARR-seq)^83^. We found highly statistically significant overlap only between STARR-seq enhancers and Elys_nucl sites (Fig. 7a; 42% of enhancers overlap with Elys_nucl sites, *P* < 10^−4^ for their occasional colocalization, permutation test), but not between STARR-seq enhancers and Elys_NPC sites (5% of enhancers overlap with Elys_NPC sites, *P* ~ 1 for their occasional colocalization, permutation test). However, there was still a possibility that enhancers induced by external stimuli may be attached to the NPCs. To test this idea, we compared Elys_nucl and Elys_NPC sites with STARR-seq enhancers activated by ecdysone treatment in S2 cells^84^. Similar to active enhancers, the ecdysone-responsive enhancers strongly colocalize with Elys_nucl sites, but not with Elys_NPC sites (Fig. 7a; *P* < 10^−4^ and *P* ~ 1, respectively, for their occasional colocalization, permutation test). Therefore, both active and inducible enhancers in *Drosophila* S2 cells are mostly bound by the nucleoplasmic Elys fraction.

**Fig. 7:**
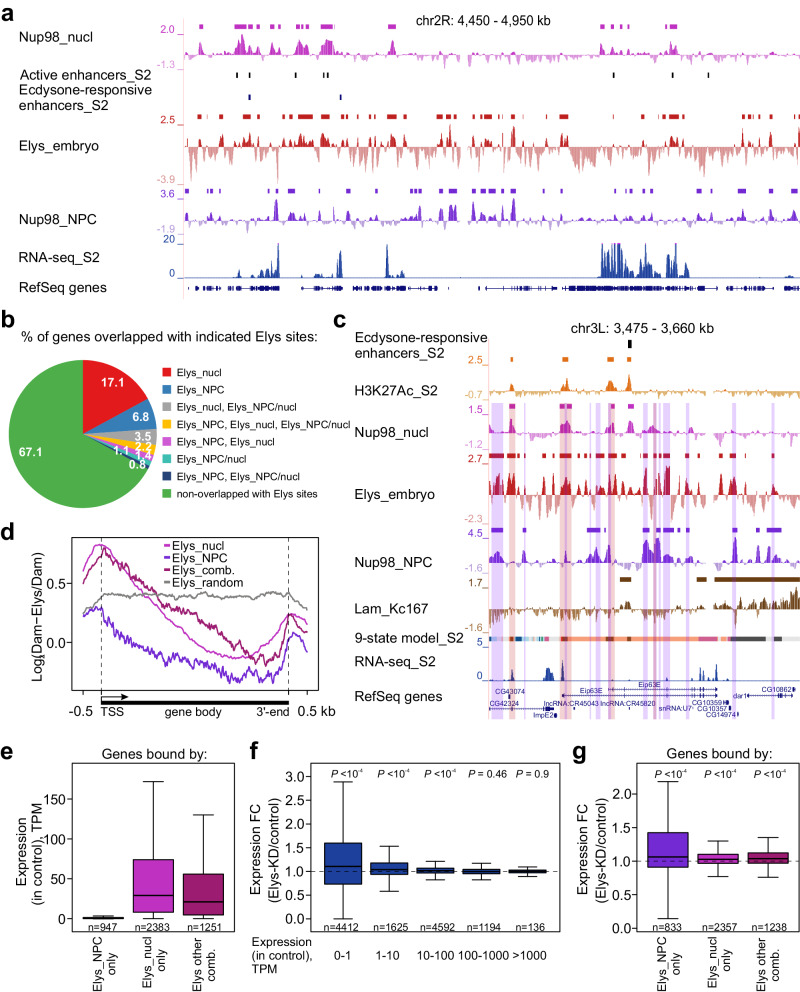
Elys weakly affects gene expression. **a** Screenshot from the UCSC genome browser demonstrating that active or ecdysone-responsive STARR-seq enhancers mainly coincide with Elys_nucl sites. Nup98_nucl (pink), Elys_embryo (red), and Nup98_NPC (violet) profiles are shown, as well as the corresponding sites of enrichment (rectangles over profiles) and active or ecdysone-responsive STARR-seq enhancers in S2 cells (black rectangles) for the representative region of chromosome 2R. RNA-seq in control S2 cells (this work) and RefSeq genes are indicated below. **b** Pie chart showing the percentage of genes overlapping with indicated Elys sites. **c** Screenshot from UCSC genome browser with an example of the gene containing Elys_nucl, Elys_NPC, and Elys_NPC/nucl sites. H3K27Ac (orange), Nup98_nucl (pink), Nup98_NPC (violet), Elys_embryo (red), and Lam_Kc167 profiles are shown, as well as the corresponding domains or sites of enrichment (rectangles over profiles) and ecdysone-responsive STARR-seq enhancers in S2 cells (black rectangles). RNA-seq in control S2 cells (this work) and RefSeq genes are indicated below. Regions corresponding to Elys_NPC, Elys_nucl, and Elys_NPC/nucl sites are outlined by violet, pink, or merged color translucent rectangles, respectively. **d** Averaged Elys profiles over metagene carrying sites of Elys_NPC (violet), Elys_nucl (pink), their combinations (wine-colored), or for randomly reshuffled genes (gray). **e** Box-plots showing RNA-seq expression (in TPM) in control S2 cells for genes carrying sites of Elys_NPC (violet), Elys_nucl (pink), or their combinations (wine-colored). **f** Box-plots showing RNA-seq expression FC (Elys-KD/control) ranked by the expression level in control S2 cells. **g** Box-plots showing RNA-seq expression FC (Elys-KD/control) for genes carrying sites of Elys_NPC (violet), Elys_nucl (pink), or their combinations (wine-colored). *P*-values in (**f**, **g**) were estimated in a Wilcoxon signed-rank test. See Fig. 6c legend for the description of box-plot elements (outliers were omitted).

17.1% and 6.8% of genes overlap solely with Elys_nucl or Elys_NPC sites (Fig. 7b; Supplementary Data 9), thus indicating the prevalent positioning of these genes in the nuclear interior or at the NE, respectively. However, 8.2% of genes simultaneously contain various combinations of these sites (including Elys_NPC/nucl sites) (Fig. 7b; Supplementary Data 9). 

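In the 185-kb window of arm 3L that Fig. 7c shows around Eip63E, 39 deposited Elys domains of late embryos covered 97.2 kb, which is 52.5% of the window. Embryonic LADs numbered 27 and covered 129 kb, which is 69.9% of the window. Of the length of the Elys domains, 73.1% lay in these LADs. The window holds 20 gaps of up to 3000 bp between LADs, and 6 of them held part of an Elys domain. Which of these domains are NPC-linked or nucleoplasmic was not analysed here.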

The ecdysone-inducible gene *Eip63E* (Fig. 7c) belongs to the latter group of genes. They are attached to NPCs by internal sites (which in some cases include enhancers) and are looped out from NPCs by other regions. Such an organization may be associated with the transcriptional memory, inherent to ecdysone-inducible genes^35^.

Elys_nucl sites are enriched at gene promoters compared to Elys_NPC sites (Supplementary Fig. 14). The metagene profile demonstrates that Elys occupies mostly 5′- and 3′-ends of genes (Fig. 7d). To examine possible mechanism(s) of this enrichment, we built averaged metagene profiles for A/T content, H3K27 acetylation and binding of GAGA factor (GAF). The peak of Elys binding at the 3′-ends of genes exactly coincides with peaks of A/T content and H3K27 acetylation (Supplementary Fig. 15a, b). Thus, Elys enrichment at the 3′-ends of genes may be mediated by either of these features. However, Elys peak at the transcription start sites (TSSs) coincides with the peak of GAF, but not with peaks of A/T content or H3K27 acetylation (Supplementary Fig. 15c). Since GAF may guide the PBAP complex to TSSs^59,60^, Elys that was shown to associate with the PBAP^36^, may be recruited to TSSs via this mechanism. Yet, we did not find that Elys and GAF are co-immunoprecipitated from S2 cells (Supplementary Fig. 15d).

### Elys-KD in S2 cells causes derepression of genes in LADs

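S2 cells, a cultured Drosophila line, were treated with dsRNA against Elys (Elys-KD) or against LacZ (control) for 3 days and again for 2 days. Poly(A+) RNA of 2 replicates per group was sequenced. The paper's numbers of 150-nt reads are 88569279 and 80018612 in control and 78569700 and 77582658 in Elys-KD, of which 89.8%, 89.5%, 85.6% and 85.8% mapped. The authors used Salmon and the FlyBase genes of the dm3/R5 genome to estimate, for 13937 genes in each library, the number of fragments (an estimated count, not normalized) and the TPM, a transcript share scaled by gene length and library. The deposited estimated counts summed to 68034643 and 61350395 in control and to 58200996 and 57622326 in Elys-KD, and the tests rest on these. The 10 genes with the most counts took between 7.51 and 7.71% of a library. Estimated counts were rounded, normalized by edgeR's TMM method (factors 0.990, 0.992, 1.01 and 1.01) and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered the 9156 genes that edgeR's filter on low counts kept. A gene was called changed at an adjusted p under 0.05 and a ratio of mean TPM over 1.5 in either direction, the rule of the paper, whose tool DESeq2 was an alternative. Replicates of the 2 groups share only a number, so no pairing entered the model. For a single value, 2 against 2 libraries allow no exact two-sided permutation p under 0.333.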

To explore the influence of Elys on gene expression, we performed poly(A^+^) RNA-seq analysis in the control and Elys-KD S2 cells (Supplementary Fig. 1d; Supplementary Data 9). 

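Upon Elys-KD the median size of the log2 fold change across tested genes was 0.10, and 194 genes moved by more than 1 on this scale. Across genes, the SD of the log2 difference was 0.339 between the control replicates and 0.437 between the Elys-KD replicates. Between an Elys-KD and a control library it ranged from 0.426 to 0.490, which starts below the value of the Elys-KD replicates. Before adjustment, 2986 genes had a p under 0.05 in edgeR's quasi-likelihood test. After adjustment 1523 genes did, of which 739 were higher and 784 lower in Elys-KD, so 48.5% were higher. With library totals alone in place of TMM factors, chosen after seeing the data, 976 of 1546 such genes were higher (63.1%).

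**Figure D3:**
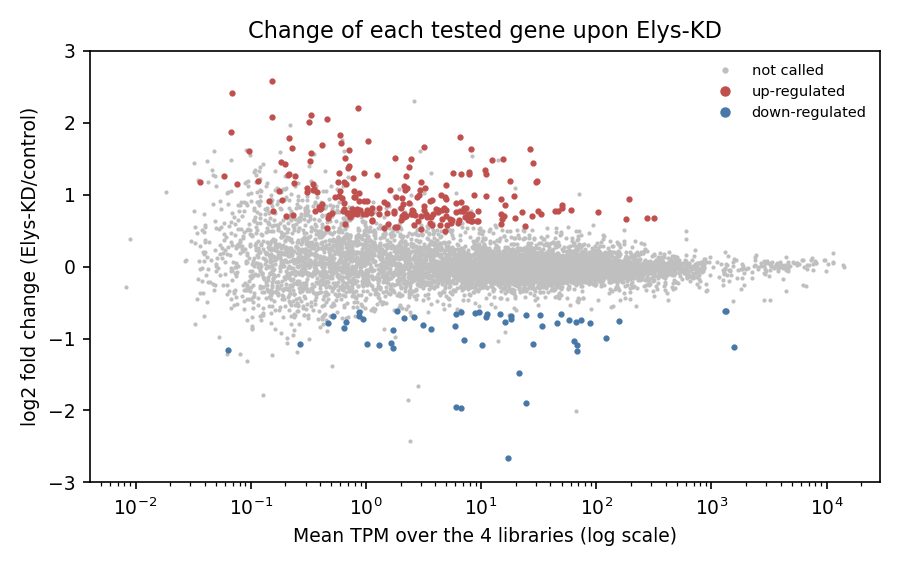
Log2 fold change of each tested gene upon Elys-KD (vertical axis) against its mean TPM over the 4 libraries (horizontal axis, log scale); red and blue points are genes called up- and down-regulated by both rules. Not drawn are 9 genes with at most 3 counts in both libraries of a group; most of the coloured points above 0 lie at a low TPM.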

Unexpectedly, changes in gene expression upon Elys-KD were rather weak. We identified only 175 differentially expressed genes (i.e., genes with fold change (FC) of expression > 1.5 and false discovery rate < 0.05). 

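By both rules 292 genes were called changed upon Elys-KD, which is 3.19% of the genes tested. Of these, 233 were up-regulated and 59 down-regulated. The number moved most with a ratio of mean TPM over 2 in place of 1.5, to 110 genes (89 up, 21 down). With DESeq2, 206 genes were called (160 up, 46 down), and 201 of them were among the 292. Control TPM was at most 1 in 108 of the called genes, 100 of them up-regulated, and at most 10 in 88.0% of the up-regulated genes. Over 100 TPM in control, 4 genes were up-regulated and 6 down-regulated. Among called genes with a mean TPM of at least 1 in a group, the largest rises were those of CG42740, CG16813, CG16815 and CG15480. CG42740 (FBgn0261704) had 0 and 0 counts in control and 202 and 218 in Elys-KD, at least 76.5-fold higher. CG16813 (FBgn0032490) rose at least 8.21-fold, from 0 and 1 to 14 and 31 counts, and at least 5.08-fold without Elys-KD replicate 2. CG16815 (FBgn0032491) rose at least 17.5-fold, from 2 and 3 to 52 and 44 counts. CG15480 (FBgn0032489), next to CG16813 among the tested genes, had a log2 fold change of 2.20 (standard error 0.38, adjusted p = 0.0104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest falls were those of CG42362, CG2217, Elys and mt:ND6. CG42362 (FBgn0259708) fell at least 95.0-fold, from 434 and 201 counts to 0 and 0. CG2217 (FBgn0027544) fell at least 83.0-fold, from 299 and 248 counts to 0 and 0. However, summed over the genes at the same locus, the counts differed between the groups 1.19-fold for CG42740 and CG2217, which overlap, and 1.07-fold for CG42362. The log2 fold change of mt:ND6 (FBgn0013685), a mitochondrial gene, was -1.96 (standard error 0.34, adjusted p = 0.0113 from the same edgeR test). It was -2.71 without Elys-KD replicate 2 and -1.47 without Elys-KD replicate 1.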

131 genes were up-regulated and 44 genes were down-regulated (Supplementary Data 9). Our further analysis was focused on genes bound by NPC-linked or nucleoplasmic Elys. Consistent with low and high levels of histone acetylation at Elys_NPC and Elys_nucl (or Elys_NPC/nucl) sites, respectively, genes carrying only Elys_NPC sites were mostly “silent”, while genes carrying only Elys_nucl sites or various Elys site combinations were actively expressed (Fig. 7e). 

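Mean TPM in Elys-KD was divided by mean TPM in control for each gene, with genes binned by mean control TPM and genes at 0 in control left out. The median ratio was 1.105 over 4416 genes with a TPM of up to 1 (quartiles 0.735 and 1.60), and 59.3% of them were higher in Elys-KD. It was 1.04 over 1622 genes from 1 to 10 TPM, 1.02 over 4592 genes from 10 to 100 TPM, 0.999 over 1194 genes from 100 to 1000 TPM and 1.00 over 136 genes above 1000 TPM. The share of genes higher in Elys-KD was 59.2% from 1 to 10 TPM and 60.3% from 10 to 100 TPM. It was 49.3% from 100 to 1000 TPM and 54.4% above 1000 TPM, so this share does not set the lowest bin apart. Spread was read from the 4 pairs of an Elys-KD and a control library, which share libraries and are not independent. In the lowest bin these pairs gave 1.04 to 1.14 (SD 0.0435), while a replicate over the other replicate of its group gave 0.886 to 1.01. These ranges did not overlap, although the replicate ratios alone spanned more than the rise to 1.105. With all libraries thinned to the smallest total, the ratio of this bin was 1.07. Over 1 to 10 TPM the pairs gave 1.01 to 1.07 (SD 0.0252) against 0.970 to 1.03 between replicates, and the ranges overlapped. Over 10 to 100 TPM they gave 0.993 to 1.04 (SD 0.0204) against 0.970 to 1.03, so no difference beyond the replicates was seen there. In the bins from 100 to 1000 TPM and above 1000 TPM the pairs also overlapped with the replicates. The lowest bin moved most with a pseudocount of 1 TPM, to 1.01 over 4993 genes. With counts scaled by library size and TMM factors in place of TPM, the bin from 10 to 100 TPM fell to 0.993.

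**Figure D4:**
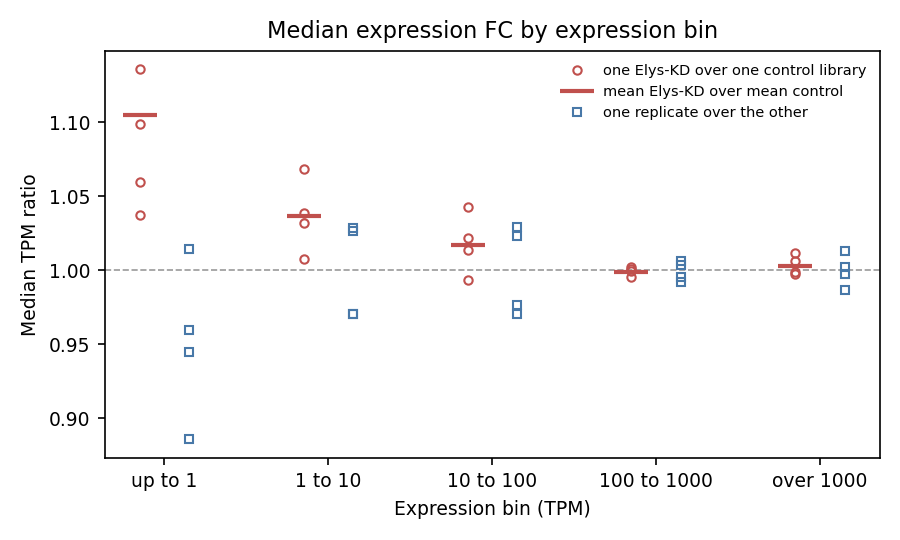
Median ratio of TPM (vertical axis, ratio) in bins of expression in TPM (horizontal axis). Circles give each Elys-KD library over each control library, bars the ratio of the group means, and squares each replicate over the other of its group, binned by the latter; only in the lowest bin do all circles, from 1.04 up, lie above all squares.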

Elys-KD resulted in slightly increased expression of “silent” and weakly expressed genes, while most active genes did not notably change their expression (Fig. 7f). Accordingly, genes carrying only Elys_NPC sites were slightly up-regulated, while genes carrying Elys_nucl sites or various Elys site combinations were barely affected upon Elys-KD (Fig. 7g). We note that the majority of “silent” or weakly expressed genes, that were up-regulated upon Elys-KD and either contained or not contained Elys_NPC sites, were localized within LADs. Together with our previous results showing that the same effect on gene expression was detected upon Lam-KD^19^, these data support the idea that the upregulation of weakly expressed genes upon Elys-KD may be caused by the loss of their interactions with the NL. We conclude that Elys-KD faintly affects gene expression.

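Genes were also compared as sets with the libraries as replicates, in 5 bins of mean TPM over all libraries. The 1585 tested genes with a mean TPM of up to 1 had a median log2 fold change of 0.13, and 994 of them were higher in Elys-KD. Against the other genes, limma's camera with its preset correlation gave this set an adjusted p of 0.0476 (Benjamini-Hochberg over the 5 bins). Limma's fry, which tests a set against no change and not against the other genes, gave an adjusted p of 0.00169. With a correlation estimated from the data, camera gave 0.0581, and with library totals alone, which moved it most, 0.693, while fry with these totals, chosen after seeing the data, gave 0.000599. The 134 genes above 1000 TPM also had an adjusted p of 0.0476, towards lower values, with a median log2 fold change of 0.01, and this call did not hold under fry (0.334) or an estimated correlation (0.726). For the other bins camera gave adjusted p values of 0.202 (1 to 10 TPM), 0.252 (10 to 100 TPM) and 0.0775 (100 to 1000 TPM). Among the 11 genes that the paper names for their product or site, 5 had an adjusted p under 0.05 in edgeR's quasi-likelihood test over all genes, and 5 adjusted over the list alone. Besides Elys, these were LBR, Trl, Lam and Nup93-1. LBR (FBgn0034657) had 45.2 ± 2.13 TPM in control and 40.8 ± 1.65 TPM in Elys-KD (SD, n = 2), a log2 fold change of -0.19 (standard error 0.038, adjusted p = 0.0192 from edgeR's quasi-likelihood test). For Lam (FBgn0002525), TPM was 217 ± 12.7 in control and 201 ± 7.83 in Elys-KD (SD, n = 2), and the log2 fold change of -0.16 (adjusted p = 0.0418 from edgeR) ranged from -0.20 to -0.11 with each library left out in turn. Log2 fold changes were -0.16 for Trl (adjusted p = 0.0363 from edgeR) and -0.13 for Nup93-1 (adjusted p = 0.0403 from edgeR). With library totals alone, edgeR's adjusted p was 0.0722 for Lam, 0.0613 for Trl and 0.0787 for Nup93-1. The log2 fold changes of Nup153, Nup154, Eip63E, Nup107, Nup98-96 and Sec13 lay between -0.11 and 0.03, with edgeR's adjusted p between 0.120 and 0.480. Those of Nup98-96 and Nup153 depended on a library. For Nup98-96 it was -0.10 without Elys-KD replicate 1 and -0.0046 without Elys-KD replicate 2. For Nup153 it was -0.15 without Elys-KD replicate 1 and -0.064 without Elys-KD replicate 2. From the location of most up-regulated weakly expressed genes in LADs, together with the same effect upon Lam-KD in earlier work, the paper proposes lost contacts with the NL as a potential cause of this rise. It concludes that Elys-KD faintly affects gene expression.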

## Discussion

Here we show that *Drosophila* S2 cells is an appropriate model to analyze the influence of Elys on overall genome architecture, since, unlike in other organisms and some other *Drosophila* cell types^42–46,49^, depletion of Elys in S2 cells does not result in a notable reorganization of NE components, including NPCs (Fig. 1a–c), and does not cause the enhanced apoptosis (Supplementary Fig. 3). Moreover, upon Elys depletion in S2 cells, post-mitotic NPC incorporation in the NE occurs prior to telophase (Fig. 1h). Then, what might be a mechanism of rapid post-mitotic NPC incorporation in the absence of Elys? There is an Elys-independent pathway for insertion of NPCs in the NE during interphase, but it is rather slow, at least in mammals^48^. However, in early *Drosophila* embryos, the pre-assembled NPCs, associated with membrane stacks of the endoplasmic reticulum (with the annulate lamellae)^85^, are incorporated into the reforming NE shortly after mitosis^86^. Moreover, a similar mechanism operates in various mammalian cell lines as well as in the differentiated *Drosophila* cells^87^. We hypothesize that, upon Elys-KD, embryonic S2 cells may restore NPCs at the NE at the end of mitosis by employing the same mechanism.

In this work, using the DamID technique, we identified Elys binding sites in late embryos. By comparing them with genomic regions interacting with Nup98 either in the nucleoplasm or at the NPCs^28^, we identified conservative Elys_NPC and Elys_nucl sites. Elys_NPC sites are largely preserved during cell differentiation, contain non-acetylated nucleosomes, and are located within LADs or, less frequently, within Pc domains (Figs. 2c and 3a, b). On the contrary, Elys_nucl sites contain acetylated chromatin (Figs. 2c, 3c, d) and are colocalized with active gene promoters (Supplementary Fig. 14) and enhancers. Interestingly, both Elys_NPC and Elys_nucl sites bear A/T-rich DNA motifs (Fig. 4) likely determining their recognition by Elys. The prevalence of sequence-specific mode of Elys binding is supported by the fact that the majority (83%) of Elys binding sites in late embryos are shared with Nup98 binding sites in Kc167 cells.

We hypothesize that, in anaphase, Elys recognizes and binds the A/T-rich sequences within decondensing chromatin and maintains binding with them during interphase. In this scenario, whether a particular Elys molecule appears at the NE (within NPC) or in the nucleoplasm depends on whether its A/T-rich binding site is embedded in the non-acetylated or acetylated chromatin, respectively. In the acetylated chromatin, Elys binding with A/T-rich sequences may promote Elys spreading on the neighboring acetylated regions due to Elys ability to associate with the acidic patch of H2A/H2B histone dimer^55,56^. This ability may explain the reported correlation between Elys and H3K27 acetylation profiles^35^ (Fig. 3d). Yet, Elys association with the H2A/H2B acidic patch is likely to be blocked in non-acetylated nucleosomal arrays by the non-acetylated N-terminal tail of histone H4 competing for binding with the same interface^88^. An additional level of complexity in Elys interactions with chromatin is mediated by Elys targeting to some genomic sites by its protein partners. In particular, the colocalization of Elys and GAF peaks at gene promoters (Supplementary Fig. 15c) may suggest the existence of an indirect mechanism for the recruitment of Elys to chromatin via GAF/PBAP complex^36,58,59^.

We reason that if Elys links chromatin with NPCs upon mitotic exit and interacts with chromatin in interphase nuclei, it could be required to keep peripheral chromatin attached to the NE during interphase. Indeed, using FISH and chromatin immunostaining we found that several loci analyzed as well as peripheral chromatin as a whole were relocated from the NE to the nuclear interior upon Elys-KD in S2 cells (Fig. 5). This effect resembles the one observed upon Lam-KD in S2 cells^19^. Our results indicate that NPC-linked Elys is not simply in contact with chromatin, but is bound to it. Moreover, NPC-linked Elys maintains localization of peripheral chromatin at the NE. Elys binding to peripheral chromatin is also supported by the dips in Lam profiles at Elys_NPC sites (Fig. 3a, b), as well as by the peculiar three-dimensional organization of these sites (Fig. 6f, h, j). Taken together, our findings suggest that peripheral chromatin is simultaneously bound both to the NL and, via Elys, to the NPCs (Fig. 5h). As far as we know, our results provide the first evidence that peripheral chromatin in a multicellular organism is maintained at the NE not only due to its interactions with the NL, but also due to its interactions with NPCs.

Apart from the maintenance of genome architecture, NPC-linked Elys binds silent, or weakly expressed genes, whereas nucleoplasmic Elys binds promoters and enhancers of actively expressed genes. Our RNA-seq analysis shows that Elys-KD in S2 cells only weakly affects gene expression. Low-expressed genes become mainly up-regulated, while transcription of active genes is mostly unaltered (Fig. 7e–g). The similarity of effects on gene expression upon Elys-KD and Lam-KD^19^ implies that the derepression of low-expressed genes upon Elys-KD may be caused by the detachment of genes from the NL, but not by the direct impact of Elys on their transcription. In support of this notion, we found that TADs attached to the NL become decompacted upon both Elys-KD (Fig. 6c) and Lam-KD^19^. The compactization of TADs, associated with the NL and NPCs, may be caused, in part, by mechanical forces, since our computer modeling has shown that chromatin attachment to the NE is sufficient to make it more condensed^19^. At the same time, active TADs become more compact after Elys-KD (Fig. 6c), while transcription within them is mostly unchanged (Fig. 7e–g). The decompactization of active TADs may be mediated by the PBAP chromatin remodeling complex associated with Elys^36^. However, this provides only the potential for active genes to be activated. Of note, Elys binding with promoters and enhancers may be related to the transcriptional memory, i.e., more rapid and strong induction of gene transcription upon repeated treatment of cells with external activation stimuli. In metazoans, this phenomenon was associated with several Nups including Nup98 and Nup153^35,89,90^.

In summary, comprehensive molecular analysis including DamID, Hi-C, RNA-seq, and FISH in *Drosophila* cells allowed us to draw several important conclusions: (i) Peripheral chromatin is attached not only to the NL but also, via Elys, to NPCs. Loss of Elys results in bulk chromatin displacement from the NE to the nuclear interior. (ii) Like chromatin associated with the NL, chromatin bound to NPC-linked Elys is mostly inactive. This observation refutes a model postulating that chromatin associated with NPCs constitutes islets of active genes within the repressed chromatin layer lining the NE. (iii) Nucleoplasmic Elys interacts preferentially with active chromatin of enhancers and gene promoters. These interactions lead to local chromatin decondensation possibly caused by Elys recruitment of the PBAP chromatin remodeling complex. However, Elys depletion only weakly affects gene expression. (iv) Since nucleoplasmic and NPC-linked Elys fractions apparently recognize the same AT-rich sequence motifs, their preferential association with active or inactive chromatin may simply reflect chromatin nuclear positioning established by other mechanisms.

## Methods

### Plasmid construction

To generate *pUAST-attB-hsp70-loxP-stop-loxP-Dam-Elys* construct, the whole *Elys* ORF, lacking a start codon, was initially assembled in the *pBluescript II* vector (Stratagene). To this end, the ∼0.32-kb 5′-fragment and the ∼1.0-kb 3′-fragment of *Elys* ORF were amplified by PCR from cDNA LD14710 (Drosophila Genomics Resource Center) using primers indicated in Supplementary Data 10. Then, NotI- and NheI-digested 5′-fragment, HindIII- and ApaI-digested 3′-fragment and ∼5.1-kb NheI- and HindIII-digested central fragment of *Elys* ORF were combined together by cloning into the HindIII and ApaI sites of *pBluescript II*. Next, the whole *Elys* ORF was excised by NotI and SpeI sites and cloned by NotI and XbaI sites in *pUAST-attB-hsp70-loxP-stop-loxP-Dam-Lam* construct^91^ instead of Lamin *Dm0* ORF giving *Elys* ORF in frame with *Dam* ORF. The correct nucleotide sequence of the resultant *pUAST-attB-hsp70-loxP-stop-loxP-Dam-Elys* construct was verified by partial sequencing.

### Fly stocks and handling

Fly stocks were maintained under standard conditions at 25 °C. Transgenic strains carrying *pUAST-attB-hsp70-loxP-stop-loxP-Dam-Elys* were generated by *ϕC31*-mediated site-specific integration at the *attP40* site on the chromosome 2 in the *y*, *w*; *P{y[+t7.7] = CaryP}attP40*; *M{3xP3-RFP.attP}ZH-86Fb*; *M{vas-int.B}ZH-102D* line^92^ as previously described^93^. Transgenic strains carrying *pUAST-attB-hsp70-loxP-stop-loxP-Dam*, *pUAST-attB-hsp70-loxP-stop-loxP-Dam-Lam*, and *pUAST-attB-nos-Cre* constructs at the same genomic site were described previously^65,73,91^.

### DamID-seq procedure in late embryos

To perform DamID in late embryos, we crossed females expressing Cre-recombinase in the oocytes and zygotes (#766 line from the Bloomington Drosophila Stock Center which was devoid of balancers) with the males carrying *pUAST-attB-hsp70-loxP-stop-loxP-Dam* or *pUAST-attB-hsp70-loxP-stop-loxP-Dam-Lam* or *pUAST-attB-hsp70-loxP-stop-loxP-Elys* constructs. These constructs contain stop-cassette, flanked by *loxP* sites, which separates basal *hsp70* promoter from *Dam*, *Dam-Lam*, or *Dam-Elys* ORFs^73^. An excision of stop-cassette in early embryos results in Dam-methylation of corresponding genomic sites in late embryos. Approximately two hundred 16–18-h embryos from these crosses (in two biological replicates) were collected, washed with H_2_O, dechorionated with 2.5% hypochlorite for 3 min, and again washed three times with H_2_O. Further isolation of genomic DNA, amplification of Dam-methylated genomic fragments, and their subsequent sequencing were performed according to ref. ^94^. 16 (for *Dam-Lam*) or 18 (for *Dam* and *Dam-Elys*) cycles of PCR amplification (1 min at 94 °C, 1 min at 65 °C, 2 min at 68 °C) was applied for DNA samples. Sequencing on Illumina HiSeq 2500 was performed in the Evrogen facility (www.evrogen.ru) resulting in 27–30 million 100-nt single-end reads per sample (Supplementary Data 11).

### Immunostaining of polytene chromosomes

Polytene chromosomes staining was performed according to ref. 95 with some modifications. Chromosomes were stained with anti-Elys antibodies^65^ (1:400) diluted in PBT containing 0.3% Triton X-100 and 3% Normal Goat Serum (Invitrogen) and counterstained with Dapi. As the secondary, Alexa Fluor 546-conjugated goat anti-rabbit IgG (1:200; Invitrogen) was used. Image capture was performed with a confocal *LSM 510* laser scanning microscope (Zeiss).

### Cell culture maintenance and RNAi

*Drosophila melanogaster* S2 cell line (from IMG collection) was grown at 25 °C in Schneider’s Drosophila Medium (Gibco) supplemented with 10% heat-inactivated fetal bovine serum (FBS, Gibco), 50 units/ml penicillin, and 50 µg/ml streptomycin. For RNAi treatment of S2 cells, dsRNAs against *LacZ* (control), *Lam*, or *Elys* were prepared as was described previously^9^ using primers indicated in Supplementary Data 10. Cells were treated with dsRNAs during four days (for FISH experiments with *60D* probe), or during three days with an additional treatment for two days (for all other experiments) using previously described protocol^96^.

### Western-blot analysis

Proteins were extracted with 8 M urea, 0.1 M Tris-HCl, pH 7.0, 1% SDS, fractionated by SDS-PAGE (12% acrylamide gel) and transferred to a PVDF membrane (Immobilon-P, Millipore). Blots were developed using alkaline phosphatase-conjugated secondary antibodies (Sigma) and the Immun-Star AP detection system (Bio-Rad). The following antibodies were used for detection: mouse monoclonal anti-Lamin^97^ (1:2000; ADL67), mouse monoclonal anti-beta Actin (1:5000; ab8224, Abcam), rabbit polyclonal anti-Nup107^98^ (1:5000), rabbit polyclonal anti-Elys^65^ (1:3000).

### Immunostaining of S2 cells

S2 cells in the growth phase were collected and rinsed two times in PBS. Cells were fixed in 4% formaldehyde (in PBT) for 25 min at room temperature. Fixation was stopped by incubation with 0.25 M glycine (Sigma-Aldrich) for 5 min. Further immunostaining procedure was performed as previously described^6^. Confocal images were captured using *LSM 510* or *LSM 710* laser scanning microscope (Zeiss). As the primary, mouse monoclonal anti-Lamin^97^ (ADL84, 1:500), guinea pig polyclonal anti-LBR^99^ (1:1000), mouse monoclonal Mab414 (1:300; Abcam ab24609), mouse polyclonal anti-Nup153 (1:100; a gift from D. Kopytova), chicken polyclonal anti-CenpA^100^ (1:600), rabbit polyclonal α-Tubulin (1:2000; Abcam ab18251) and rabbit polyclonal anti-Elys^65^ (1:1000) antibodies were used. As the secondary, Alexa Fluor 488-conjugated goat anti-rabbit IgG (Invitrogen), or Alexa Fluor 488-conjugated or 633-conjugated goat anti-mouse IgG (Invitrogen), or Alexa Fluor 633-conjugated goat anti-chicken IgG (Invitrogen) antibodies were used.

### TUNEL assay

TUNEL assay was performed using Click-iT Plus TUNEL kit (C10619, Invitrogen). After seeding on the coverslip, fixation in 4% formaldehyde (in PBT) for 25 min at room temperature, stopping the reaction with 0.25 M glycine (Sigma-Aldrich) for 5 min and performing Click-iT Plus reaction according to manufacturer’s instructions, control and Elys-KD S2 cells were immunostained with mouse monoclonal anti-Lamin^97^ (ADL84, 1:500) and rabbit polyclonal anti-Elys^65^ (1:1000) antibodies. Confocal images were captured using *LSM 710* laser scanning microscope (Zeiss). The percentage of apoptotic cells in control or Elys-KD cells was counted for 10 images per replicate in three biological replicates (Supplementary Data 2).

### Flow cytometry

Approximately 1.5 × 10^6^ S2 cells were collected, rinsed twice in PBS, fixed with 70% cold ethanol for 30 min at 4 °C and washed twice in PBS. Cells were incubated in 50 µl of PBS containing 100 µg/ml RNase A for 30 min at 37 °C. Then, cells were incubated in 250 µl of PBS containing 40 µg/ml propidium iodide (Absin) for 10 min at room temperature. After that, the ratio of control and Elys-KD cells in different phases of the cell cycle was analyzed for ~10^4^ single cells (in two biological replicates) using BD Accuri™ C6 Plus Flow Cytometer which has been calibrated on the untreated S2 cells. The gating strategy is presented in Supplementary Fig. 5a.

### DNA FISH

Hybridization probes for the *22A* and *36C* regions were prepared using long-range PCR with primers indicated in Supplementary Data 10. Cosmid clone k9^9^ was used as a hybridization probe for the *60D* region. FISH with S2 cells was performed as was described previously^19^. As the primary antibodies, we used guinea pig polyclonal anti-LBR^99^ (1:1000), mouse monoclonal anti-Lamin^97^ (ADL84, 1:500), rabbit polyclonal anti-Elys^65^ (1:1000), sheep polyclonal anti-DIG-FITC (1:500, Roche). As the secondary antibodies we used Alexa Fluor 633-conjugated goat anti-guinea pig IgG (Invitrogen), Alexa Fluor 488-conjugated or 633-conjugated goat anti-mouse IgG (Invitrogen), Alexa Fluor 488-conjugated goat anti-rabbit IgG (Invitrogen), Alexa Fluor 488-conjugated goat anti-FITC IgG (Invitrogen).

### RNA FISH with oligo(dT) probe

S2 cells were fixed with 3.7% formaldehyde in PBS for 10 min. Fixation was stopped by incubation with 0.25 M glycine (Sigma-Aldrich) for 5 min. Next, cells were washed in PBS, permeabilized for 10 min with PBS containing 0.5% Triton X-100, and incubated for 15 min at 37 °C in prehybridization buffer (2× SSC, 20% formamide, 0.2% BSA, 1 mg/ml tRNA). Hybridization was performed overnight at 37 °C in the prehybridization buffer supplemented with 1 µM oligo(dT)_40_-Cy5. The cells were washed twice for 5 min with 2× SSC, 20% formamide at 42 °C, once with 2× SSC at 42 °C, once with 1× SSC, and once with PBS at room temperature. Next, cells were immunostained with mouse monoclonal anti-Lamin^97^ (ADL84, 1:500) and rabbit polyclonal anti-Elys^65^ (1:1000) antibodies. Confocal images were captured using *LSM 710* laser scanning microscope (Zeiss).

### Measuring distances from FISH signals to the NE

Three-dimensional image stacks were recorded with a confocal *LSM 510* or *LSM 710* laser scanning microscope (Zeiss). Optical sections at 0.35–0.4 μm intervals along the Z-axis were captured. Images were processed and analyzed using *IMARIS 7.4.2* software (Bitplane AG) with a blind experimental setup. Images were thresholded to eliminate non-specific backgrounds. The distances between signals and NE were counted as previously described^9^. Briefly, NL stained by anti-LBR antibodies (for FISH with *60D* and *22A* probes) or by anti-Lamin antibodies (for FISH with *22A* and *36C* probes) was manually outlined by its middle in each plane of the Z-stack, before automatic reconstruction of the nuclear surface and calculation of nuclear volume (Supplementary Data 7) by *IMARIS*. One measurement point was positioned in the optical section with the brightest FISH signal, at its visually determined center, and another one was placed on the reconstructed nuclear surface at the point of its earliest intersection with the progressively growing sphere from the first measurement point. The distance between the measurement points (the shortest distance between the center of the FISH signal and the middle of the NL) was measured for each nucleus. Data were obtained in two or three replicates with 35-100 FISH signals per replicate (Supplementary Data 5). Distances were normalized on the nuclei radii, which were calculated from the volumes of reconstructed nuclei on the assumption that they have the spherical form.

### Chromatin visualization by histone H4 or H3K27Ac

Elys-KD or control S2 cells were seeded on coverslips for 30 min. After rinsing with PBS, cells were fixed in 100% methanol for 5 min at room temperature, rinsed with PBS three times, and blocked with PBTX (PBS with 0.1% Tween-20 and 0.3% Triton X-100) containing 3% normal goat serum (Invitrogen) for 1 h at room temperature. The remaining immunostaining procedure was performed as previously described^65^. Mouse monoclonal anti-histone H4 (1:200; Abcam ab31830), rabbit polyclonal anti-H3K27Ac (1:100; Abcam ab4729), mouse monoclonal anti-Lamin^97^ (ADL84, 1:150), rabbit polyclonal anti-Elys^65^ (1:3000) and guinea pig polyclonal anti-LBR^99^ (1:1000) antibodies were applied. As the secondary, Alexa Fluor 546-conjugated goat anti-rabbit IgG (Invitrogen) or Alexa Fluor 488-conjugated goat anti-mouse IgG (Invitrogen), or Alexa Fluor 633-conjugated goat anti-guinea pig IgG (Invitrogen) antibodies were applied.

### *ImageJ* quantification of chromatin and NE components distribution in the nucleus

Using *ImageJ*, fluorescence intensities of histone H4, H3K27Ac, Lamin, and LBR staining across the nucleus diameter of the equatorial focal plane of nuclei from Elys-KD or control S2 cells were extracted. Individual profiles were first normalized on the average intensity, then on the diameter of the nucleus (delimited by peaks of LBR, or Lamin fluorescence) and further aligned to determine the averaged profile. Data were obtained for 50 or 170 nuclei from Elys-KD or control S2 cells (in two biological replicates, 25–100 nuclei per replicate) (Supplementary Data 6). For *ImageJ* quantification of fluorescence intensity of Mab414, Nup153, Lamin, or LBR staining at the NE, the values of fluorescence across the NE were extracted, normalized on the average Dapi staining within the nucleus, and averaged. 75-80 nuclei (in two biological replicates, 35–40 nuclei per replicate) for Mab414 and Lamin staining, or 80 nuclei (in two biological replicates, 40 nuclei per replicate) for Nup153 and LBR staining were analyzed.

### Co-immunoprecipitation

Approximately 10^7^ S2 cells per sample were washed in PBS and homogenized in lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% NP-40 and Complete Protease Inhibitor Cocktail (Roche)). The lysate was incubated for 20 min on ice prior to clearing by centrifugation at 16,000 × *g* for 10 min at 4 °C. Inputs were taken from the supernatant. 5 μl of rabbit polyclonal anti-Nup107^98^, 2 μl of rabbit polyclonal anti-Elys^65^, or 4 μl of rabbit polyclonal anti-GAF^101^ antibodies per sample were immobilized on Protein G Dynabeads (Thermo Fisher Scientific), incubated with lysates for 90 min at 25 °C, after that beads were washed three times with washing buffer (PBS, 0.1% Tween-20 and 0.3% Triton X-100). The bound proteins were eluted by heating at 95 °C for 10 min in the loading buffer containing SDS and 4 M urea. Control immunoprecipitation experiments using rabbit non-immune serum were performed in parallel.

### Hi-C in S2 cells upon Elys-KD

Hi-C experiments were performed in two biological replicates as described previously^102^, with minor modifications to the fixation and lysis steps. ~10^7^ control and Elys-KD S2 cells per replicate were fixed in PBS containing 2% formaldehyde for 10 min with occasional mixing. The reaction was quenched by the addition of 2 M glycine to a final concentration of 125 mM. Cells were lysed in 1.5 ml isotonic buffer [50 mM Tris−HCl pH 8.0, 150 mM NaCl, 0.5% (v/v) NP-40 substitute, 1% (v/v) Triton X-100, 1× Halt™ Protease Inhibitor Cocktail (Thermo Scientific)] on ice for 15 min. Cells were pelleted by centrifugation at 2500 × *g* for 5 min, resuspended in 100 μl DpnII buffer (New England Biolabs), and pelleted again. All downstream steps were performed as described previously^102^. Hi-C libraries were sequenced on the Illumina NovaSeq 6000 at the Evrogen facility (www.evrogen.ru) resulting in 71–98 million 150-nt paired-end reads per sample (Supplementary Data 11).

### RNA-seq in S2 cells upon Elys-KD

~10^7^ control and Elys-KD S2 cells (in two biological replicates) were collected, and total RNAs were isolated using Trizol reagent (Invitrogen). Further steps of RNA-seq, such as isolation of poly(A^+^) RNAs on the oligo(dT) columns, synthesis of cDNAs using random primers, and sequencing of cDNA libraries resulting in 77–88 million 150-nt paired-end reads per sample (Supplementary Data 11), were performed at the GENEWIZ facility (www.genewiz.com).

### Analysis of DamID-seq data

Sequencing reads from two biological replicates of Dam, Dam-Lam, or Dam-Elys samples were adapter clipped and uniquely mapped to the dm3/R5 genomic assembly by *bowtie2*^103^. Reads were counted by *HTSeq-count* software^104^ in the 0.3-kb genomic bins. Read counts were merged between replicates, as they were highly correlated (Supplementary Fig. 16a). The resulting read counts of Dam, Dam-Lam, or Dam-Elys samples were converted to reads per million mapped reads (RPM), normalized to RPM values of the Dam samples and log_2_ transformed. Next, Lam and Elys domain calling was performed with the two-state or three-state HMM algorithm, respectively (Supplementary Data 3 and 4). The log_2_ transformed profiles were visualized in the UCSC genome browser using an auto-scale to data view and a smoothing window of 3 pixels.

### Analysis of external data

Various datasets were retrieved from GEO NCBI: Nup98_NPC and Nup98_nucl DamID profiles in Kc167 cells – from GSE19307^28^; Lam DamID profile in Kc167 cells – from GSE20311^5^; Lam DamID profiles in the central brain, Elav-positive neurons, Repo-positive glia, and the fat body – from GSE109495^6^; H3K27Ac ChIP-chip profile in S2 cells – from GSE20779^74^; GAF ChIP-seq profile in S2 cells – from GSE40646^105^; Nup98, Elys and Nup93 ChIP-seq profiles and peaks in S2 cells – from GSE94922^35^ and GSE135610^37^; STARR-seq enhancer profiles in S2 cells – from GSE40739^83^ and GSE47691^84^. The enrichment regions for Nup98_NPC, Nup98_nucl, Lam, H3K27Ac, and STARR-seq enhancer profiles were identified with two-state (for Lam and STARR-seq enhancers) or three-state (for Nup98_NPC, Nup98_nucl and H3K27Ac) HMM. Less than 900-bp gaps between domains were filled in. For peak calling of ChIP-seq profiles, *MACS2*^106^ was applied. Domain/domain or gene/domain intersections were computed in *R* as a ratio of genome coverage using the *GenomicRanges* package in *Bioconductor*^107^. To perform permutation analysis we invoked *BEDTools*^108^ in *R* to reshuffle 10,000 times various sites of Elys, Nup98, genes, or enhancers, counted the number of intersected sites, and compared them with the original data.

### Analysis of RNA-seq data

Sequencing reads from two biological replicates of control and Elys-KD S2 cells were adapter clipped. Low-quality reads with a length of less than 20 nt were filtered out and the remaining reads were uniquely mapped to the dm3/R5 genome assembly. To test whether RNA-seq replicates were similar, sequencing reads were counted per 0.3-kb genomic bins. Then, counts were normalized for sequencing depth and clustering analysis was performed (Supplementary Fig. 16b). Since replicates were highly correlated, they were merged. Reads were counted for genes of FlyBase r5.57 annotation and converted to transcripts per million (TPM) values using the *Salmon* tool^109^ (Supplementary Data 9). An analysis of the resulting data was performed in *RStudio IDE* using the *R* packages *tximport*, *GenomicRanges*, *dplyr*, and *ggplot2*. Differentially expressed genes upon Elys-KD were identified by the *DESeq2* package^110^ for *R* with the cutoff parameters *P* < 0.05 and TPM FC > 1.5 (Supplementary Data 9).

### Analysis of Hi-C data

Sequencing reads from two biological replicates of Hi-C control and Elys-KD experiments were trimmed with *Trim Galore* and processed with the *distiller-nf* pipeline (version 0.3.3)^111^. Parameter “*stringency 3*” was applied during the trimming procedure. Reads were mapped to chromosomes 2L, 2R, 3L, 3R, 4, X, and M of the dm3/R5 *Drosophila* genome assembly with the default settings and with an option *MAPQ_30* (mapq1 >= 30 and mapq2 >= 30). For the downstream analysis of the interaction matrix, contacts between genomic bins separated by < 1 kb were removed. After that, only chromosomes 2L, 2R, 3L, 3R, and X were considered. For the replicate comparison, Hi-C maps were downsampled with the *cooltools* package^112^ to nearly the same total number of contacts across all replicates. Then, the iterative correction (IC)^113^ was applied, and samples were clustered with the *R* package *HiCRep*^114^ based on the stratum-adjusted correlation coefficient (SCC). Clustering was performed on 4-kb resolution Hi-C maps for bins separated by ≤ 1 Mb. SCCs obtained for each chromosome were averaged and used to build a hierarchical dendrogram (Supplementary Fig. 16c). Next, replicates were merged with the *cooler* package^115^, downsampled to nearly the same total counts, and corrected by IC, resulting in the final Hi-C maps.

TAD boundaries were called with the *Armatus* (version 2.2) software^78^ in 4-kb resolution Hi-C maps, which were additionally preprocessed. Each interchromosomal matrix was linearly interpolated, the contacts exceeding the range between the 1^st^ and the 99^th^ percentiles were replaced with the corresponding values of these percentiles and, finally, matrices were ln-transformed. Then *Armatus* was run for autosomes with the parameter *γ* = 1. For the X chromosome, *γ* = 0.6 and *γ* = 0.4 were chosen for control and Elys-KD maps respectively. For the downstream analysis, TADs were divided into 3 groups by their activity. To simultaneously account for the LAD coverage and the proportion of active chromatin (states 1 and 2 according to the 9-state model in S2 cells)^74^, the Jaccard coefficient between these two metrics was calculated by the formula: Jacc = (X − Y)/(X + Y), where X is the proportion of LADs and Y is the proportion of chromatin states 1 and 2 in the TAD. The most active TADs with a Jaccard coefficient < −0.8 were attributed to group A. TADs of intermediate activity with Jaccard coefficient ≥ −0.8 and ≤ 0.8 were attributed to group B. Finally, inactive TADs with Jaccard coefficient > 0.8 were attributed to group C. ACF was calculated based on the distance-normalized (observed/expected) IC Hi-C maps as the mean value of contacts within a TAD.

Active (A) and inactive (B) compartments^77^ were identified for 10-kb resolution IC Hi-C maps with the *cooltools* package. Positive values of the first principal component (PC1) corresponding to the A compartment were selected by correlation with gene expression. *Cooltools* package^112^ was used for the saddle-plot generation, which included the following steps. For each chromosome, bins were ranked according to their PC1 values, and 1% of bins with the highest and lowest PC1 values were filtered out. Then, distance-normalized contact frequencies were averaged within quantiles of the PC1, and the resulting values were used for the generation of saddle plots. We applied the same number of PC1 quantiles for both A and B compartments across all chromosomes and experimental conditions to analyze changes of compartmentalization, averaged by chromosomes. Box-plots showing the saddle-plot difference between Elys-KD and control include interactions between the bins falling within the 10 highest and lowest quantiles of PC1.

The insulation score (IS)^116^ was calculated for 2-kb resolution Hi-C maps. The modified IS (IS^m^) was calculated as the average distance-normalized contact frequency within the 8-kb square, starting at the second diagonal. Thus, contact frequency within a bin containing the Elys_NPC site and its interactions with the adjacent bins were not taken into account. Averaged IS^m^-curves were smoothed using linear interpolation.

### Generation of averaged profiles

Averaged profiles and A/T profiles were generated in *RStudio* using the *R* packages *GenomicRanges*, *dplyr ggplot2, Biostrings, seqinr*, and *rtracklayer*. Metagene profiles were generated using *deepTools2* software^117^ and *RStudio*. Heatmaps of Lam profiles were generated using *R* with the *genomation* package^118^.

### DNA sequence motif analysis

For sequence motif identification, *MEME 5.3.3* with the default settings was applied^75^.

### Statistics and reproducibility

The Mann-Whitney (M-W) *U*-test was applied for *P*-values estimation upon comparison of two distributions. The Wilcoxon signed-rank test was applied for the estimation of whether log_2_ FC values were symmetric around zero. *P*-values for occasional gene/site or site/site overlapping were estimated by in silico performed permutation test with 10,000 random permutations. Upon each iteration, we counted the number of overlap events between two types of genomic sites. *P*-values were calculated as the ratio of permutations with a greater number of overlap events relative to that occurring in the genome.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting summary

## Data Availability

Raw and processed DamID-seq, RNA-seq, and Hi-C data were deposited in the NCBI Gene Expression Omnibus (GEO) under the accession numbers GSE219152 (for DamID-seq, RNA-seq) and GSE218886 (for Hi-C). The numerical source data behind the graphs in the paper can be found in Supplementary Data. All other data and materials, including plasmid DNA, that support the findings of this study are available from the corresponding authors upon reasonable request. Uncropped/unedited blot image related to Fig. 1e is presented in Supplementary Fig. 3. The link for UCSC Genome Browser showing Elys DamID profile https://genome.ucsc.edu/cgi-bin/hgTracks?db=dm3&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr2R%3A16166667-16833333&hgsid=2292689452_aXCaEPy5C7QaMaomtYGbtb1oGayN.

# Supplementary material for: Nucleoporin Elys attaches peripheral chromatin to the nuclear pores in interphase nuclei
**Source:** Commun Biol. 2024 Jun 29;7:783. doi: 10.1038/s42003-024-06495-w
**Supplement:** Supplementary file 1 — Supplementary Information

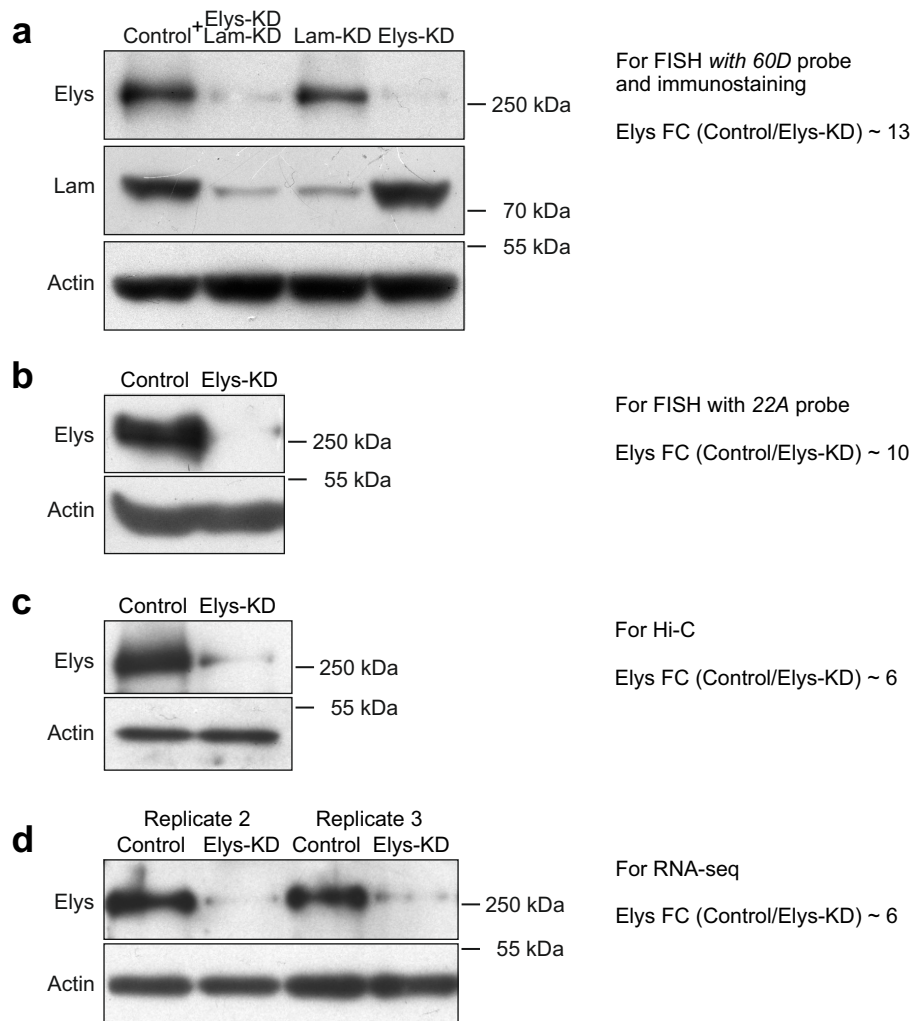

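The RNA-seq libraries show the RNA behind the depletion of the Elys protein. Elys (FBgn0031052) had 28.3 and 30.2 TPM in the control replicates and 4.96 and 4.55 TPM in the Elys-KD replicates. The means were 29.2 ± 1.37 and 4.76 ± 0.288 TPM (SD, n = 2), so Elys RNA in Elys-KD was 16.3% of control. Its estimated counts were 11429 and 10829 in control and 1659 and 1546 in Elys-KD. The log2 fold change was -2.67 (standard error 0.046, adjusted p = 1.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between -2.71 and -2.62. The dsRNA against Elys has the sequence of this RNA, and whether fragments of it were sequenced was not analysed here.

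**Figure D5:**
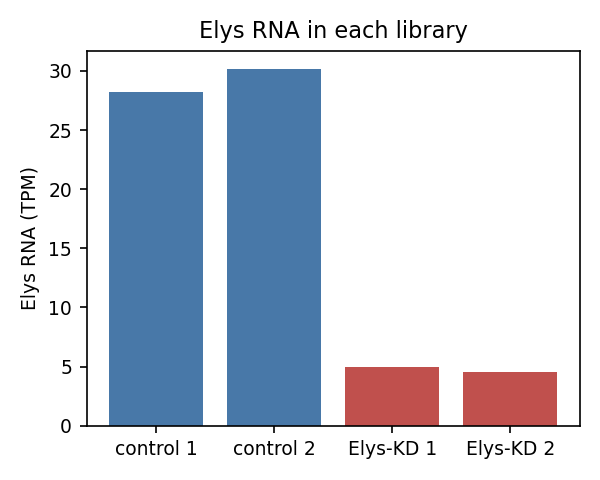
Elys RNA in TPM (vertical axis) in each RNA-seq library of control and Elys-KD S2 cells (horizontal axis), 1 bar per library. Both control libraries lie above 28 TPM and both Elys-KD libraries below 5 TPM.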

**Supplementary Figure 1 An efficiency of Elys-KD.** **a–d** Western-blot analysis of protein extracts from control, Elys-KD, LamKD or Elys-KD + Lam-KD S2 cells probed by anti-Elys, anti-Lam or anti-Actin (loading control) antibodies. Quantification of depletion efficiency was performed in *ImageJ*. In (**a–c**) protein extracts from two replicates were combined before loading.

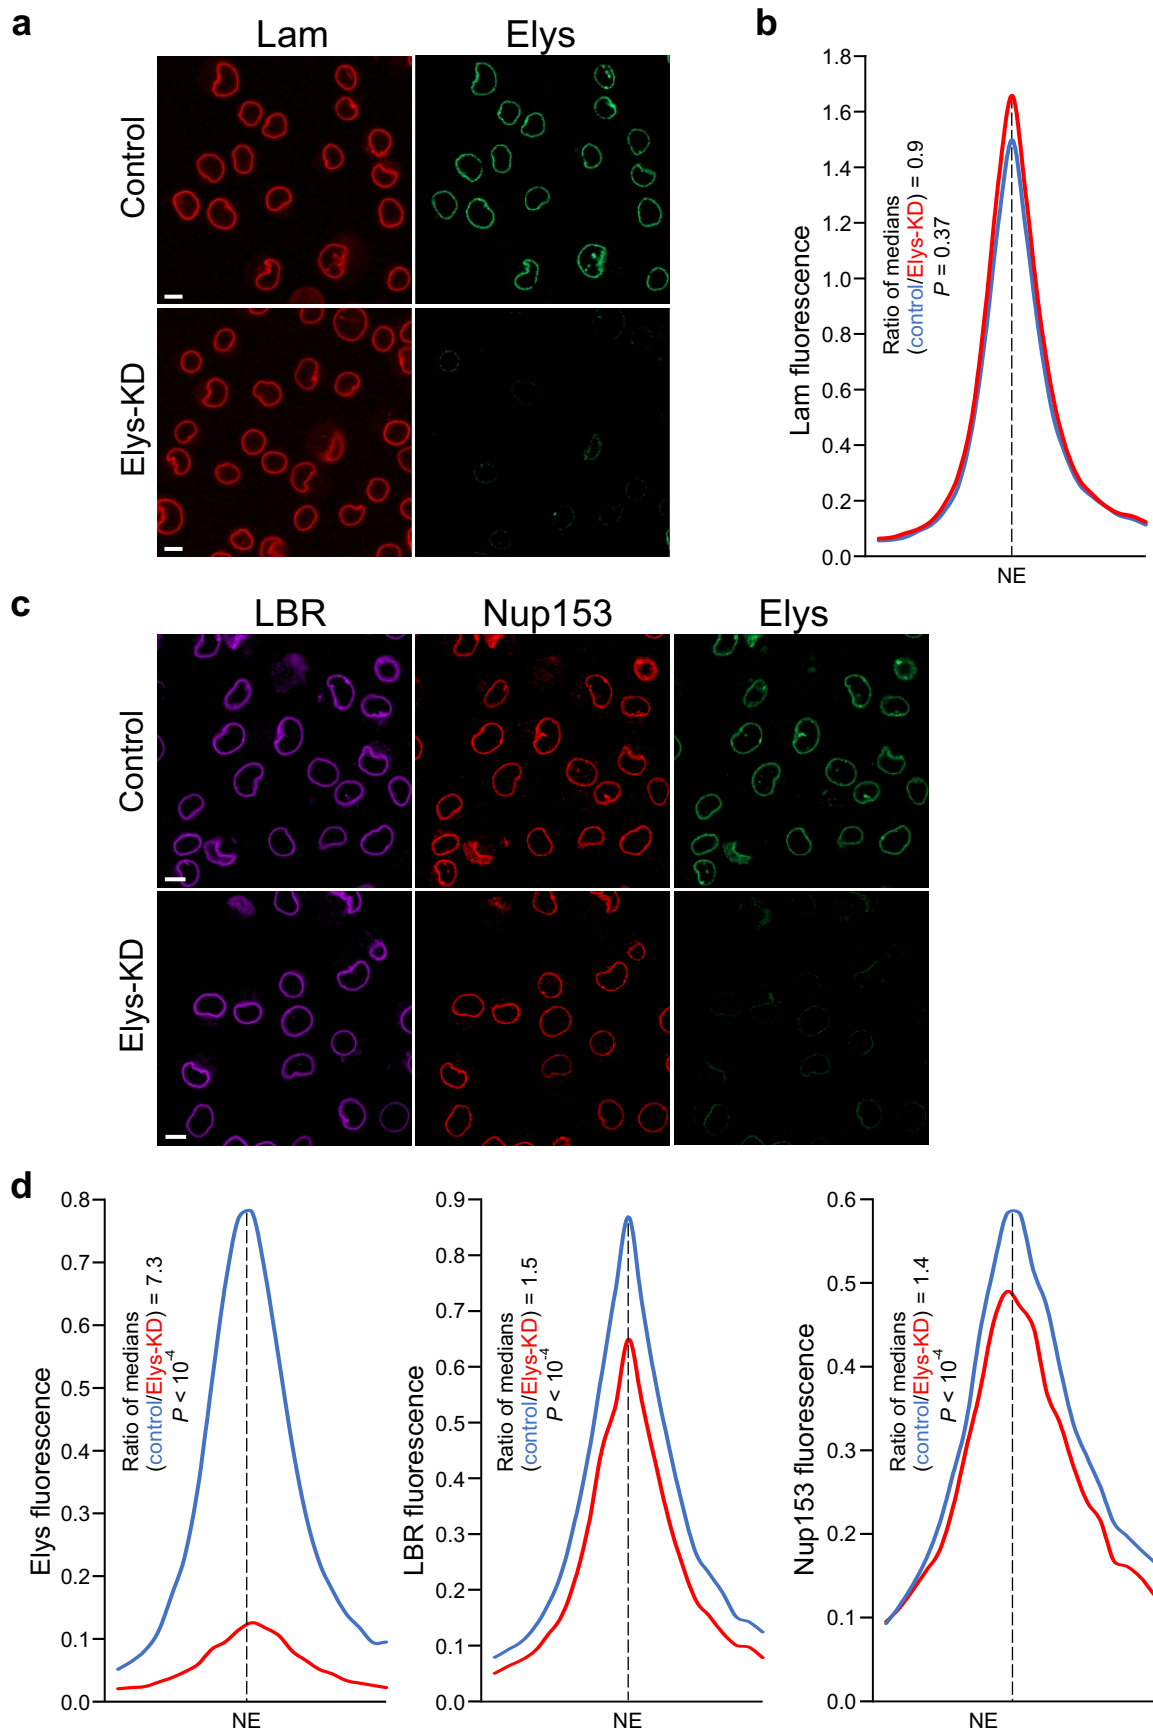

**Supplementary Figure 2 Elys-KD in S2 cells does not notably impair Lam, LBR or Nup153 localization at the NE.**

**a,c** Confocal images of control or Elys-KD S2 cells after immunostaining with anti-Lam (red) and anti-Elys (green) antibodies (**a**), or with anti-LBR (violet), anti-Nup153 (red) and anti-Elys (green) antibodies (**c**). Scale bars 5  $\mu$ m. **b,d** *ImageJ* quantification of average fluorescence intensity of Lam (**b**), or Elys, LBR and Nup153 (**d**) (normalized on average Dapi fluorescence) across the NE in Elys-KD S2 cells (two replicates,  $n = 75$  (**b**) or  $n = 40$  (**d**) each) and control (two replicates,  $n = 80$  (**b**) or  $n = 40$  (**d**) each). 

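Supplementary Data 1 lists the paper's staining intensities for single nuclei, and the medians were recomputed here within each replicate, since nuclei of a culture are not independent replicates. In each comparison the p is from a permutation test over nuclei (100000 resamples, two-sided, difference of medians), and the 10 comparisons were adjusted together by the Benjamini-Hochberg method. For Lam, the paper's medians give a ratio of Elys-KD to control of 0.620 in replicate 1 (40 against 40 nuclei, p = 0.00041, adjusted 0.000783) and 1.66 in replicate 2 (35 against 40 nuclei, p = 2e-05, adjusted 6.67e-05). By the labels of the table the replicates thus went in opposite directions, and over the pooled nuclei the ratio was 1.09. Whether the labels of a Lam replicate were exchanged was not tested. Elys itself gave 0.134 and 0.135 (permutation p = 1e-05 in both, the smallest that the resamples can give). LBR gave 0.643 (permutation p = 0.001) and 0.649 (p = 0.00012), and Nup153 gave 0.735 (p = 0.0018) and 0.704 (p = 0.00047). Mab414, an antibody against nucleoporins, gave 0.710 (permutation p = 0.0068) and 0.826 (p = 0.14). The adjusted p was 0.14 for Mab414 in replicate 2 and at most 0.00756 in the other comparisons. For Elys, LBR, Nup153 and Mab414 the difference from 1 was larger than that between replicates, and for Lam it was not.

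**Figure D6:**
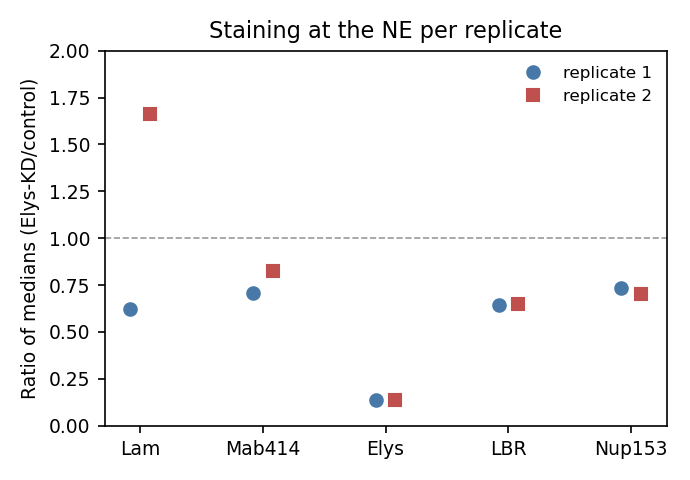
Ratio of the median staining intensity at the NE in Elys-KD to that in control (vertical axis, ratio) for each protein (horizontal axis), from the paper's values for single nuclei; circles are replicate 1 and squares replicate 2. Only for Lam do the replicates lie on opposite sides of 1, at 0.620 and 1.66.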

Ratio of median values is indicated.  $P$  values were estimated in a M-W *U*-test.

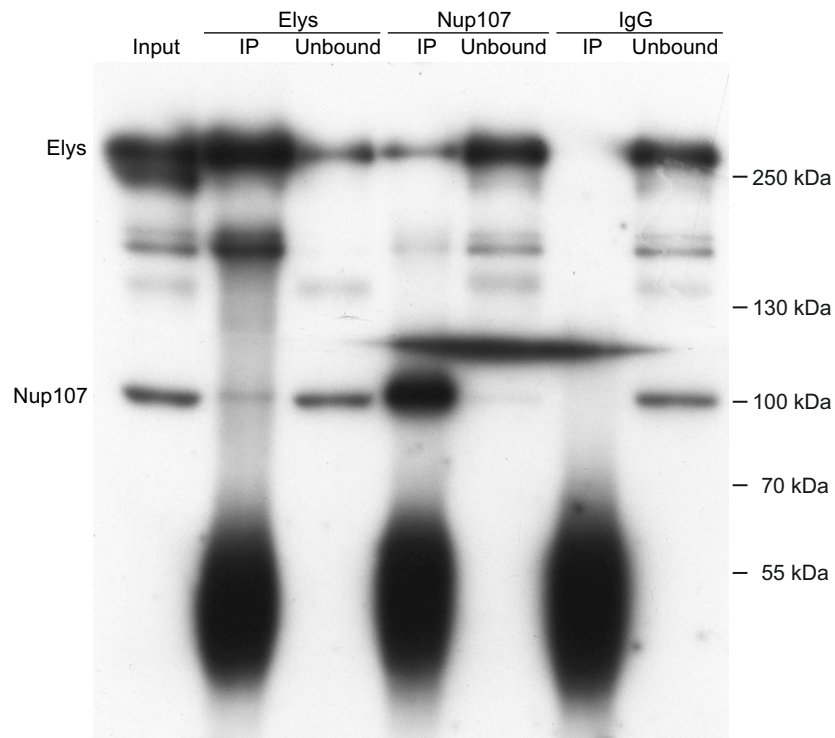

**Supplementary Figure 3 (related to Figure 1e) Western-blot showing co-immunoprecipitation results.**

Western-blot analysis of protein extracts from S2 cells after co-immunoprecipitation with anti-Nup107 or anti-Elys antibodies. The blot was first probed with anti-Nup107 antibodies and then by anti-Elys antibodies. Strong bands at the bottom of the gel represent immunoglobulin heavy chains. Some non-specific bands revealed by anti-Elys antibodies are also present.

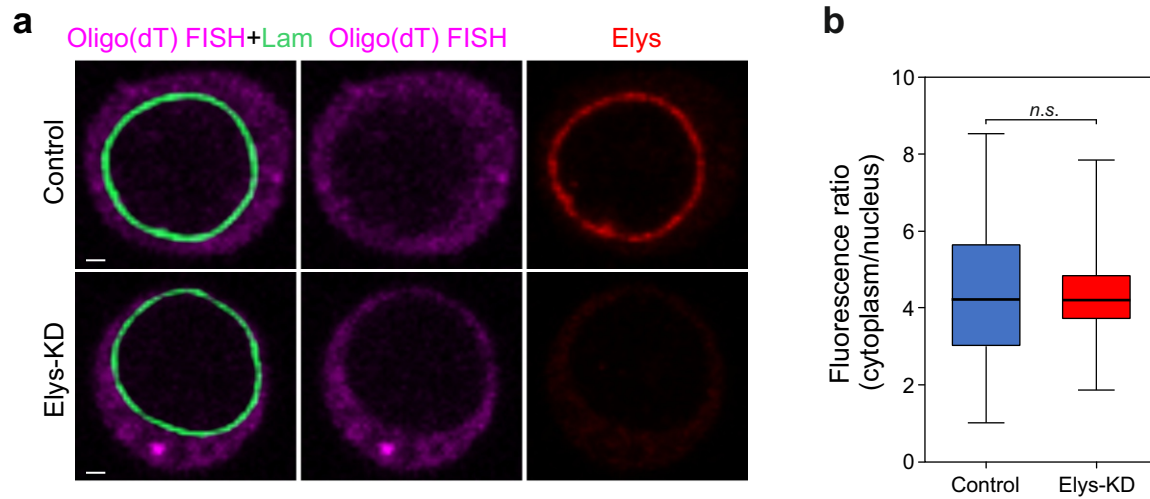

**Supplementary Figure 4 Upon Elys-KD, mRNA export is not impaired.** **a** Confocal images of control or Elys-KD S2 cells after oligo(dT) FISH (violet) and immunostaining with anti-Lam (green) and anti-Elys (red) antibodies. Scale bar 1  $\mu$ m. **b** Box-plots showing ratios of fluorescence intensities (in cytoplasm to nucleus) for oligo(dT) FISH. Fluorescence in the 40 control and Elys-KD cells (from two replicates) was quantified using *ImageJ*. *P* value was estimated in a M-W *U*-test. n.s. - non-significant ( $P > 0.05$ ). See Fig. 6c legend for description of box-plot elements.

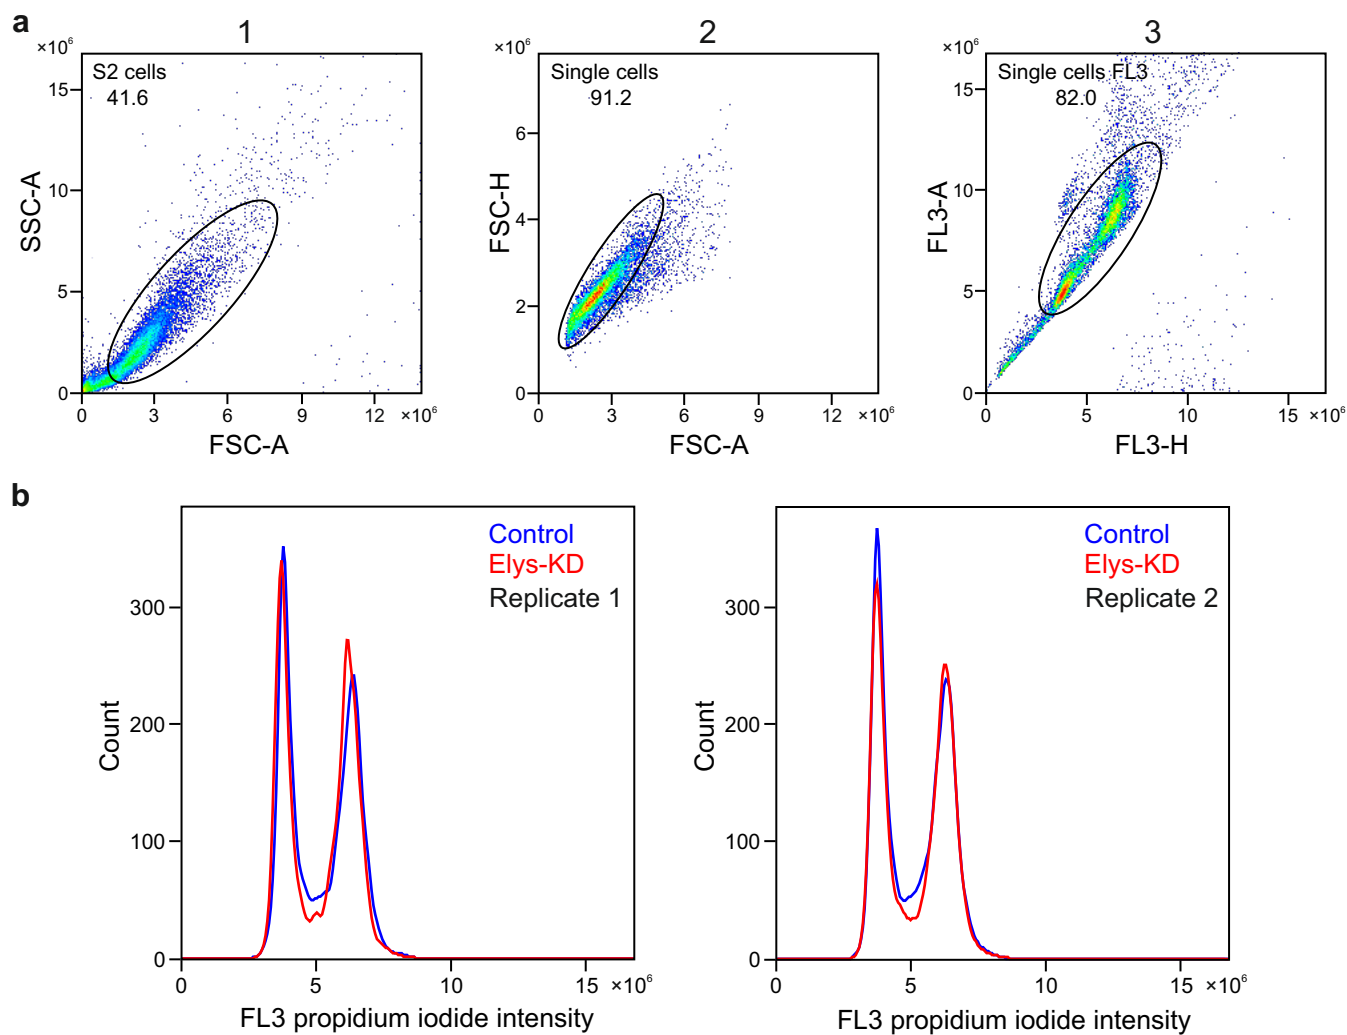

**Supplementary Figure 5 Upon Elys-KD, cell cycle progression of S2 cells is only barely affected. (a)** Gating strategy for flow cytometry. 1. FSC-area/SSC-area gate was used to remove debris and dead cells. 2. FSC-area/FSC-height gate was used to identify single cells. 3. FL3-height/FL3-area gate was used to determine single propidium iodide-stained cells. **(b)** Flow cytometry analysis of control (blue curve) and Elys-KD (red curve) S2 cells after DNA staining with propidium iodide. Two replicates are indicated.

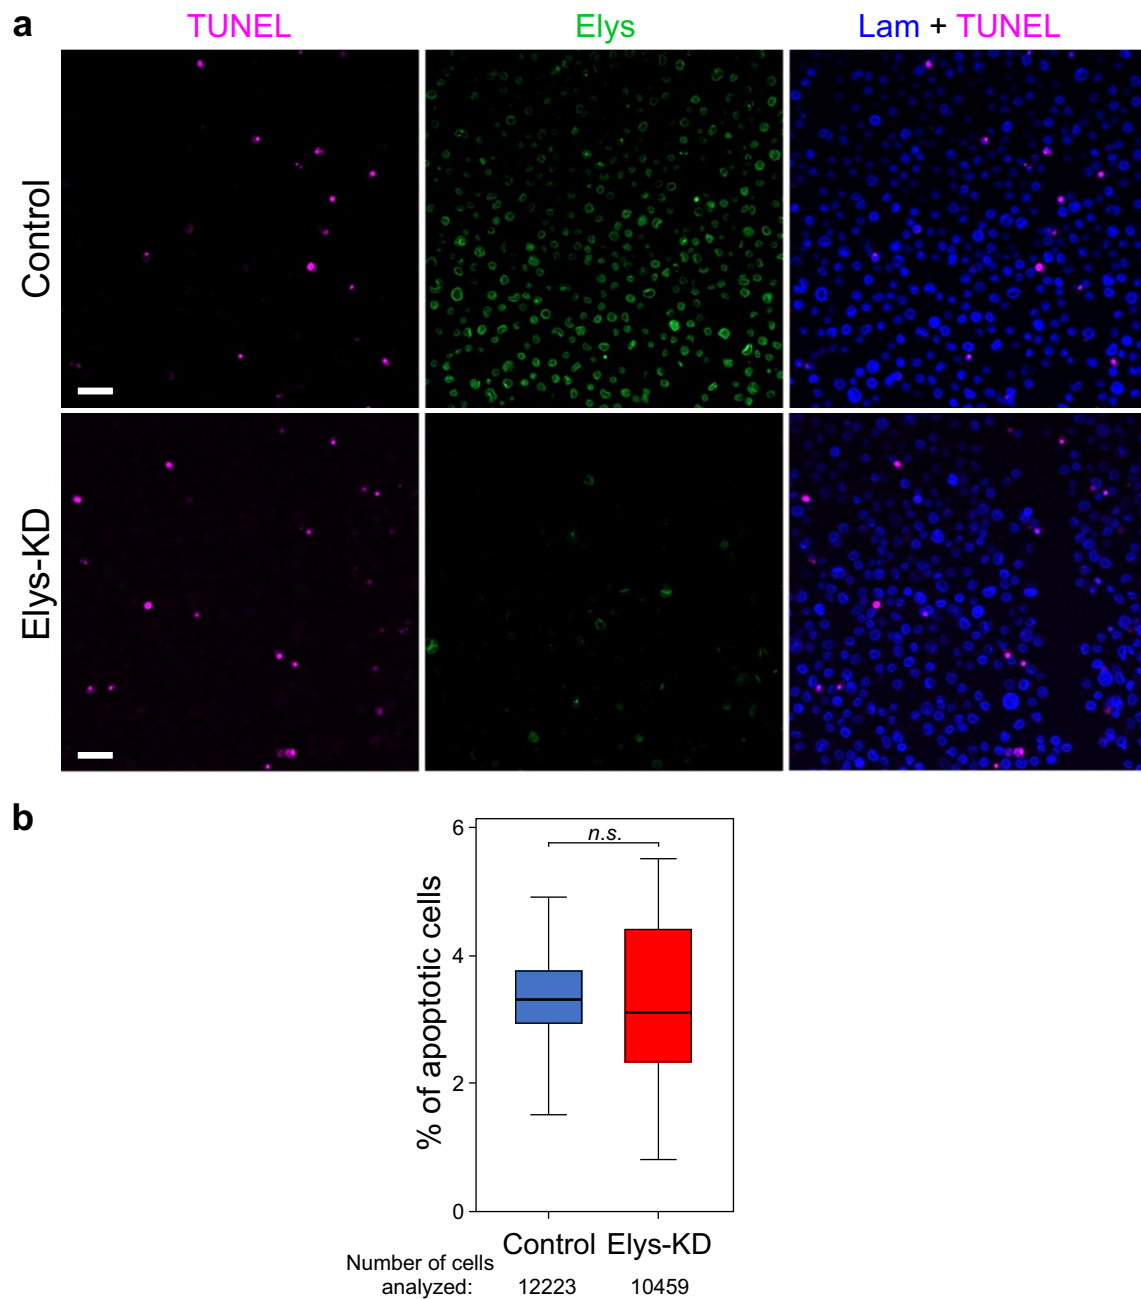

**Supplementary Figure 6 TUNEL assay did not detect an increase in the proportion of apoptotic cells upon Elys-KD.** **a** Confocal image of control or Elys-KD S2 cells stained with TUNEL assay (violet), as well as with anti-Elys (green) and anti-Lam (blue) antibodies. Scale bars 30  $\mu$ m. **b** Box-plots showing percentage of apoptotic cells in control or Elys-KD S2 cells. *P* value was estimated in a M-W *U*-test. n.s. - non-significant ( $P > 0.05$ ). See Fig. 6c legend for description of box-plot elements.

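Supplementary Data 2 lists the paper's counts of TUNEL-positive cells for 3 replicates per group with 10 images each, 22682 cells in all. Here the images of each replicate were summed. In control, the share of apoptotic cells was 3.72% (183 of 4915 cells), 3.17% (155 of 4886) and 2.93% (71 of 2422). In Elys-KD it was 4.55% (193 of 4243 cells), 3.26% (135 of 4137) and 2.12% (44 of 2079). The means were 3.28 ± 0.406% in control and 3.31 ± 1.22% in Elys-KD (SD, n = 3). They weight the replicates equally whatever their number of cells, and the Elys-KD mean is lower than the share that the paper gives. The means differed by 0.0337 percentage points, far below the spread between replicates (exact permutation test, two-sided, p = 0.9, where 3 against 3 allow 0.1 at the smallest). The test did not pair replicates by number. By number, Elys-KD was higher in 2 of the 3 replicates, and without replicate 1 the difference was -0.362 percentage points. For the first replicate, the 95% Wilson intervals, which cover counting error only, were 3.96 to 5.22% in Elys-KD and 3.23 to 4.29% in control.

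**Figure D7:**
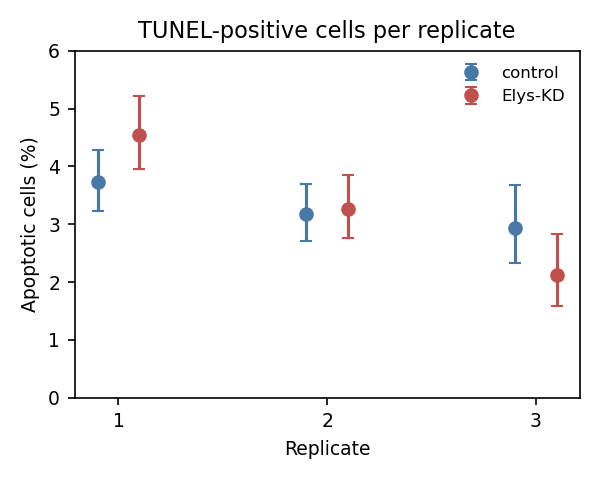
Share of TUNEL-positive cells in percent (vertical axis) in each replicate (horizontal axis) of control and Elys-KD S2 cells, from the paper's counts. Points are shares of all cells of a replicate and bars their 95% Wilson intervals; the Elys-KD replicates spread from 2.12 to 4.55%.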

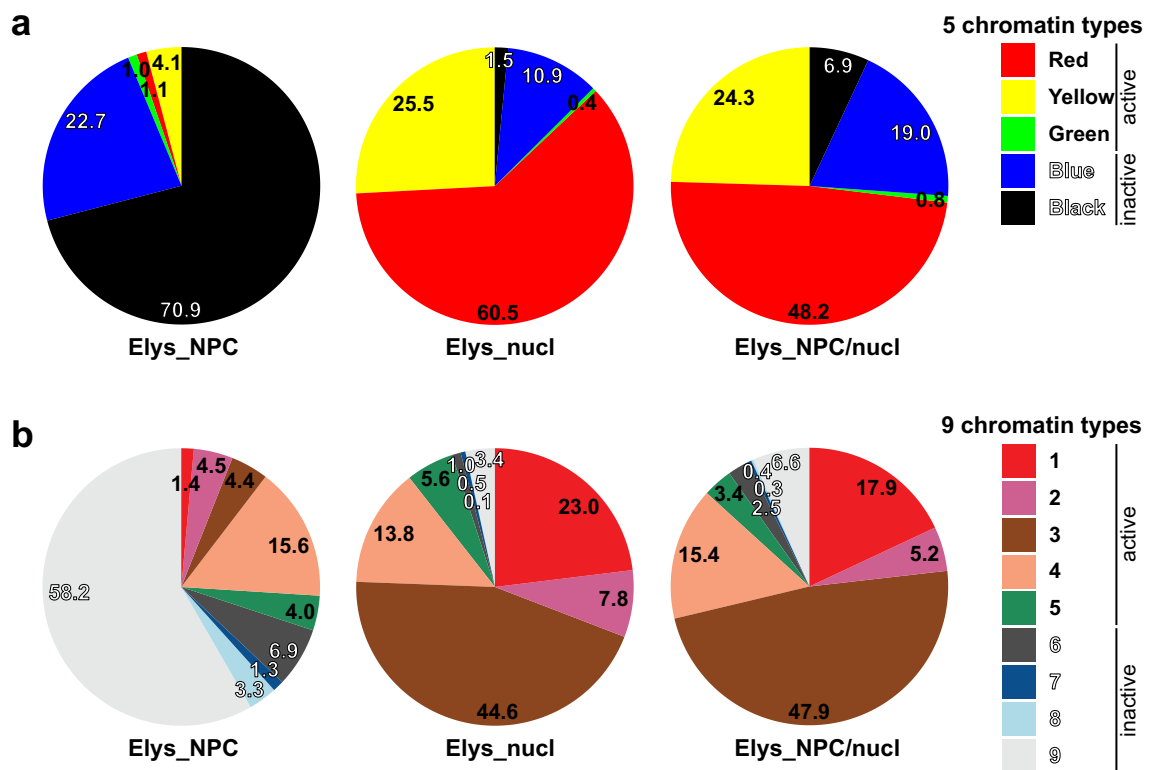

**Supplementary Figure 7 Elys\_NPC and Elys\_nucl sites mostly overlap with inactive and active chromatin types, respectively. a,b** Pie charts showing percentage of overlap between Elys\_NPC, Elys\_nucl or Elys\_NPC/nucl sites with chromatin domains identified according to 5-state chromatin model in Kc167 cells (**a**), or according to 9-state chromatin model in S2 cells (**b**).

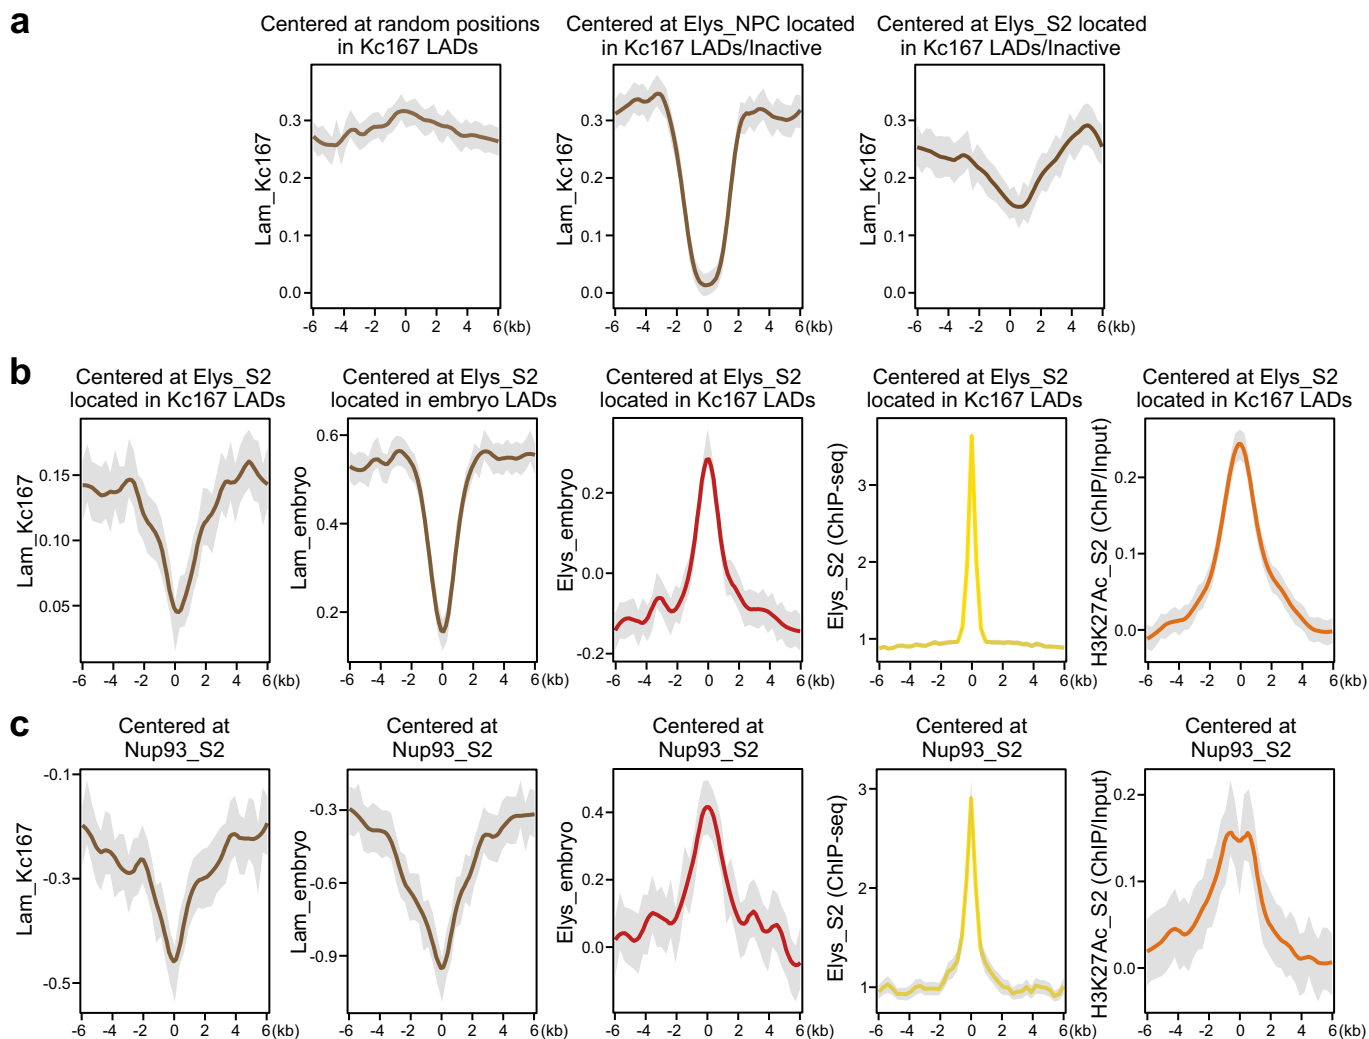

**Supplementary Figure 8 Weak dips in Lam profile at positions of Elys ChIP-seq peaks from S2 cells. a–c** Averaged Lam\_Kc167, Lam\_embryo, Elys\_embryo, Elys\_S2 and H3K27Ac profiles centered at randomly chosen positioned within Kc167 LADs, or centered at Elys\_NPC sites located within Kc167 LADs overlapped with inactive chromatin (states 6-9), or centered at Elys\_S2 ChIP-seq sites located within Kc167 LADs overlapped with inactive chromatin (states 6-9) (**a**), or centered at Elys\_S2 ChIP-seq sites located within Kc167 or embryo LADs ( $\pm 2$  kb from LAD boundaries) (**b**), or centered at Nup93\_S2 ChIP-seq sites (**c**).

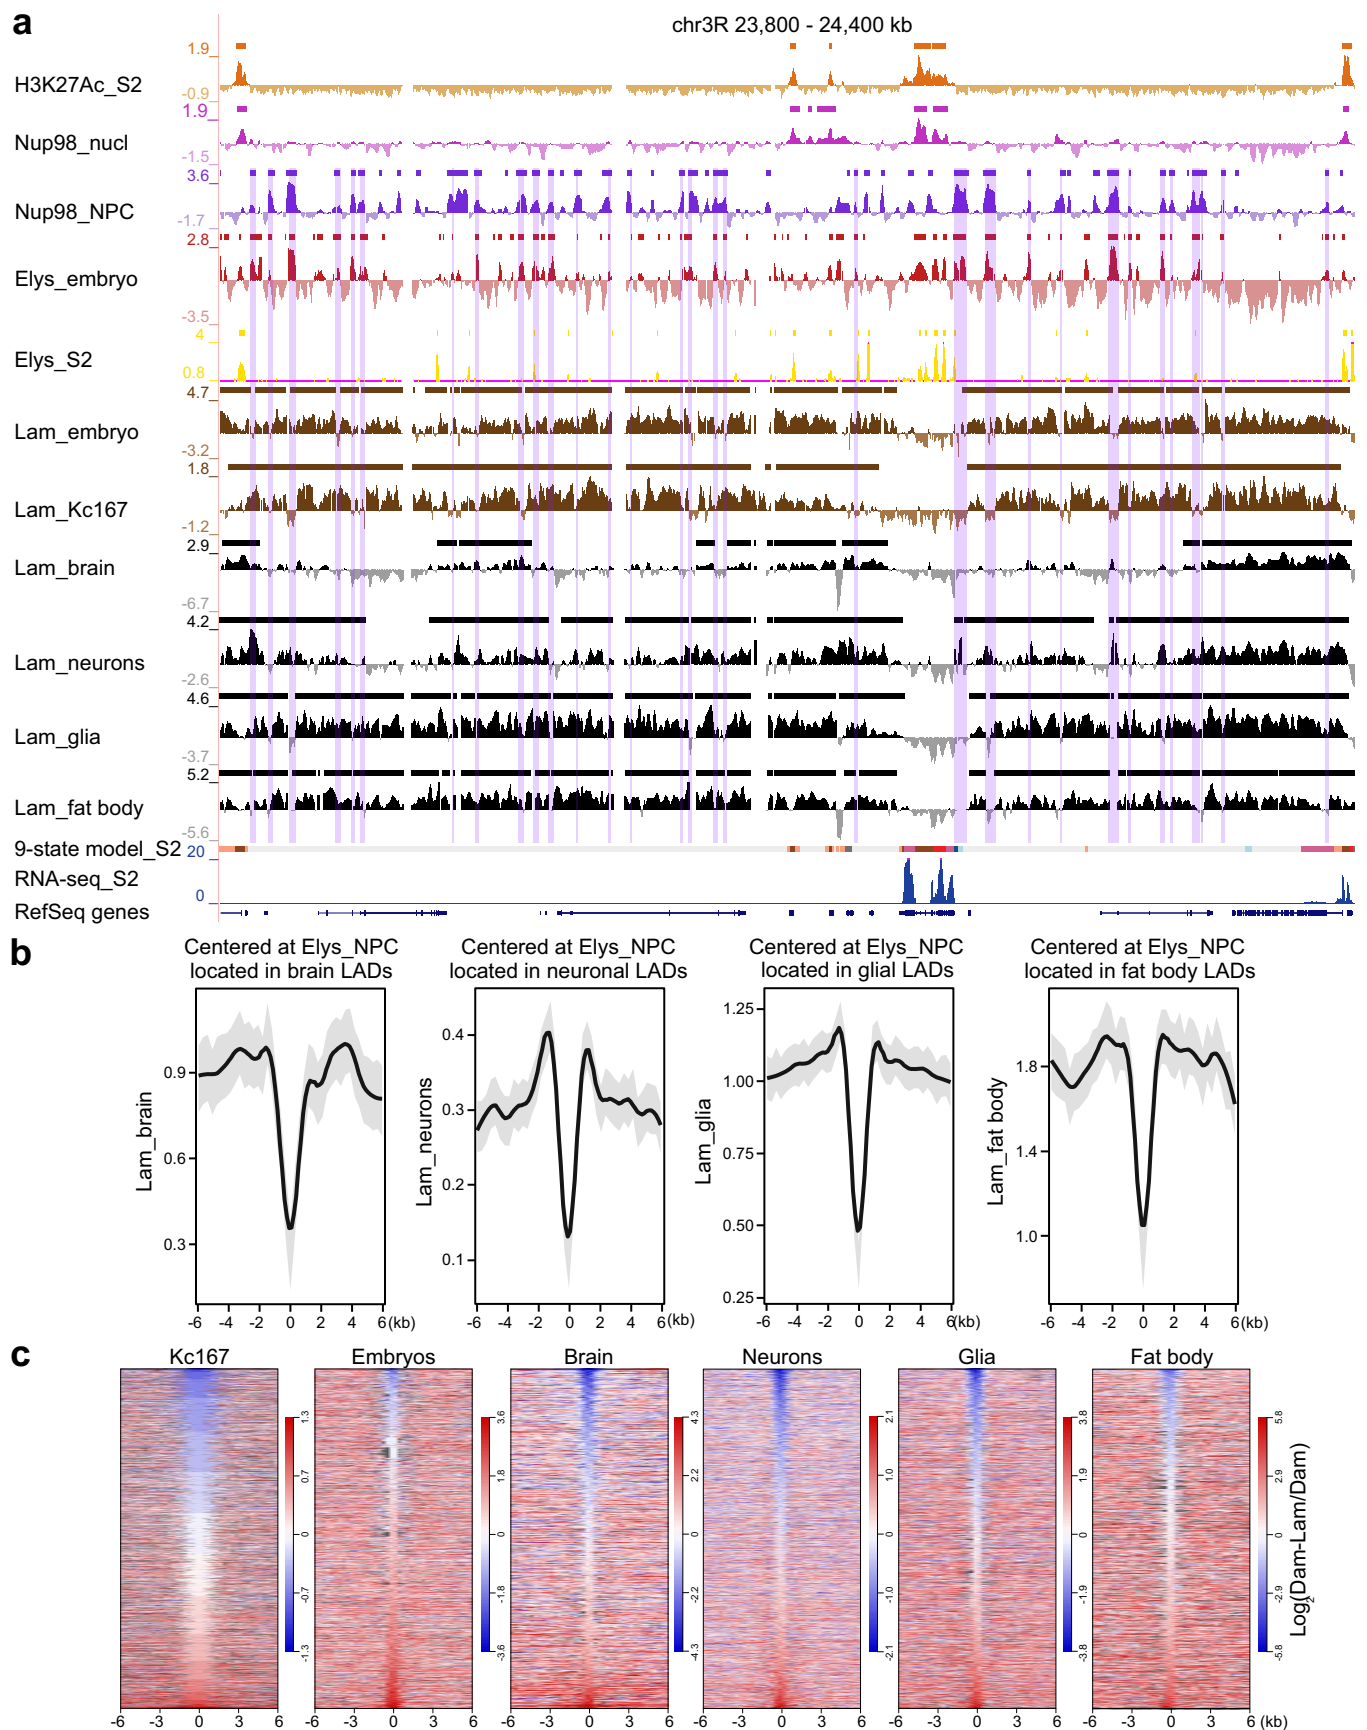

**Supplementary Figure 9 The dips in Lam profile are revealed at positions of Elys\_NPC sites during cell differentiation.** **a** Screenshot from UCSC genome browser showing H3K27Ac (orange), Nup98\_nucl (pink), Nup98\_NPC (violet), Elys\_embryo (red), Elys\_S2 (yellow), Lam\_embryo and Lam\_Kc167 (brown) profiles, as well as Lam\_brain, Lam\_neurons, Lam\_glia and Lam\_fat body (black) profiles for the representative region of chromosome 3R. The corresponding domains are provided as the rectangles over profiles. 9-state chromatin model, RNA-seq in control S2 cells and RefSeq genes are indicated below. The overlapped regions between Elys\_embryo and Nup98\_NPC domains containing Elys\_NPC peaks are outlined by translucent rectangles (they mostly coincide with the dips in Lam profiles during cell differentiation). **b** Averaged Lam\_brain, Lam\_neurons, Lam\_glia and Lam\_fat body profiles centered at Elys\_NPC sites, located within LADs, from the corresponding cell type. **c** Heatmaps of Lam profiles centered at Elys\_NPC sites, located within LADs, from the corresponding cell type sorted from minimal (top) to maximal (bottom) values at the central bins. Rows where central bins had zero value either in Dam-Lam or in Dam profiles were removed. Bins with zero value of either Dam-Lam or Dam in other locations are marked by grey color.

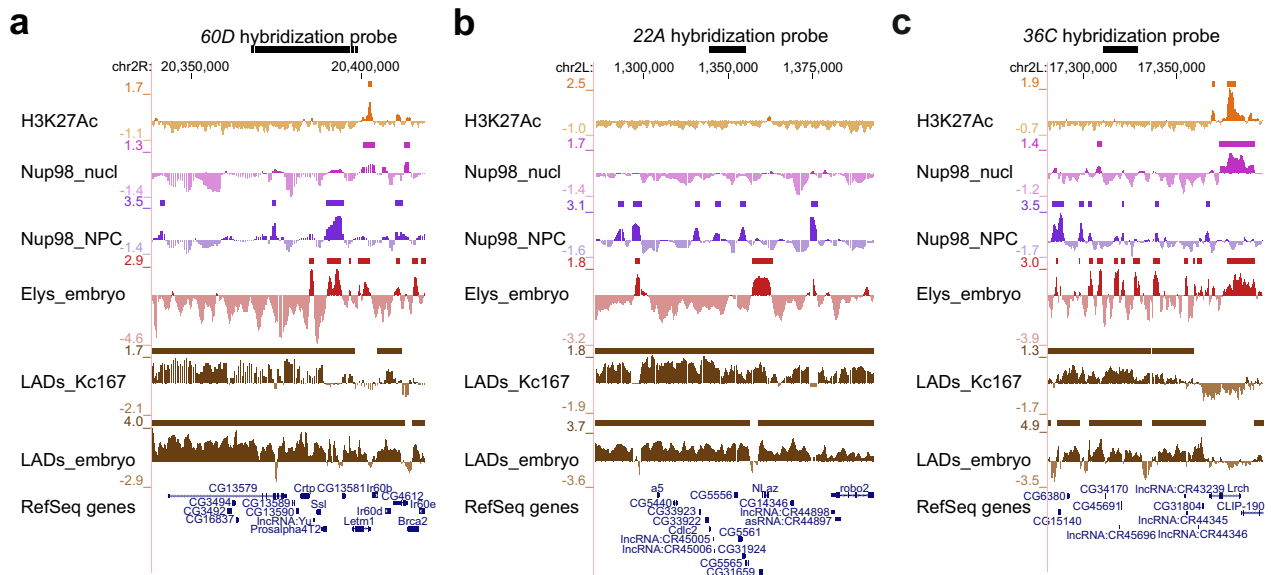

**Supplementary Figure 10** *60D*, *22A* and *36C* hybridization probes and/or their nearby regions contain **Elys\_NPC** sites. **a–c** Screenshots from UCSC genome browser showing H3K27Ac (orange), Nup98\_nucl (pink), Nup98\_NPC (violet), Elys\_embryo (red), Lam\_Kc167 and Lam\_embryo (brown) profiles, as well as the corresponding domains (rectangles over profiles) for the *60D* (**a**), *22A* (**b**), and *36C* (**c**) regions. RefSeq genes are indicated below. Hybridization probes are indicated by black rectangles on the top of the panels. Exact boundaries of the *60D* probe are unknown.

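The windows shown for the 3 hybridization regions were compared with the deposited domains of late embryos (dm3). In the 80-kb window of 60D on arm 2R, 5 Elys domains covered 16.5 kb and 5 LADs covered 93.8% of the window. In the 100-kb window of 22A on arm 2L, 16 Elys domains covered 25.8 kb and 16 LADs covered 90.6% of the window. In the 110-kb window of 36C on arm 2L, 23 Elys domains covered 46.2 kb and 21 LADs covered 58.6% of the window. Of the length of these Elys domains, LADs held 92.7% in 60D, 89.5% in 22A and 54.5% in 36C. The nearby gaps of up to 3000 bp between LADs held part of an Elys domain in 0 of 4 cases in 60D, 4 of 15 in 22A and 4 of 17 in 36C. Which Elys domains are Elys_NPC sites was not analysed here.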

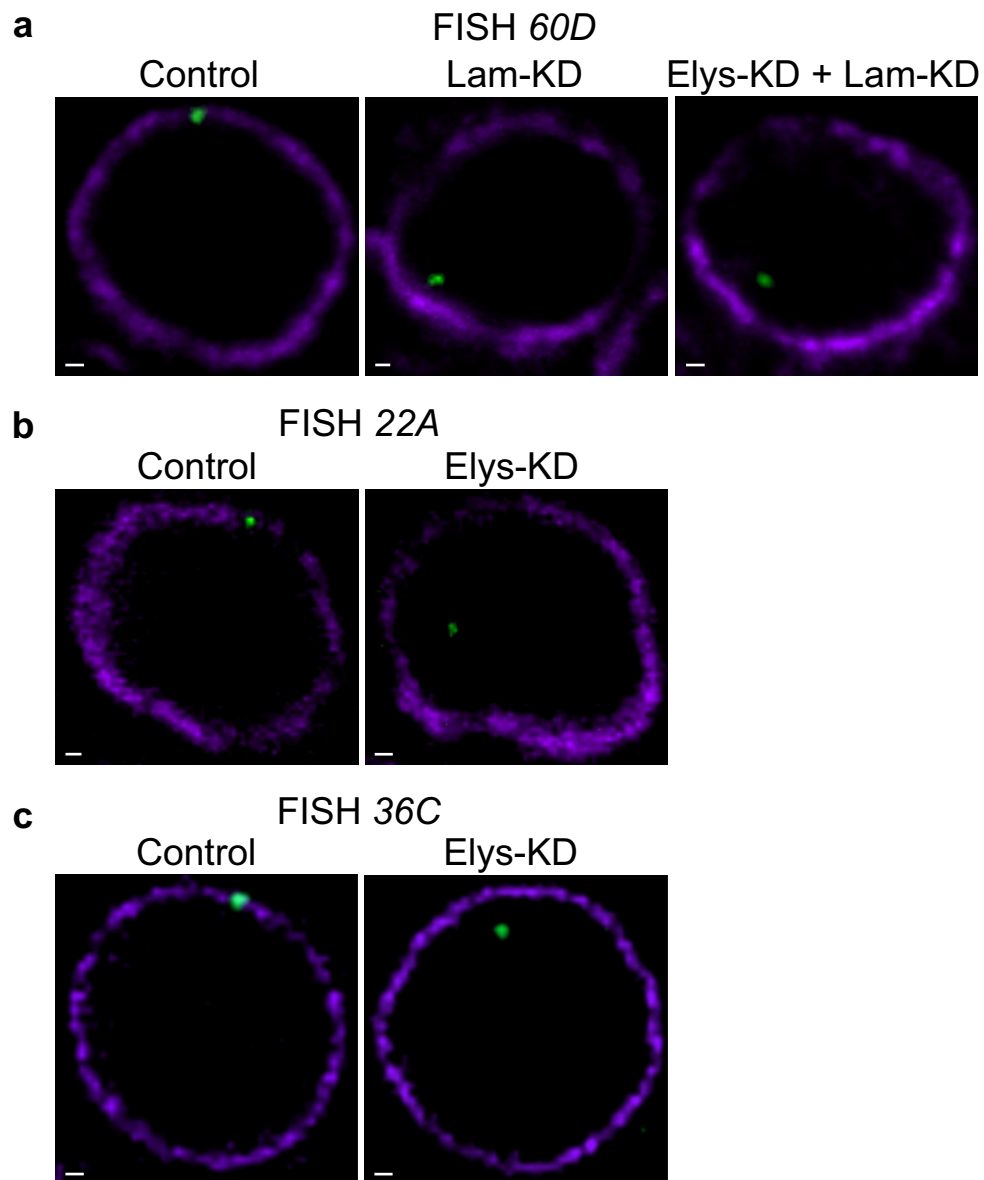

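Supplementary Data 5 lists the paper's distances of FISH signals from the NE, divided by the radius of the nucleus, for single nuclei and without replicate labels. A difference between cultures can therefore not be separated from that between treatments. For 60D the median distance was 0.126 in 141 control nuclei and 0.184 in 137 Elys-KD nuclei (permutation test over nuclei, two-sided, difference of medians, p = 0.00034, adjusted 0.00119 by the Benjamini-Hochberg method over 7 comparisons). It was 0.158 in 100 Lam-KD nuclei (permutation p = 0.054, adjusted 0.0998) and 0.204 in 100 nuclei with both knockdowns (p = 0.00022, adjusted 0.00119). Against Elys-KD alone the double knockdown gave a permutation p of 0.43, and against Lam-KD alone 0.21. For 22A the median rose from 0.130 in 151 control nuclei to 0.170 in 150 Elys-KD nuclei (permutation p = 0.087, adjusted 0.122). For 36C it rose from 0.181 to 0.228, with 125 nuclei in each group (permutation p = 0.057, adjusted 0.0998). A permutation test of ranks in place of medians, chosen after seeing the data (the paper used a rank test), gave p = 0.016 for 22A, 0.0036 for 36C and 0.01 for Lam-KD at 60D.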

**Supplementary Figure 11 Representative confocal images of FISH signals.** **a–c** Confocal images of FISH signals (green) detected by the probe for *60D* region (**a**), *22A* region (**b**), or *36C* region (**c**) in nuclei stained with anti-LBR (violet) (**a,b**) or anti-Lam (violet) (**c**) antibodies in Elys-KD, Lam-KD, Elys-KD plus Lam-KD, or control S2 cells. Scale bars 0.5  $\mu$ m.

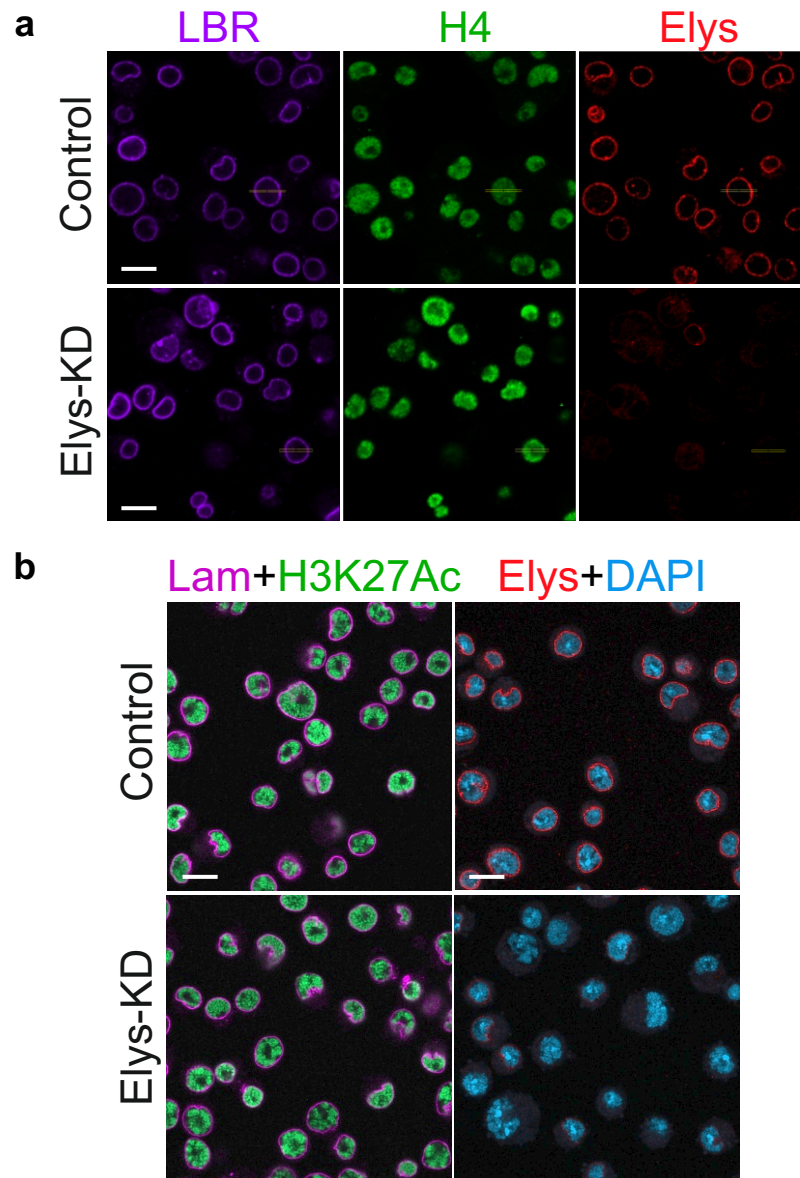

**Supplementary Figure 12 Analysis of chromatin distribution in nuclei upon Elys-KD. a** Staining of control and Elys-KD cells with anti-LBR (violet), anti-histone H4 (green) and anti-Elys (red) antibodies. **b** Staining of control and Elys-KD cells with anti-Lam (pink), anti-H3K27Ac (green) and anti-Elys (red) antibodies. Scale bars 10 μm.

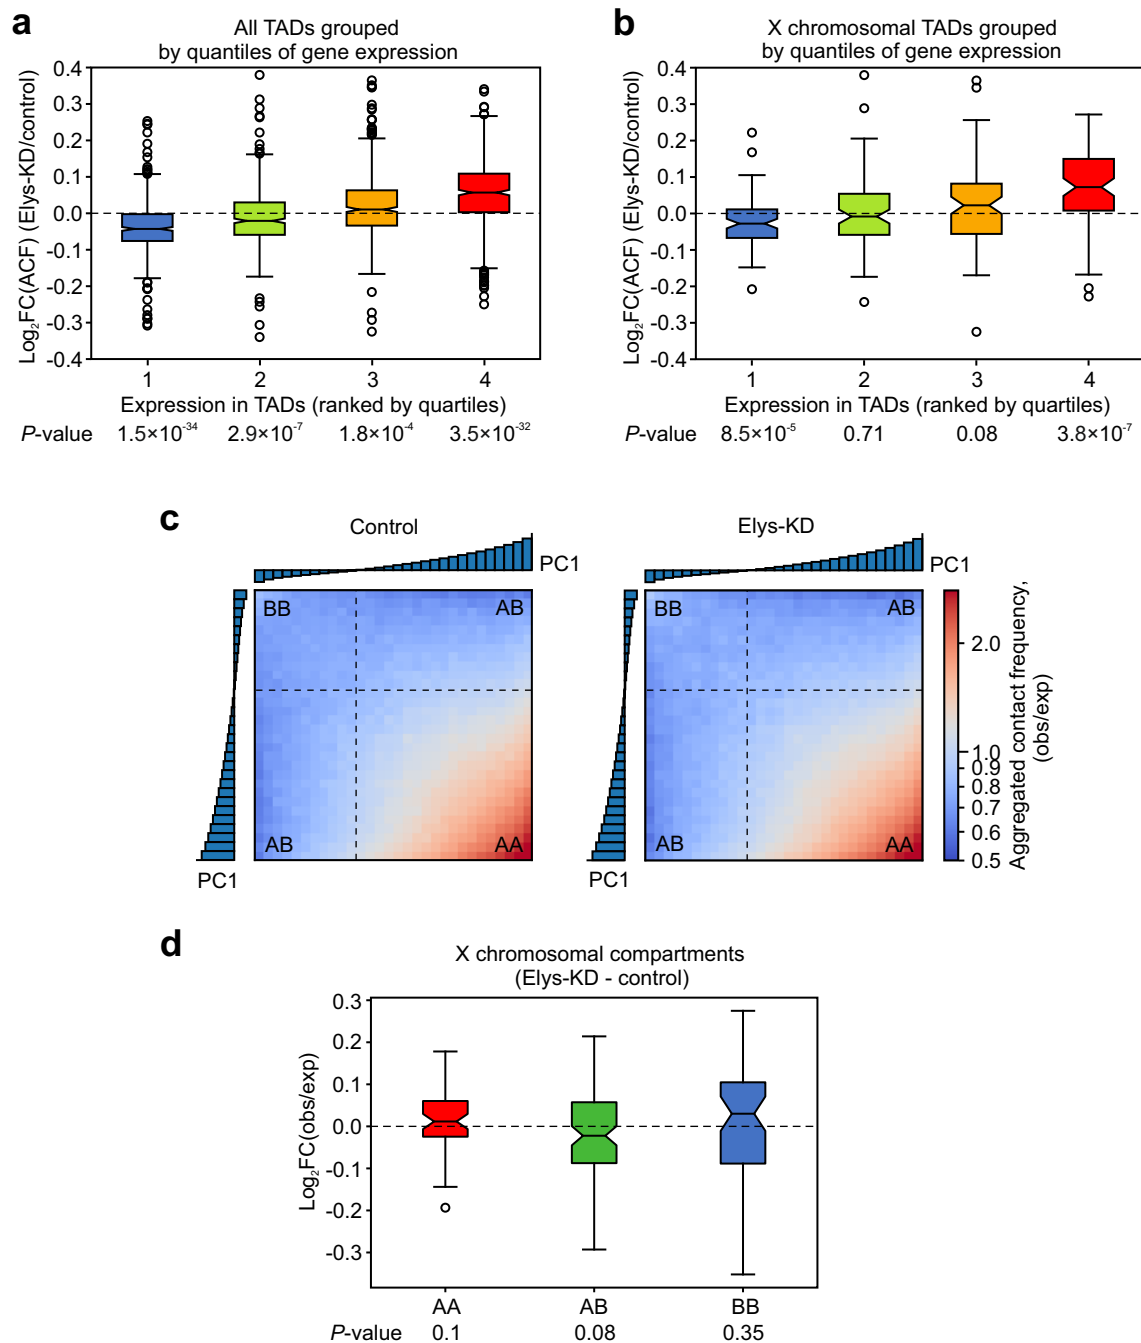

**Supplementary Figure 13 Active chromatin became more compact, whereas inactive - less compact upon loss of Elys in S2 cells.** **a,b** Log<sub>2</sub> fold-change (FC) of ACF (Elys-KD/control) in all TADs (**a**) or in the X chromosomal TADs (**b**) ranked by quartiles of total gene expression within them (according to RNA-seq data (in RPM) in control S2 cells, where 1<sup>st</sup> quartile corresponds to the lowest, and 4<sup>th</sup> quartile - to the highest gene expression). *P*-values were estimated in a Wilcoxon signed-rank test. **c** Saddle plots showing values of aggregated contact frequency for the intra-chromosomal contacts in autosomes in control (left panel) and Elys-KD (right panel) cells ranked by PC1 values. **d** Box-plots showing subtraction of aggregated contact frequency (Elys-KD minus control) log<sub>2</sub>FC(observed/expected) for only the X chromosome within active (AA), inactive (BB), and between active and inactive (AB) chromatin compartments. *P*-values were estimated in a Wilcoxon signed-rank test. See Fig. 6c legend for description of box-plot elements.

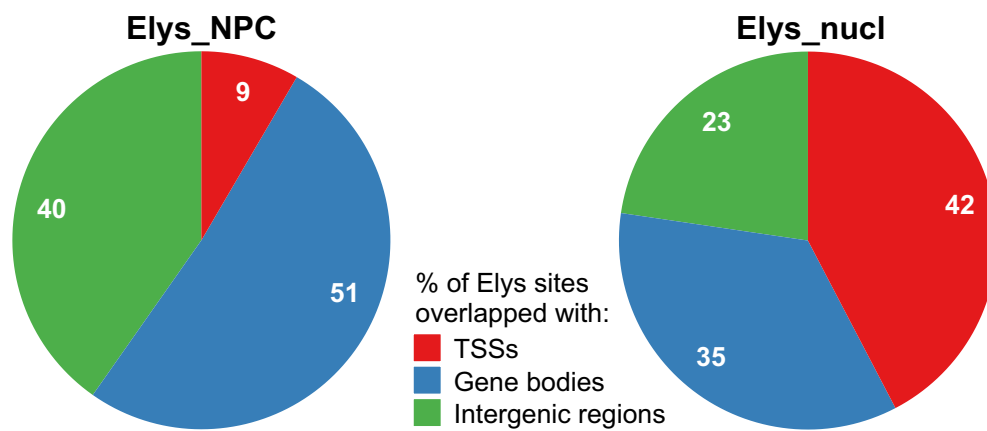

**Supplementary Figure 14** Pie chart showing percentage of Elys binding sites overlapped with genes or intergenic regions.

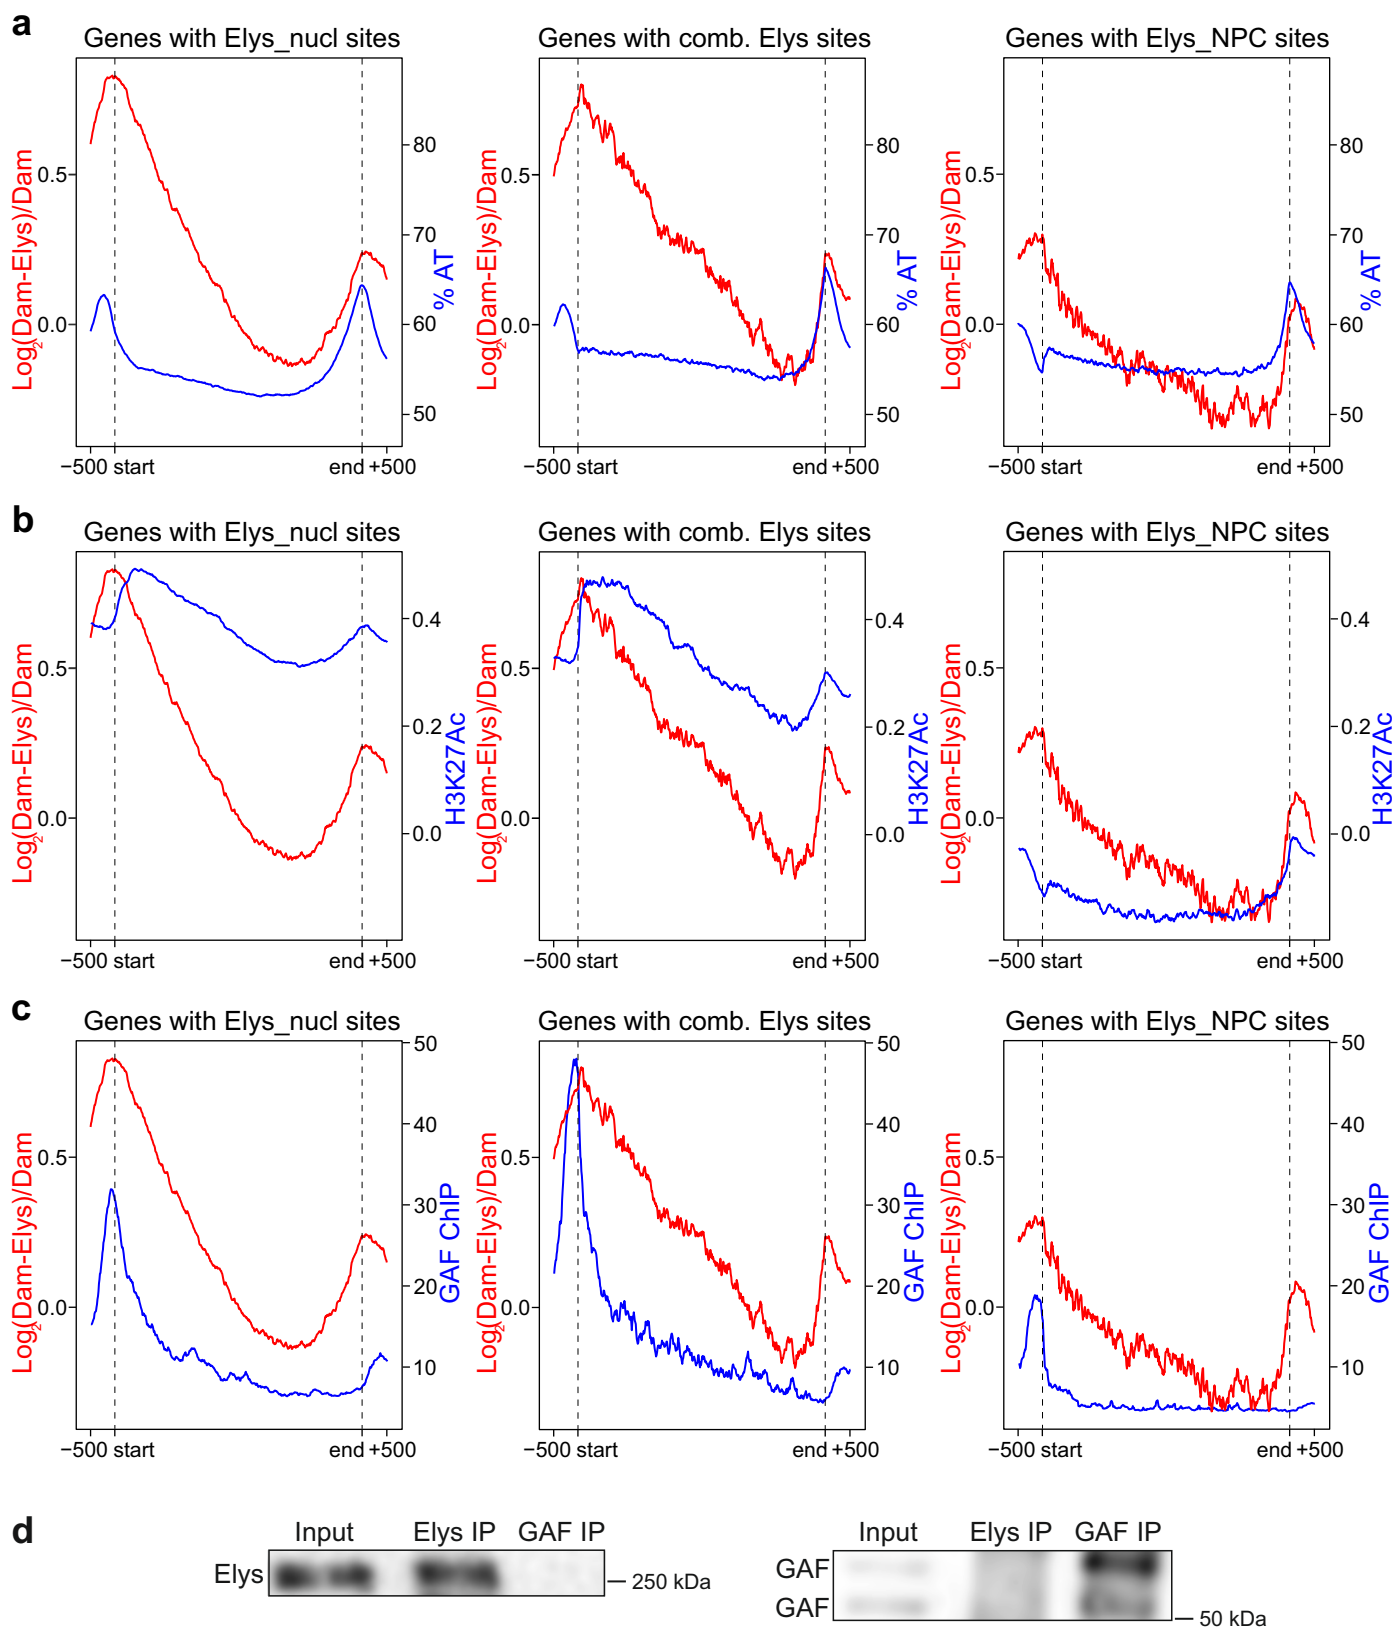

**Supplementary Figure 15 Elys is enriched at the 5'- and 3'-ends of genes.** **a–c** Metagene profiles for Elys (red) and A/T content (blue) (**a**), Elys (red) and H3K27Ac (blue) (**b**), Elys (red) and GAF (blue) (**c**) over genes containing Elys\_nucl, Elys\_NPC sites or combinations of these sites. **d** Western-blot analysis does not reveal co-immunoprecipitation of Elys and GAF. Westerns are stained with anti-Elys (left panel) or anti-GAF (right panel) antibodies. Anti-GAF antibodies detect two GAF isoforms. IP/input ratio 1:4.5.

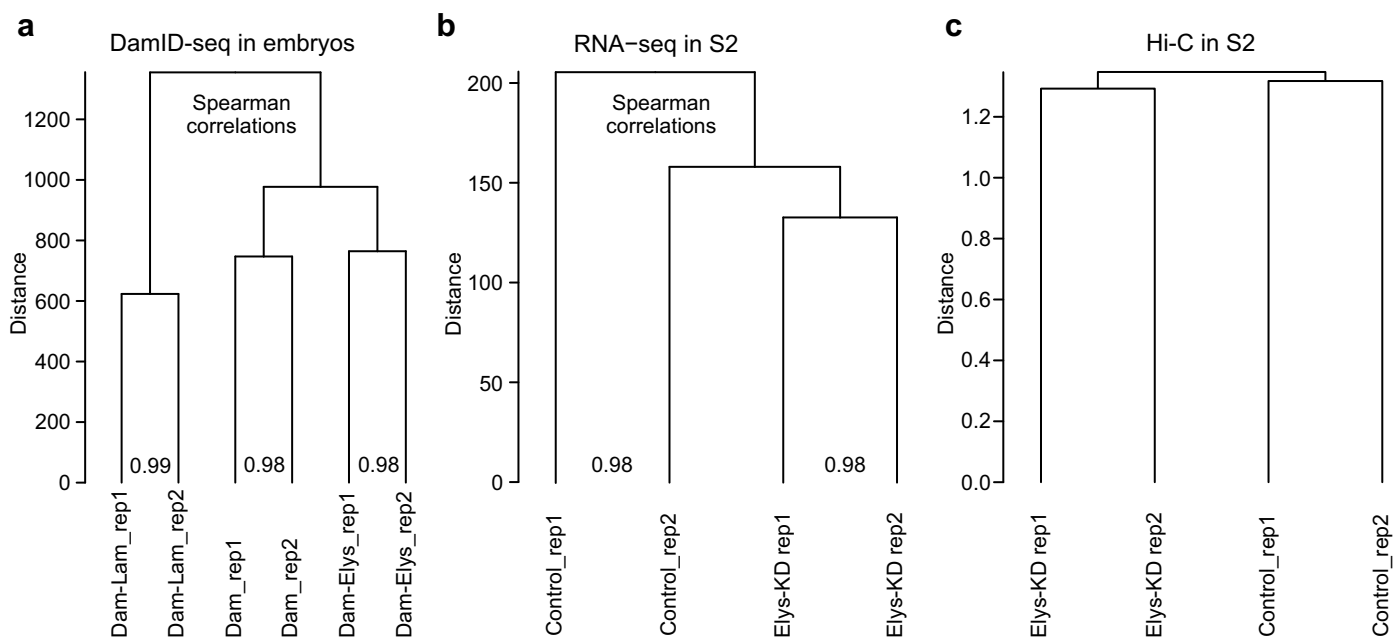

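Across the tested genes, Spearman's correlation of normalized counts was 0.998 between the control replicates and 0.998 between the Elys-KD replicates. Libraries of different groups gave 0.996 throughout, so all 4 libraries ranked genes much alike. Over all genes, Spearman's correlation of log2 TPM lay between 0.979 and 0.982. These correlations run across genes, which are not independent replicates. Replicate libraries still differed by more than the sampling noise, with a chi-square per gene of 6.70 between the control replicates and 8.06 between the Elys-KD replicates, so they are separate libraries. For DamID-seq the deposited domains come from merged replicates, and no correlation was computed.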

**Supplementary Figure 16 Replicates clustering.** **a–c** Replicates for DamID-seq (**a**), RNA-seq (**b**) and Hi-C (**c**) are highly correlated according to the Spearman correlation coefficient (**a,b**), or to the stratum-adjusted correlation coefficient (SCC) (**c**).

# Supplementary material for: Nucleoporin Elys attaches peripheral chromatin to the nuclear pores in interphase nuclei
**Source:** Commun Biol. 2024 Jun 29;7:783. doi: 10.1038/s42003-024-06495-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

# Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Quantification of fluorescence intensity of Lam, Mab414, Elys, LBR and Nup153 at the nuclear envelope in control and Elys-KD S2 cells (related to Fig. 1 and Supplementary Fig. 2)

**File name:** Supplementary Data 2

**Description:** TUNEL assay analysis in control and Elys-KD S2 cells (related to Supplementary Fig. 6)

**File name:** Supplementary Data 3

**Description:** Elys\_embryo, Elys\_NPC, Elys\_nucl and Elys\_NPC/nucl sites in late embryos (related to Fig. 3 and Supplementary Fig. 8)

**File name:** Supplementary Data 4

**Description:** LADs in late embryos (related to Fig. 3)

**File name:** Supplementary Data 5

**Description:** FISH analysis in control and ElysKD S2 cells (related to Fig. 5)

**File name:** Supplementary Data 6

**Description:** Quantification of histone H4 and H3K27Ac fluorescence intensity across a nucleus in control and Elys-KD S2 cells (related to Fig. 5)

**File name:** Supplementary Data 7

**Description:** Volume of nuclei in control and Elys-KD S2 cells analyzed in IMARIS (related to Fig. 5)

**File name:** Supplementary Data 8

**Description:** TADs in control and Elys-KD S2 cells (related to Fig. 6 and Supplementary Fig. 13)

- 27    **File name:** Supplementary Data 9
- 28    **Description:** Expression in control and Elys-KD S2 cells by RNA-seq (related to Fig. 7)
- 29    **File name:** Supplementary Data 10
- 30    **Description:** Primers for PCR amplification
- 31    **File name:** Supplementary Data 11
- 32    **Description:** NGS statistics

# Supplementary material for: Nucleoporin Elys attaches peripheral chromatin to the nuclear pores in interphase nuclei
**Source:** Commun Biol. 2024 Jun 29;7:783. doi: 10.1038/s42003-024-06495-w
**Supplement:** Supplementary file 14 — Reporting summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection In-house scripts are available at Zenodo: <https://zenodo.org/record/7808900#.ZDBCLvZBxPY>.

Data analysis In-house scripts are available at Zenodo: <https://zenodo.org/record/7808900#.ZDBCLvZBxPY>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and processed DamID-seq, RNA-seq, and Hi-C data were deposited in the NCBI Gene Expression Omnibus (GEO) under the accession numbers GSE219152 (for DamID-seq, RNA-seq) and GSE218886 (for Hi-C). The numerical source data behind the graphs in the paper can be found in Supplementary Data. All other data and materials, including plasmid DNA, that support the findings of this study are available from the corresponding authors upon reasonable request. Uncropped/ unedited blot image related to Fig. 1e is presented in Supplementary Fig. 3. The link for UCSC Genome Browser showing Elys-DamID profile <https://>

genome.ucsc.edu/cgi-bin/hgTracks?  
db=dm3&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr2R%  
3A16166667-16833333&hgssid=2292689452\_aXCaEPy5C7QaMaomtYGbtb1oGayN.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

|                             |                                              |
|-----------------------------|----------------------------------------------|
| Reporting on sex and gender | <input type="text" value="Not applicable."/> |
| Population characteristics  | <input type="text" value="Not applicable."/> |
| Recruitment                 | <input type="text" value="Not applicable."/> |
| Ethics oversight            | <input type="text" value="Not applicable."/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <input type="text" value="No sample-size calculation was performed."/>                                                                                          |
| Data exclusions | <input type="text" value="No data were excluded from the analysis."/>                                                                                           |
| Replication     | <input type="text" value="All experiments were performed at least in two biological replicates."/>                                                              |
| Randomization   | <input type="text" value="The permutation test with random reshuffling of genomic sites and genes within Drosophila genome was applied to estimate P-values."/> |
| Blinding        | <input type="text" value="Analysis of FISH and immunostaining data was done with the blind experimental setup."/>                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <input type="text" value="Rabbit polyclonal anti-H3K27Ac antibodies, Abcam, ab4729; Murine monoclonal anti-histone H4 antibodies, Abcam, ab31830; Murine monoclonal anti-lamin Dm0 antibodies ADL84 were provided by Paul Fisher (Stony Brook University School of Medicine); Murine monoclonal anti-lamin Dm0 antibodies ADL67 were provided by Paul Fisher (Stony Brook University School of Medicine); Rabbit polyclonal anti-Elys antibodies were generated in our laboratory;"/> |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Guinea-pig polyclonal anti-LBR antibodies were provided by Georg Krohne (Julius-Maximilians-Universität Würzburg); Murine monoclonal anti-beta Actin antibodies, Abcam, ab8224; Rabbit polyclonal anti-Nup107 antibodies were provided by Valerie Doye (Institut Jacques Monod); Mouse monoclonal anti-Nup153 antibodies were provided by Daria Kopytova (Institute of Gene Biology, RAS); Rabbit polyclonal anti-GAF antibodies were provided by Maksim Erokhin (Institute of Gene Biology, RAS); Chicken anti-CenpA antibodies were provided by Gary Karpen (University of California, Berkeley); Murine monoclonal Mab414 antibodies, Abcam ab24609; Rabbit polyclonal alpha-Tubulin, Abcam ab18251.

## Validation

Broad reactivity of anti-H3K27Ac or anti-histone H4 antibodies is confirmed by the manufacturer: <https://www.abcam.com/products/primary-antibodies/histone-h3-acetyl-k27-antibody-chip-grade-ab4729.html>; <https://www.abcam.com/products/primary-antibodies/histone-h4-antibody-mabcam-31830-chip-grade-ab31830.html>; anti-Elys antibodies were tested in our previous study (Ilyin et al. 2017, doi: 10.1093/nar/gkx355); all other antibodies were tested in the corresponding studies (references are provided in the text of the manuscript).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s) S2 cell line was obtained from the Institute of Molecular Genetics collection.

Authentication None of the cell lines used were authenticated.

Mycoplasma contamination S2 cell line is negative for mycoplasma contamination.

Commonly misidentified lines (See [ICLAC](#) register) Commonly misidentified cell lines were not used in this study.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation S2 cells were fixed with 70% cold ethanol, incubated with RNase A and PI and then analyzed by flow cytometry.

Instrument BD Accuri™ C6 Plus Flow Cytometer

Software FlowJo

Cell population abundance ~10000 single cell events

Gating strategy FCS-Area/SSC-Area gate was used to remove debris and dead cells. FSC-Area/FSC-Height gate was used to identify single events. FL3-Height/FL3-Area gate was used to determine single propidium iodide-stained events.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

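Of 10 samples, 4 were poly(A+) RNA-seq libraries of S2 cells (2 control, 2 Elys-KD) and 6 were DamID-seq libraries of 16–18-h embryos (2 each of Dam, Dam-Elys and Dam-Lam). Samples were grouped by the labels and the methods of the paper.

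For RNA-seq, the authors deposited a table of 13937 genes per library made with Salmon on genes of the dm3/R5 genome. It holds the estimated count of fragments per gene, which is not normalized. It also holds the TPM, which the authors deposited beside the estimated count and which sums to 1000000 in each library. The other columns deposited by the authors are gene length and effective length in bp, and the effective length served as an offset in an alternative. Of the paper's gene table, 1998 genes were held here and 11940 were left out. For all 1998, the mean TPM of both groups was within 0.1 percent of that computed from the libraries. Estimated counts per library lay between 57622326 and 68034643, and the counting error of a gene follows from its own count. Gene identifiers were matched to symbols for 13389 genes with a reference table of FlyBase names.

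For DamID-seq, the authors deposited domains of Elys and Lam as start and end positions in bp, without score or depth, called by an HMM on log2 ratios to Dam in bins of 300 bp after the replicates were merged. The read profiles were not analysed here. No positions from the Release 6 annotation were joined to these dm3 domains, since the assemblies differ. The Release 6 annotation gave only the order of genes, by name.

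Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (rounded estimated counts, TMM normalization, filterByExpr, glmQLFit and glmQLFTest without a block, Benjamini-Hochberg adjustment). A gene was called changed at an adjusted p under 0.05 and a ratio of mean TPM over 1.5 in either direction. Sets of genes were tested with camera (preset correlation 0.01) and fry of limma 3.58.1. The sets were 5 bins of mean TPM (edges 1, 10, 100 and 1000) and 29 nucleoporin symbols, of which 27 were matched and tested. DESeq2 1.42.0 served as an alternative. Fold changes against a group with at most 3 counts in both libraries are given as lower bounds against that floor. Genes named in the text are those the paper names for their product or site (11 genes), and the 4 largest rises and 4 largest falls among called genes with both Elys-KD libraries on one side of both controls and a mean TPM of at least 1 in a group. Neighbouring called genes were counted among tested genes in the order of the Release 6 annotation. Untested genes between them were skipped, and no limit was set on distance. The counts were compared with 10000 shuffles of the calls among genes in the same of 10 classes of expression.

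Domains were compared with 1000 circular shifts of the Elys domains within each of 6 chromosome arms, and in an alternative with BEDTools 2.31.1 shuffles. Gaps between LADs were taken as short up to 3000 bp. Staining and FISH values of the paper were tested by permutation over nuclei (100000 resamples), and TUNEL shares by an exact permutation test over replicates, with Wilson intervals at a confidence level of 95%. These steps used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and plots were drawn with Matplotlib 3.10.9.

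The steps were tested on simulated data. In counts simulated with 200 changed genes, both rules called 94.0% of 67 genes changed 2-fold and 98.5% of 66 genes changed 3-fold, the test alone called 86.6% of 67 genes changed 1.5-fold, and 14 of 8977 unchanged genes were called by both rules. A lowest bin raised 1.2-fold gave a median ratio of 1.14, and an unchanged one 0.981. With 50 planted neighbouring pairs, 56 were counted. Simulated domains on 60000 bins gave a p under 0.05 in 0 of 40 draws when placed independently and in 40 of 40 when placed in gaps.

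The tests and most alternatives were chosen before the data were examined, and those added afterwards are named as chosen after seeing the data. Alternatives covered the tool, the normalization, the filter on low counts, the fold change rule, a replicate block, the bins, the pseudocount, the smallest domain and the filling of gaps, the placement of domains, and leaving out each replicate. Truncated copies of supplementary tables entered no test. Elys_NPC and Elys_nucl classes, the genes in LADs, Hi-C, ChIP-seq, Western-blot and co-immunoprecipitation data were not analysed here.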

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

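Both results below concern signals that the paper does not report on. The first of the neighbour counts, the count without overlapping genes and both tests of the mitochondrial genes were chosen only after the result was seen.

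RNA of the mitochondrial genes was lower upon Elys-KD. The median log2 fold change of the 13 tested genes was -0.55 (from -1.96 to -0.33), and all 13 were lower in both Elys-KD libraries than in both control libraries. All 13 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 6 were called by both rules. Together they held 12412 and 12786 TPM in control and 9019 and 8988 TPM in Elys-KD. Between replicates the median log2 ratio over the 13 genes was 0.06 in control and -0.02 in Elys-KD, whereas the 4 pairs of an Elys-KD and a control library gave -0.59 to -0.51. A shift of all abundant genes by the scaling is argued against, since 237 nuclear genes of like abundance had a median log2 fold change of -0.0225, with the lowest decile at -0.17. A dependence on TMM factors is argued against as well, since with library totals alone 13 of 13 genes were lower in both Elys-KD libraries, with a median of -0.52. Untested and open are a difference in poly(A) selection or library preparation between the groups, and a biological effect of Elys-KD on mitochondrial RNA. The mapped share of reads also differed by group (89.8 and 89.5% in control, 85.6 and 85.8% in Elys-KD), and its bearing on this fall was not tested.

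Genes called changed upon Elys-KD were neighbours more often than shuffled calls. Neighbours here follow each other among tested genes on a chromosome, with untested genes between them skipped and no limit on distance. Among 8771 tested genes with a place in the Release 6 annotation, 222 were up-regulated and they made 28 neighbouring pairs, against a mean of 6.28 (2 to 11) in 10000 shuffles among genes of like expression (permutation p = 0.0001, the smallest they can give). Pairs of an up- and a down-regulated neighbour numbered 3, against 2.71 in the shuffles (permutation p = 0.51). Examples, chosen after their values were seen, are hid and rpr, upd2 and upd3, GstD5 and GstD7, and CG15480, CG16813 and CG16815. Reads shared by overlapping genes are argued against as the whole cause, since without overlapping neighbours 26 pairs were left, against 5.21 in the shuffles. Neighbours also differed between replicates, some of them in opposite directions, unlike the 28 pairs. As many genes with the largest differences between replicates made 14 pairs of a higher and a lower neighbour in control (4.19 in the shuffles) and 15 in Elys-KD (3.88), and genes taken by size of change upon Elys-KD made 10 (3.32, permutation p = 0.002). Pairs of higher genes numbered 7 between the control and 12 between the Elys-KD replicates, against 9.17 and 8.64 in the shuffles. Genes taken by size of change upon Elys-KD made 31 (7.72). Pairs of lower genes, however, numbered 7 between the control replicates (0.461 in the shuffles) and 5 between the Elys-KD replicates (0.440). Which replicate is compared with which is arbitrary, and exchanging them turns lower pairs into higher ones. The tendency of neighbours to differ together between any libraries therefore stays open as a cause. A candidate explanation that stays open is that genes of a chromosomal neighbourhood rise together upon Elys-KD, for which the 28 pairs are the number that raised it. Duplicated genes that share regulation or ambiguous reads, such as GstD5 and GstD7, were not tested apart.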

How the results depend on the processing

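Of 10 alternatives to the calls by both rules, 9 gave within 1.5 times the 292 genes called changed, from 206 with DESeq2 (1 fewer with gene lengths as offsets) to 323 (at least 10 counts in every library). A ratio of mean TPM over 2 gave 110 genes (89 up, 21 down), fewer by its construction. By the test alone, between 1104 (the block) and 1830 (at least 10 counts in every library) genes were found under alternatives chosen beforehand, and 1072 with no filter on low counts, chosen after seeing the data.

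With replicate numbers as a block, 299 genes were called, 276 of them among the 292. The numbers do not pair the cultures as far as the paper states, and across genes the deviations of equally numbered replicates were not alike (Pearson's r -0.086, Spearman's rho -0.197), so the block was not the reported model.

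In the lowest expression bin the median ratio was 1.06 with a pseudocount of 0.1 TPM and 1.01 with 1 TPM, which draw low values towards 1. A control library against the other gave 0.923 there and 1.00 (just under 1) from 1 to 10 TPM, opposite to Elys-KD. With each library left out in turn the lowest bin gave 1.05 to 1.12. With counts scaled by library size and TMM factors the ratio was 1.01 from 1 to 10 TPM, 0.993 from 10 to 100 TPM (reversed) and 0.984 from 100 to 1000 TPM. From 100 to 1000 TPM, where the reported ratio was 0.999, it passed 1 with bins from all 4 libraries (1.00, just above 1) and with bins from Elys-KD (1.01), and leaving out each library gave 0.996 to 1.00, above 1 only without Elys-KD replicate 2. Over 1000 TPM leaving out each library gave 0.999 to 1.01. The cause was not tested for these shifts.

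For genes with a mean TPM of up to 1 as a set, the adjusted p of 0.0476 rose to 0.0581 with an estimated correlation, 0.0748 with at least 10 counts in every library and 0.693 with library totals alone, and it was 0.00169 with fry and 0.00857 with the block. Fry together with library totals alone or with the block was chosen after seeing the data and gave this set adjusted p values of 0.000599 and 0.0157 (limma). For genes over 1000 TPM the adjusted p of limma's camera was 0.726 with an estimated correlation, 0.0748 with at least 10 counts, 0.358 with library totals alone and 0.180 with the block, and that of fry was 0.334, 0.764 with library totals alone and 0.554 with the block, the last 2 chosen after seeing the data. Fry with library totals alone also reversed the direction from 10 to 100 TPM (adjusted p = 0.158 from limma) and from 100 to 1000 TPM (0.764). For the nucleoporin set, 5 alternatives were chosen after seeing the data. Among these, limma's camera lost the call with an estimated correlation (adjusted p = 0.260) and held it with at least 10 counts in every library (0.00699) and with library totals alone (0.0108), while limma's fry lost it with library totals alone (adjusted p = 0.0980) and with the block (0.184). With the block, chosen beforehand, camera gave an adjusted p of 0.000303 (limma). The cause was not tested.

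Of the 18 named genes, 8 took another value under an alternative that gave one and 0 reversed. DESeq2 gave CG16813 and CG15480 no adjusted p, so it did not call these rises. Lam, Trl and Nup93-1 had an adjusted p over 0.05 in edgeR's test with library totals alone and with the block. With no filter on low counts, chosen after seeing the data, Lam (0.0673) and Nup93-1 (0.0504) did as well. In all, 7 genes moved by more than the replicate spread when a library was left out.

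With gaps under 900 bp filled there were 10593 Elys domains (median length 3.3 kb) and 6657 LADs (5.7 kb). With gaps up to 900 bp filled, chosen after seeing the data, there were 9431 Elys domains (3.9 kb) and 5392 LADs (7.2 kb). LADs of at least 600 bp had a median length of 3.0 kb. Filling and dropping short domains change number and length by construction. All 16 alternatives of the 4 DamID results tested against placements stayed on the same side, although the excess of Elys domains touching a LAD shrank with domains of at least 600 bp only (60.6% against 59.2%). No replicate was left out of the domains, since the replicates were merged.

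In the paper's staining values, the Lam ratio was 0.620 to 1.66 with each replicate left out in turn and reversed between them. The TUNEL difference ranged from -0.362 to 0.458 percentage points and reversed without replicate 1. In the FISH values a permutation test of ranks, chosen after seeing the data, gave p = 0.01 for Lam-KD at 60D (adjusted 0.0175), 0.016 for 22A (adjusted 0.0224) and 0.0036 for 36C (adjusted 0.0084), now under 0.05. For the double knockdown against Elys-KD at 60D it gave a permutation p of 0.92 in the opposite direction. The cause was not tested.

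Calls and set tests were not run with a library left out, since a group would hold 1 library. Sets of X-linked genes and of genes in embryonic LADs were not run. At 2 libraries per group, simulated 1.5-fold changes were missed in part, which limits the list of changed genes from below.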

Differences from the paper's values

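The paper gives 175 differentially expressed genes, and 292 were called here with edgeR and the paper's fold change rule. Of the alternatives set before the data were examined, DESeq2 (206 genes), DESeq2 with effective gene lengths (1 fewer), no filter on low counts (218) and a mean TPM of at least 1 in a group (215) came within 1.5 times the paper's number. RLE size factors (292), library totals alone (303), at least 10 counts in every library (323), the replicate block (299), edgeR's own fold change (291) and a ratio of mean TPM over 2 (110) did not.

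The paper gives 131 up-regulated genes, and 233 were found here. Within 1.5 times the paper's number were DESeq2 (160 genes), DESeq2 with effective gene lengths (158), no filter on low counts (170), a mean TPM of at least 1 in a group (164) and a ratio of mean TPM over 2 (89). RLE size factors (233), library totals alone (245), at least 10 counts in every library (262), the replicate block (241) and edgeR's own fold change (224) were not. For down-regulated genes, 44 in the paper and 59 here, the difference was within 1.5 times, except with edgeR's own fold change (67 genes) and a ratio of mean TPM over 2 (21 genes).

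The paper gives about 10600 Elys binding sites, whereas the deposited Elys domains number 19272. With domains of at least 600 bp only (15462) and with gaps under 900 bp filled (10593), both set before the data were examined, the number came within 1.5 times the paper's. With gaps up to 900 bp filled, chosen after seeing the values, it was 9431. With gaps under 900 bp filled the median length was 3.3 kb, against the paper's 1.8 kb.

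In Fig. 3 the paper describes Elys_NPC sites in LADs as lying at dips of the Lam profile. Over all deposited Elys domains, short gaps between LADs were covered to 22.6%, against 44.8% in shifted placements. Coverage was 14.3% in gaps of 300 bp (44.9% in shifted placements) and 31.1% in gaps from 1800 to 3000 bp (44.8%). Filling gaps of up to 900 bp removes 9067 of the 11210 short gaps. Both profiles were also divided by the same Dam libraries. The Elys_NPC sites themselves and the Lam ratios were not analysed here, so these values do not test the dips that the paper describes.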

Other observations

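The tests of genes detected in a single group and of neighbouring down-regulated genes were chosen only after the result was seen.

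The rise of genes with a control TPM of up to 1 (median ratio 1.105) was put to 3 technical explanations. Genes that are low in control by chance would rise in any second measurement, but with bins from all 4 libraries the median ratio was 1.09. A greater depth of the control libraries is argued against as the whole cause, since with all libraries thinned to the smallest total the ratio was 1.07, while counts simulated without change gave 0.992 (0.973 to 1.02). A constant background of reads in the Elys-KD libraries would add the same TPM to every gene. The median rise was 0.00473 TPM in 3153 genes with a mean TPM of up to 0.1 and 0.0551 TPM in 905 genes between 0.3 and 1 TPM, 11.6 times as large. A difference between batches of library preparation stays open, since neither the labels nor the tables tell the groups apart from it, and a biological effect of Elys-KD stays open beside it. The mapped share of reads differed by group, at 89.8 and 89.5% in control and 85.6 and 85.8% in Elys-KD. Its bearing on the rise was not tested.

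RNA of other nucleoporins was lower as a set upon Elys-KD, a hypothesis written down before the result was seen. Of 27 tested genes 24 were lower, with a median log2 fold change of -0.07 (adjusted p = 0.00197 from limma's camera and 0.0381 from limma's fry, with a single set in the family). The alternatives that follow were chosen after seeing the data. With an estimated correlation camera gave p = 0.260, and with library totals alone 23 of 27 were lower, with an adjusted p of 0.0108 from limma's camera and 0.0980 from limma's fry. The hypothesis that loss of Elys lowers RNA of other nucleoporins may therefore hold, but the change is small and its call depends on these choices.

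Down-regulated genes also lay next to each other, in 4 pairs against a mean of 0.301 in shuffles (permutation p = 0.0004). Taken by size of change, as many genes made 8 pairs of falling neighbours upon Elys-KD (0.347 in the shuffles), 7 between the control replicates (0.461) and 5 between the Elys-KD replicates (0.440), so a tendency of neighbouring genes to fall together between any libraries could account for these pairs. No biological explanation was tested for them.

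CG42740, CG42362 and CG2217 had at least 100 counts in a library of one group and 0 in both libraries of the other. Summed over all genes at the locus, counts differed between the groups by less than 1.5 times at 3 of 3 genes' loci (1.19, 1.07 and 1.19 times; CG42740 and CG2217 share a locus). CG42363, at the locus of CG42362, had 0 and 138 counts in control and 343 and 303 in Elys-KD. The estimates may therefore have moved reads between overlapping genes, and a change of transcripts at these loci stays open.

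Elys domains were rarer in short gaps between LADs than in shifted placements (27.8% against 49.1% of gaps). Both profiles were divided by the same Dam libraries, so that a high Dam value would lower both ratios, and bins without mappable reads would break both kinds of domain. Both explanations were written down before the share was seen and call for fewer Elys domains in gaps than in shifted placements. The 27.8% is consistent with both in direction, but neither gives its size, and it does not decide between them. Gaps of 1 bin bear on the same point, since the 2135 that fell on the same bin in both sets (34.1% of 6270) were 22.9 times the mean of shifted placements, while 440 such gaps between Elys domains (7.02%) lay within a LAD, against 49.0% in shifted placements. Single-bin gaps may therefore be bins in which both calls failed. A true absence of both Elys and Lam from these bins, a biological explanation, was not tested.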
